# Comparative genomics of the tardigrades *Hypsibius dujardini* and *Ramazzottius varieornatus*

**DOI:** 10.1371/journal.pbio.2002266

**Published:** 2017-07-27

**Authors:** Yuki Yoshida, Georgios Koutsovoulos, Dominik R. Laetsch, Lewis Stevens, Sujai Kumar, Daiki D. Horikawa, Kyoko Ishino, Shiori Komine, Takekazu Kunieda, Masaru Tomita, Mark Blaxter, Kazuharu Arakawa

## Abstract

Tardigrada, a phylum of meiofaunal organisms, have been at the center of discussions of the evolution of Metazoa, the biology of survival in extreme environments, and the role of horizontal gene transfer in animal evolution. Tardigrada are placed as sisters to Arthropoda and Onychophora (velvet worms) in the superphylum Panarthropoda by morphological analyses, but many molecular phylogenies fail to recover this relationship. This tension between molecular and morphological understanding may be very revealing of the mode and patterns of evolution of major groups. Limnoterrestrial tardigrades display extreme cryptobiotic abilities, including anhydrobiosis and cryobiosis, as do bdelloid rotifers, nematodes, and other animals of the water film. These extremophile behaviors challenge understanding of normal, aqueous physiology: how does a multicellular organism avoid lethal cellular collapse in the absence of liquid water? Meiofaunal species have been reported to have elevated levels of horizontal gene transfer (HGT) events, but how important this is in evolution, and particularly in the evolution of extremophile physiology, is unclear. To address these questions, we resequenced and reassembled the genome of *H*. *dujardini*, a limnoterrestrial tardigrade that can undergo anhydrobiosis only after extensive pre-exposure to drying conditions, and compared it to the genome of *R*. *varieornatus*, a related species with tolerance to rapid desiccation. The 2 species had contrasting gene expression responses to anhydrobiosis, with major transcriptional change in *H*. *dujardini* but limited regulation in *R*. *varieornatus*. We identified few horizontally transferred genes, but some of these were shown to be involved in entry into anhydrobiosis. Whole-genome molecular phylogenies supported a Tardigrada+Nematoda relationship over Tardigrada+Arthropoda, but rare genomic changes tended to support Tardigrada+Arthropoda.

## Author summary

Tardigrades are justly famous for their abilities to withstand environmental extremes. Many freshwater and terrestrial species can undergo anhydrobiosis—life without water—and thereby withstand desiccation, freezing, and other insults. We explored the comparative biology of anhydrobiosis in 2 species of tardigrade that differ in the mechanisms they use to enter anhydrobiosis. Using newly assembled and improved genomes, we find that *Ramazzottius varieornatus*, a species that can withstand rapid desiccation, differs from *Hypsibius dujardini*, a species that requires extended preconditioning, in not showing a major transcriptional response to anhydrobiosis induction. We identified a number of genetic systems in the tardigrades that likely play conserved, central roles in anhydrobiosis as well as species-unique components. Compared to previous estimates, our improved genomes show much reduced levels of horizontal gene transfer into tardigrade genomes, but some of the identified horizontal gene transfer (HGT) genes appear to be involved in anhydrobiosis. Using the improved genomes, we explored the evolutionary relationships of tardigrades and other molting animals, particularly nematodes and arthropods. We identified conflicting signals between sequence-based analyses, which found a relationship between tardigrades and nematodes, and analyses based on rare genomic changes, which tended to support the traditional tardigrade-arthropod link.

## Introduction

The superphylum Ecdysozoa emerged in the Precambrian, and ecdysozoans not only dominated the early Cambrian explosion but also are dominant (in terms of species, individuals, and biomass) today. The relationships of the 8 phyla within Ecdysozoa remain contentious, with morphological assessments, developmental analyses, and molecular phylogenetics yielding conflicting signals [1–3]. It has generally been accepted that Arthropoda, Onychophora (velvet worms), and Tardigrada (water bears or moss piglets) form a monophylum, Panarthropoda [2], and that Nematoda (roundworms) are closely allied to Nematomorpha (horsehair worms) and distinct from Panarthropoda. However, molecular phylogenies have frequently placed representatives of Tardigrada as sisters to Nematoda [1,3], invalidating Panarthropoda and challenging models of the evolution of complex morphological traits such as segmentation, serially repeated lateral appendages, the triradiate pharynx, and a tripartite central nervous system [4,5].

The key taxon in these disagreements is phylum Tardigrada. Nearly 1,200 species of tardigrades have been described [6]. All are members of the meiofauna—small animals that live in the water film and in interstices between sediment grains [6]. There are marine, freshwater, and terrestrial species. Many species of terrestrial tardigrades are cryptobiotic: they have the ability to survive extreme environmental challenges by entering a dormant state [7]. Common to these resistances is an ability to lose or exclude the bulk of body water, and anhydrobiotic tardigrades have been shown to have tolerance to high and low temperatures (including freezing), organic solvents, X- and gamma-rays, high pressure, and the vacuum of space [8–15]. The physiology of anhydrobiosis in tardigrades has been explored extensively, but little is currently known about its molecular bases [16,17]. Many other animals have cryptobiotic abilities, including some nematodes and arthropods [18], and comparison of the mechanisms in different independent acquisitions of this trait will reveal underlying common mechanisms.

Central to the development of tractable experimental models for cryptobiosis is the generation of high-quality genomic resources. Genome assemblies of 2 tardigrades, *H*. *dujardini* [19–21] and *R*. *varieornatus* [22], both in the family Hypsibiidae, have been published. *H*. *dujardini* is a limnoterrestrial tardigrade that is easy to culture [23], while *R*. *varieornatus* is a terrestrial tardigrade and highly tolerant of environmental extremes [24]. An experimental toolkit for *H*. *dujardini*, including RNA interference (RNAi) and in situ hybridization, is being developed [25]. *H*. *dujardini* is poorly cryptobiotic compared to *R*. *varieornatus*. *H*. *dujardini* requires 48 h of preconditioning at 85% relative humidity (RH) and a further 24 h in 30% RH [23] to enter cryptobiosis with high survival, while *R*. *varieornatus* can form a tun (the cryptobiotic form) within 30 min at 30% RH [26].

Several anhydrobiosis-related genes have been identified in Tardigrada. Catalases, superoxide dismutases (SODs), and glutathione reductases may protect against oxidative stress [27], and chaperones, such as heat shock protein 70 (HSP70) [28–30], may act to protect proteins from the denaturing effects of water loss [16,31,32]. Additionally, several tardigrade-specific gene families have been implicated in anhydrobiosis, based on their expression patterns. Cytosolic abundant heat soluble (CAHS), secretory abundant heat soluble (SAHS), late embryogenesis abundant protein mitochondrial (RvLEAM), mitochondrial abundant heat soluble protein (MAHS), and damage suppressor (Dsup) gene families have been implicated in *R*. *varieornatus* extremotolerance [22,33,34]. These gene families were named by their subcellular location or function, and expression of MAHS and Dsup in human tissue culture cell lines resulted in elevated levels of tolerance against osmotic stress and X-ray irradiation (approximately 4 Gy). Surprisingly, analyses of the *R*. *varieornatus* genome showed extensive gene loss in the peroxisome pathway and in stress signaling pathways, suggesting that this species is compromised in terms of reactive oxygen resistance and repair of cellular damage [22]. While loss of these pathways would be lethal for a normal organism, loss of these resistance pathways may be associated with anhydrobiosis.

Desiccation in some taxa induces the production of anhydroprotectants, small molecules that likely replace cellular water to stabilize cellular machinery. Trehalose, a disaccharide shown to contribute to anhydrobiosis in midges [35,36], nematodes [37], and artemia [38], is not present in the tardigrade *Milnesium tardigradum* [31]. Coupled with the ability of *R*. *varieornatus* to enter anhydrobiosis rapidly (i.e., without the need for extensive preparatory biosynthesis), this suggests that tardigrade anhydrobiosis does not rely on induced synthesis of protectants. Entry into anhydrobiosis in *H*. *dujardini* does require active transcription during preconditioning, suggesting the activation of a genetic program to regulate physiology. Inhibition of PP1/2A, an positive regulator of the FOXO transcription factor that induces antioxidative stress pathways, led to high lethality in *H*. *dujardini* during anhydrobiosis induction [23]. As *R*. *varieornatus* does not require preconditioning, systems critical to anhydrobiosis in *R*. *varieornatus* are likely to be constitutively expressed.

*H*. *dujardini* and *R*. *varieornatus* are relatively closely related (both are members of Hypsibiidae), and both have available genome sequences. The *R*. *varieornatus* genome has high contiguity and scores highly in all metrics of gene completeness [22]. For *H*. *dujardini*, 3 assemblies have been published. One has low contiguity (N50 length of 17 kb) and contains a high proportion of contaminating nontardigrade sequence, including approximately 40 Mb of bacterial sequence, and spans 212 Mb [19]. The other 2 assemblies, both at approximately 130 Mb [20,21], eliminated most contamination, but contained uncollapsed haploid segments because of unrecognized heterozygosity. The initial low-quality *H*. *dujardini* genome was published alongside a claim of extensive horizontal gene transfer (HGT) from bacteria and other taxa into the tardigrade genome and a suggestion that HGT might have contributed to the evolution of cryptobiosis [19]. The extensive HGT claim has been robustly challenged [20,21,39–41], but the debate as to the contribution of HGT to cryptobiosis remains open. The genomes of these species could be exploited for understanding the mechanisms of rapid-desiccation versus slow-desiccation strategies in tardigrades, the importance of HGT, and the resolution of the deep structure of the Ecdysozoa. However, the available genomes are not of equivalent quality.

We have generated a high-quality genome assembly for *H*. *dujardini*, from an array of data including single-tardigrade sequencing [42] and long, single-molecule reads, and using a heterozygosity-aware assembly method [43,44]. Gene finding and annotation with extensive RNA sequencing (RNA-Seq) data allowed us to predict a robust gene set. While most (60%) of the genes of *H*. *dujardini* had direct orthologues in an improved gene prediction for *R*. *varieornatus*, levels of synteny were very low. We identified an unremarkable proportion of potential HGTs. *H*. *dujardini* showed losses of peroxisome and stress signaling pathways, as described in *R*. *varieornatus*, as well as additional unique losses. Transcriptomic analysis of anhydrobiosis entry detected higher levels of regulation in *H*. *dujardini* compared to *R*. *varieornatus*, as predicted, including regulation of genes with antistress and apoptosis functions. Using single-copy orthologues, we reanalyzed the position of Tardigrada within Ecdysozoa and found strong support for a Tardigrade+Nematode clade, even when data from transcriptomes of a nematomorph, onychophorans, and other ecdysozoan phyla were included. However, rare genomic changes tended to support the traditional Panarthropoda. We discuss our findings in the context of how best to improve genomics of neglected species, the biology of anhydrobiosis, and conflicting models of ecdysozoan relationships.

## Results

### The genome of *H*. *dujardini*

The genome size of *H*. *dujardini* has been independently estimated by densitometry to be approximately 100 Mb [20,45], but the spans of existing assemblies exceed this, because of contamination with bacterial reads and uncollapsed heterozygosity of approximately 30%–60% of the span estimated from k-mer distributions. We generated new sequencing data (S1 Table) for *H*. *dujardini*. Tardigrades, originally purchased in mixed cultures from Sciento, were cultured with a single algal food source. Illumina short reads were generated from a single, cleaned tardigrade [42], and Pacific Biosciences (PacBio) long single-molecule reads from DNA from a bulk, cleaned tardigrade population (approximately 900,000 animals). We employed an assembly strategy that eliminated evident bacterial contamination [46] and eliminated residual heterozygosity. Our initial Platanus [44] genome assembly had a span of 99.3 Mb in 1,533 contigs, with an N50 length of 250 kb. Further scaffolding and gap filling [47] with PacBio reads and a Falcon [43] assembly of the PacBio reads produced a 104 Mb assembly in only 1,421 scaffolds and an N50 length of 342 kb and N90 count of 343 (Table 1). In comparison with previous assemblies, this assembly has improved contiguity and improved coverage of complete core eukaryotic genes [48,49]. Read coverage was relatively uniform throughout the genome (S1 Fig, S2 Table), with only a few short regions, likely repeats, with high coverage. We identified 29.6 Mb (28.5%) of the *H*. *dujardini* genome as being repetitive (S3 Table). Simple repeats covered 5.2% of the genome, with a longest repeat unit of 8,943 bp. Seven of the 8 longest repeats were of the same repeat unit (GATGGGTTTT)_n_, were found exclusively at 9 scaffold ends, and may correspond to telomeric sequence (S4 Table). The other long repeat was a simple repeat of (CAGA)_n_ and its complementary sequence (GTCT)_n_, and spanned 3.2 Mb (3% of the genome, longest unit 5,208 bp). We identified eighty-one 5.8S rRNA, two 18S rRNA, and three 28S rRNA loci with RNAmmer [50]. Scaffold0021 contains both 18S and 28S loci, and it is likely that multiple copies of the ribosomal RNA repeat locus have been collapsed in this scaffold, as it has very high read coverage (approximately 5,400-fold, compared to approximately 113-fold overall, suggesting approximately 48 copies). tRNAs for each amino acid were found (S2 Fig) [51]. Analysis of microRNA sequencing (miRNA-Seq) data with miRDeep [52] predicted 507 mature miRNA loci (S1 Data), of which 185 showed similarity with sequences in miRbase [53].

**Table 1:** Metrics of *H*. *dujardini* genome assemblies.

Data source	This work	Edinburgh [20]	North Carolina [19]
Sequencing technologies	Illumina and PacBio	Illumina	Illumina and PacBio
Genome version	nHd.3.0	nHd.2.3	tg
Scaffold number	1,421	13,202	16,175
Total scaffold length (bp)	104,155,103	134,961,902	212,302,995
Average scaffold length (bp)	73,297	10,222	13,125
Longest scaffold length (bp)	2,115,976	594,143	1,208,507*
Shortest scaffold length (bp)	1,000	500	2,002
N50 (bp) (number of scaffolds in N50)	342,180 (#85)	50,531 (#701)	17,496 (#3,422)
N90 (bp) (number of scaffolds in N90)	65,573 (#343)	6,194 (#3,280)	6,637 (#11,175)
CEGMA genes found (partial)	237 (240)	220 (241)	221 (235)
CEGMA gene duplication ratio	1.17 (1.23)	1.35 (1.56)	3.26 (3.53)
Complete BUSCO genes (%)	93.0	92.4	88.8

* The longest scaffolds in the North Carolina assembly are derived from bacterial contaminants.

BUSCO, Benchmarking Universal Single-Copy Orthologs; CEGMA, Core Eukaryotic Genes Mapping Approach; PacBio, Pacific Biosciences.

We generated RNA-Seq data from active and anhydrobiotic (“tun” stage) tardigrades and developmental stages of *H*. *dujardini* (S1 Table). 

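The *H*. *dujardini* libraries cover active adults, tuns, eggs of days 1 to 5 after laying and juveniles of days 1 to 7 after hatching, with 3 replicate libraries in each group and 48 libraries in all. Eggs and juveniles were pools of 30 individuals, and adults were sampled both as pools of 30 and as pools of about 10000 individuals. Tuns had been kept at 85% relative humidity for 48 h. For the pools of 30, the authors amplified mRNA with a low-input kit and sequenced single-end reads on a NextSeq instrument. The pools of 10000 were prepared and sequenced separately at another centre, on a HiSeq instrument according to the sample labels. The authors ran Kallisto on the coding sequences of the gene models and deposited, for each transcript model and library, the estimated number of reads and the TPM, an expression level normalized for transcript length and library size. Kallisto shares reads that fit several models between them, so the estimated counts are not whole numbers. Total estimated counts ranged from 18641075 to 21113536 in active pools of 10000 (median 20119935) and from 19677205 to 20832821 in tun pools of 10000 (median 19712358). In pools of 30, they ranged from 4866760 to 5435061 for active adults (median 4921782) and from 3897088 to 4290535 for tuns (median 4222626). Egg libraries held 3694451 to 4866571 estimated counts on day 1 (median 4039835), 4199887 to 4431617 on day 2 (median 4381943) and 3373898 to 4554249 on day 3 (median 4200235). On day 4 they held 3320184 to 4693512 (median 4146870), and on day 5 they held 4445244 to 5000016 (median 4629979). Juvenile libraries held 3396916 to 5882526 on day 1 (median 4173147), 2016327 to 2437840 on day 2 (median 2041996) and 1579634 to 2716242 on day 3 (median 2665326). The totals were 2866923 to 3373786 on day 4 (median 3254281) and 2089468 to 3337162 on day 5 (median 2164202). On day 6 they were 3692781 to 4990498 (median 3761127), and on day 7 they were 3714472 to 5406469 (median 4768535). Each library was kept separate here, TPM was used as deposited for expression levels, and estimated counts were rounded to whole numbers only where a count model was fitted. Of the 78 pairs of replicate libraries in the series, 0 were identical.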

Gene finding using BRAKER [54] predicted 19,901 genes, with 914 isoforms (version nHd3.0). 

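The *H*. *dujardini* files list 20816 transcript models, of which 914 are further isoforms of a gene already listed when models are grouped by the number before the isoform suffix. Isoforms fell on 821 genes, and the median length of a coding sequence was 993 bases. Across the 48 libraries, 20281 models had an estimated count of at least 1 read in some library, and 491 models were never assigned a count. Expression above 1 TPM in at least 1 library was found for 17326 models (83.2%), and 4108 models exceeded 1 TPM in every library.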

This set of gene models had higher completeness and lower duplication scores compared to those predicted with MAKER [55], which uses RNA-Seq and protein evidence (Predicted proteome based BRAKER: 90.7% MAKER: 77.9%, genome based BRAKER: 86.3%, Metazoan lineage used). Minor manual editing of this gene set to break approximately 40 fused genes generated version nHd3.1. These coding sequence predictions lacked 5′ and 3′ untranslated regions. 

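For each library, the estimated counts that Kallisto assigned to coding transcripts were summed and divided by the number of reads that S1 Table lists for the same sample ID. Over the 48 *H*. *dujardini* libraries, this share was 40.13% ± 15.73 (SD), with a range from 14.14% to 76.46%. The 6 adult pools of 10000 individuals averaged 74.87%, and the 6 adult pools of 30 individuals averaged 42.71%. Eggs averaged 40.33% ± 3.81 (SD, 15 libraries) and juveniles averaged 29.32% ± 8.98 (SD, 21 libraries). A share between 50% and 70% was reached by 0 of the 48 libraries, with 42 below that range and 6 above it. In S5 Table, the paper's own percentages for mapping to the transcriptome average 43.68% over the same libraries, from 15.87% to 71.78%. Where S5 Table also lists mapping to the genome, the paper's values for *H*. *dujardini* average 75.42%, from 37.19% to 95.28%. Because pool size, kit and sequencing centre changed together between the pools of 10000 and all other libraries, their effects on the share cannot be told apart. The alternative source of read totals, the condition column of S1 Table, left every *H*. *dujardini* share as it was and changed only *R*. *varieornatus* adults. The paper proposes that reads outside the coding transcriptome likely come from untranslated regions, unspliced introns or promiscuous transcription.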

Mapping of RNA-Seq data to the predicted coding transcriptome showed an average mapping proportion of approximately 50%–70%, but the mapping proportion was over 95% against the genome (S5 Table). 

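In *R*. *varieornatus*, the estimated counts on coding transcripts made up 31.81% ± 15.92 (SD, 30 libraries) of the reads listed in S1 Table, from 1.96% to 53.64%. Adults averaged 44.51% ± 7.10 (SD, 12 libraries), and the 3 libraries of juveniles on day 1 averaged 43.10% ± 2.52 (SD). Eggs averaged 19.39% ± 12.41 (SD, 15 libraries), and their mean fell from 39.83% on day 1 to 4.13% on day 5. The paper's values in S5 Table average 32.96% for the transcriptome over the same 30 libraries, and were higher than the shares computed here by 0.11 to 2.39 percentage points. For adults, S1 Table pairs sample IDs and conditions in a crossed way. Matching read totals by its condition column in place of the sample ID gave an adult mean of 68.16%, but with shares of up to 152% in fast desiccation and from 14.1% to 20.1% in slow desiccation. A share above 100% is not possible, so the sample ID is the match that the totals allow. The paper treats both species alike here, and takes the reads left over as likely coming from outside the predicted coding sequences. S5 Table lists 43.17% of egg reads on average as mapped to the genome, and 11.58% to 21.98% on day 5. Most reads of day 5 thus lay outside the assembled genome. For these eggs, that argues against untranslated regions, introns or promiscuous transcription as the main source of the reads left over.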

A similar mapping pattern for RNA-Seq data to predicted transcriptome was also observed for *R*. *varieornatus*. Over 70% of the *H*. *dujardini* transcripts assembled with Trinity [56] mapped to the predicted transcriptome, and a larger proportion to the genome (S6 Table). RNA-Seq reads that are not represented in the predicted coding transcriptome likely derived from UTR regions, unspliced introns, or promiscuous transcription. We inferred functional and similarity annotations for approximately 50% of the predicted proteome (Table 2).

**Table 2:** Comparison of the genomes of *H*. *dujardini* and *R*. *varieornatus*.

Assembly	*H*. *dujardini* 3.0		*R*. *varieornatus* 1.1		Difference	
**Genome**	Mb	%	bp	%	Mb	%
**Total span**	104.16	–	55.83	–	48.33	
**Genic**	59.03	56.67%	31.94	57.21%	27.09	56.06%
Exon span	25.25	24.24%	19.56	35.03%	5.69	11.78%
Intron span	33.78	32.43%	12.38	22.17%	21.40	44.28%
**Intergenic**	45.13	43.33%	23.89	42.79%	21.23	43.94%
Repeat	27.11	26.03%	10.11	18.12%	17.00	35.17%
**GENES**	# families	# genes	# families	# genes	#families	#genes
Number of genes	11,705	19,901	9,029	13,917	2,676	5,984
Number of proteins (including isoforms)		20,815		14,538		6,277
Species-specific singletons	4,364	4,364	1,995	1,995	2,369	2,369
Species-specific gene families	45	258	20	123	25	135
Shared gene families	7,296	15,279	7,014	11,799	258	3,480
Uniquely retained ancestral genes*	471	999	189	311	282	688
Genes with BLAST matches to SwissProt		8,337		6,978		
Genes with BLAST matches to TrEMBL		10,202		8,359		
Genes with InterPro domain matches		11,227		8,633		
Genes with Gene Ontology terms		7,804		6,030		
Eukaryote BUSCO completeness (%)		98.1		97.0		
All genes	Mean	Median	Mean	Median	Ratio of means	Ratio of medians
Gene length (bp)	2,966	2,131	2,295	1,641	1.29	1.30
Exon span (bp)	1,269	978	1,405	1074	0.90	0.91
Exon count (#)	5.94	4	6.02	4	0.99	1.00
Intron span (bp)	1,697	1,109	889	520	1.91	2.13
Intron count (#)	4.94	3	5.02	3	0.98	1.00
Single-copy orthologues**	Mean	Median	Mean	Median	Ratio of means	Ratio of medians
Gene length (bp)	3,716	2,776	2,579	1,929	1.44	1.44
Exon span (bp)	1,615	1,278	1,581	1,253	1.02	1.02
Exon count (#)	7.64	6	6.96	6	1.10	1.00
Intron span (bp)	2,101	1,475	998	635	2.11	2.32
Intron count (#)	3,716	2,776	2,579	1,929	1.44	1.44

* Uniquely retained ancestral genes include genes shared by only 1 tardigrade and at least 1 nontardigrade taxon.

** Single-copy orthologues: orthologues with coding sequence (CDS) lengths differing by more than 20% were not considered.

BLAST, Basic Local Alignment Search Tool; BUSCO, Benchmarking Universal Single-Copy Orthologs.

The *H*. *dujardini* nHd.3.0 genome assembly is available on a dedicated ENSEMBL [57] server, http://ensembl.tardigrades.org, where it can be compared with previous assemblies of *H*. *dujardini* and with the *R*. *varieornatus* assembly. The ENSEMBL database interface includes an application-programming interface (API) for scripted querying [58]. All data files (including supplementary data files and other analyses) are available from http://download.tardigrades.org, and a dedicated Basic Local Alignment Search Tool (BLAST) server is available at http://blast.tardigrades.org. All raw data files have been deposited in International Nucleotide Sequence Database Collaboration (INSDC) databases (National Center for Biotechnology Information [NCBI] and Sequence Read Archive [SRA], S1 Table), and the assembly (nHd3.1) has been submitted to NCBI under the accession ID MTYJ00000000.

### Comparisons with *R*. *varieornatus*

We compared this high-quality assembly of *H*. *dujardini* to that of *R*. *varieornatus* [22]. In initial comparisons, we noted that *R*. *varieornatus* had many single-exon loci that had no *H*. *dujardini* (or other) homologues. Reasoning that this might be a technical artifact, we updated gene models for *R*. *varieornatus* using BRAKER [54] with additional comprehensive RNA-Seq of developmental stages (S1 Table). 

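The developmental series of *R*. *varieornatus* consists of eggs of days 1 to 5 after laying and juveniles of day 1 after hatching, each with 3 replicate libraries made from pools of 30 individuals. As for *H*. *dujardini*, the authors amplified mRNA with a low-input kit, sequenced single-end reads on a NextSeq instrument, and deposited Kallisto's estimated counts and TPM for the coding sequences of the updated gene models. Total estimated counts ranged from 4916450 to 5168832 in eggs of day 1 (median 5050361), from 2446446 to 3018788 on day 2 (median 2521140) and from 1462837 to 3316240 on day 3 (median 2788080). They ranged from 1377721 to 2166698 on day 4 (median 1707719) and from 283152 to 879371 on day 5 (median 596293). Juveniles of day 1 had 1937927 to 2727704 estimated counts (median 2543463). Eggs of day 5, the shallowest libraries, therefore resolve low expression least well, and no differential expression was tested between developmental stages. Here, TPM was taken as deposited, and libraries were summarised by the mean and SD of 3 replicates.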

The new prediction included 13,917 protein-coding genes (612 isoforms). 

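The *R*. *varieornatus* files list 14532 transcript models in 13920 genes, with 612 further isoforms that belong to 551 genes. The median coding sequence was 1080 bases long. Over the 30 libraries, 14224 models (97.9%) exceeded 1 TPM in at least 1 library and 5807 exceeded it in every library. Only 7 models were never assigned a count in any library.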

This lower gene count compared to the original (19,521 genes) was largely due to a reduction in single-exon genes with no transcript support (from 5,626 in version 1 to 1,777 in the current annotation). Most (12,752, 90%) of the BRAKER-predicted genes were also found in the original set. In both species, some predicted genes may derive from transposons, as 2,474 *H*. *dujardini* and 626 *R*. *varieornatus* proteins matched Dfam domains [59]. While several of these putatively transposon-derived predictions have a Swiss-Prot [60] homologue (*H*. *dujardini*: 915, 37%; *R*. *varieornatus*: 274, 44%), most had very low expression levels.

One striking difference between the 2 species was in genome size, as represented by assembly span: the *R*. *varieornatus* assembly had a span of 55 Mb, half that of *H*. *dujardini* (Table 2). This difference could have arisen through whole genome duplication, segmental duplication, or more piecemeal processes of genome expansion or contraction. *H*. *dujardini* had 5,984 more predicted genes than *R*. *varieornatus*. These spanned approximately 23 Mb and accounted for about half of the additional span. There was no difference in number of exons per gene between orthologues or in the whole predicted gene set. However, comparing orthologues, the intron span per gene in *H*. *dujardini* was on average twice that in *R*. *varieornatus* (Fig 1B), and gene length (measured as start codon to stop codon in coding exons) was approximately 1.3-fold greater in *H*. *dujardini* (Table 2, S3 Fig). There was more intergenic noncoding DNA in *H*. *dujardini*, largely explained by an increase in the repeat content (28.6 Mb in *H*. *dujardini* versus 11.1 Mb in *R*. *varieornatus*).

**Fig 1:**
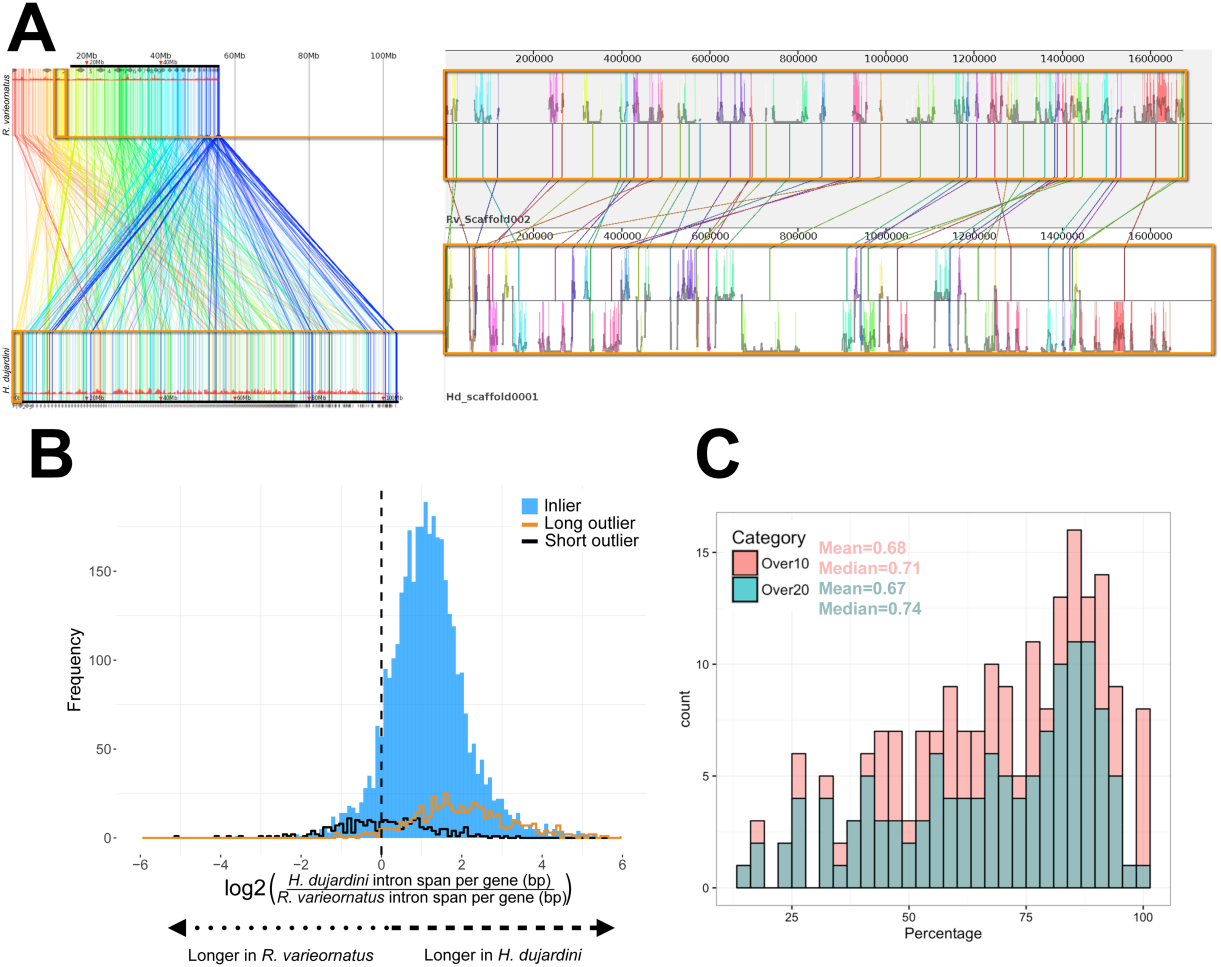
The genomes of *H*. *dujardini* and *R*. *varieornatus*. (A) Linkage conservation but limited synteny between *H*. *dujardini* and *R*. *varieornatus*. Whole genome alignment was performed with Murasaki [61]. The left panel shows the whole genome alignment. Similar regions are linked by a line colored following a spectrum based on the start position in *R*. *varieornatus*. To the right is a realignment of the initial segment of *H*. *dujardini* scaffold0001 (lower), showing matches to several portions of *R*. *varieornatus* Scaffold0002 (above), illustrating the several inversions that must have taken place. The histograms show pairwise nucleotide sequence identity between these 2 segments. (B) Increased intron span in *H*. *dujardini*. *H*. *dujardini* genes are longer because of expanded introns. Frequency histogram of log_2_ ratio of intron span per gene in 4,728 *H*. *dujardini* genes compared to their orthologues in *R*. *varieornatus*. Outliers are defined as genes in *H*. *dujardini* whose coding sequences (CDSs) are 20% longer (long outliers; orange; 576 genes) or 20% shorter (short outliers; black; 294 genes) than their orthologues in *R*. *varieornatus*. Data available at https://github.com/abs-yy/Hypsibius_dujardini_manuscript/blob/master/data/Fig1B_HDUJA_RVARI.gene_structure_matrix.ONE-TO-ONE.txt. (C) Gene neighborhood conservation between *H*. *dujardini* and *R*. *varieornatus*. To test conservation of gene neighborhoods, we asked whether genes found together in *H*. *dujardini* were also found close together in *R*. *varieornatus*. Taking the set of genes on each long *H*. *dujardini* scaffold, we identified the locations of the reciprocal best Basic Local Alignment Search Tool (BLAST) hit orthologues in *R*. *varieornatus* and counted the maximal proportion mapping to 1 *R*. *varieornatus* scaffold. *H*. *dujardini* scaffolds were binned and counted by this proportion. As short scaffolds, with fewer genes, might bias this analysis, we performed analyses independently on scaffolds with >10 genes and scaffolds with >20 genes. Data available at https://github.com/abs-yy/Hypsibius_dujardini_manuscript/blob/master/data/Fig1C_Gene-neighborhoods-conservation.txt.

Whole genome alignments of *R*. *varieornatus* and *H*. *dujardini* using Murasaki [61] revealed a low level of synteny but evidence for conserved linkage at the genome scale, with little conservation of gene order beyond a few loci. For example, comparison of *R*. *varieornatus* Scaffold002 of with *H*. *dujardini* scaffold0001 showed linkage, with many orthologous (genome-wide bidirectional best BLAST hit) loci across approximately 1.7 Mb of the *H*. *dujardini* genome (Fig 1A). A high proportion of orthologues of genes located on the same scaffold in *H*. *dujardini* were also in one scaffold in *R*. *varieornatus*, implying that intrachromosomal rearrangement may be the reason for the low level of synteny (Fig 1C).

We defined protein families in the *H*. *dujardini* and new *R*. *varieornatus* predicted proteomes, along with a selection of other ecdysozoan and other animal predicted proteomes (S7 Table), using OrthoFinder [62], including predicted proteomes from fully sequenced genomes or predicted proteomes from the fully sequenced genomes and (likely partial) transcriptomes in two independent analyses. Using these protein families, we identified orthologues for phylogenetic analysis and explored patterns of gene family expansion and contraction, using KinFin [63]. We identified 144,610 protein families in the analysis of 29 fully sequenced genome species. Of these families, 87.9% were species specific (with singletons accounting for 11.6% of amino acid span, and multi-protein clusters accounting for 1.2% of span). While only 12.1% of clusters contained members from ≥2 predicted proteomes, they accounted for the majority of the amino acid span (87.2%). *H*. *dujardini* had more species-specific genes than *R*. *varieornatus* and had more duplicate genes in gene families shared with *R*. *varieornatus* (Table 2). *H*. *dujardini* also had more genes shared with nontardigrade outgroups, suggesting loss in *R*. *varieornatus*. Many families had more members in tardigrades compared to other taxa, and 3 had fewer members (115 had uncorrected Mann-Whitney U-test probabilities <0.01, but none had differential presence after Bonferroni correction). In 9 of the families with tardigrade overrepresentation, tardigrades had more than four times as many members as the average of the other species (S2 Data).

There were 1,486 clusters composed solely of proteins predicted from the 2 tardigrade genomes. Of those, 365 (24.56%) had a congruent domain architecture in both species, including 53 peptidase clusters, 27 kinase clusters, and 29 clusters associated with signaling function, including 18 G-protein coupled receptors (see S3 Data). While these annotations are commonly found in clade-specific families, suggesting that innovation in these classes of function is a general feature in metazoan evolution, of particular interest was innovation in the Wnt signaling pathway. Tardigrade-unique clusters included Wnt, Frizzled, and chibby proteins. Of relevance to cryptobiosis, 21 clusters with domain annotation relevant to genome repair and maintenance were synapomorphic for Tardigrada, including molecular chaperones (2), histone/chromatin maintenance proteins (11), genome repair systems (4), nucleases (2), and chromosome cohesion components (2) (see below).

### HGT in tardigrade genomes

HGT is an interesting but contested phenomenon in animals. Many newly sequenced genomes have been reported to have relatively high levels of HGT, and genomes subject to intense curation efforts tend to have lower HGT estimates. We performed ab initio gene finding on the genomes of the model species *Caenorhabditis elegans* and *Drosophila melanogaster* with Augustus [64] and used the HGT index approach [65], which simply classifies loci based on the ratio of their best BLAST scores to ingroup and potential donor taxon databases, to identify candidates. Compared with their mature annotations, we found elevated proportions of putative HGTs in both species (*C*. *elegans*: 2.09% of all genes; *D*. *melanogaster*: 4.67%). We observed similarly elevated rates of putative HGT loci, as assessed by the HGT index, in gene sets generated by ab initio gene finding in additional arthropod and nematode genomes compared to their mature annotation (Fig 2A, S8 Table). Thus, the numbers of HGT events found in the genomes of *H*. *dujardini* and *R*. *varieornatus* are likely to have been overestimated in these initial, uncurated gene predictions, even after sequence contamination has been removed, as seen in the *H*. *dujardini* assembly of Boothby et al. [41].

**Fig 2:**
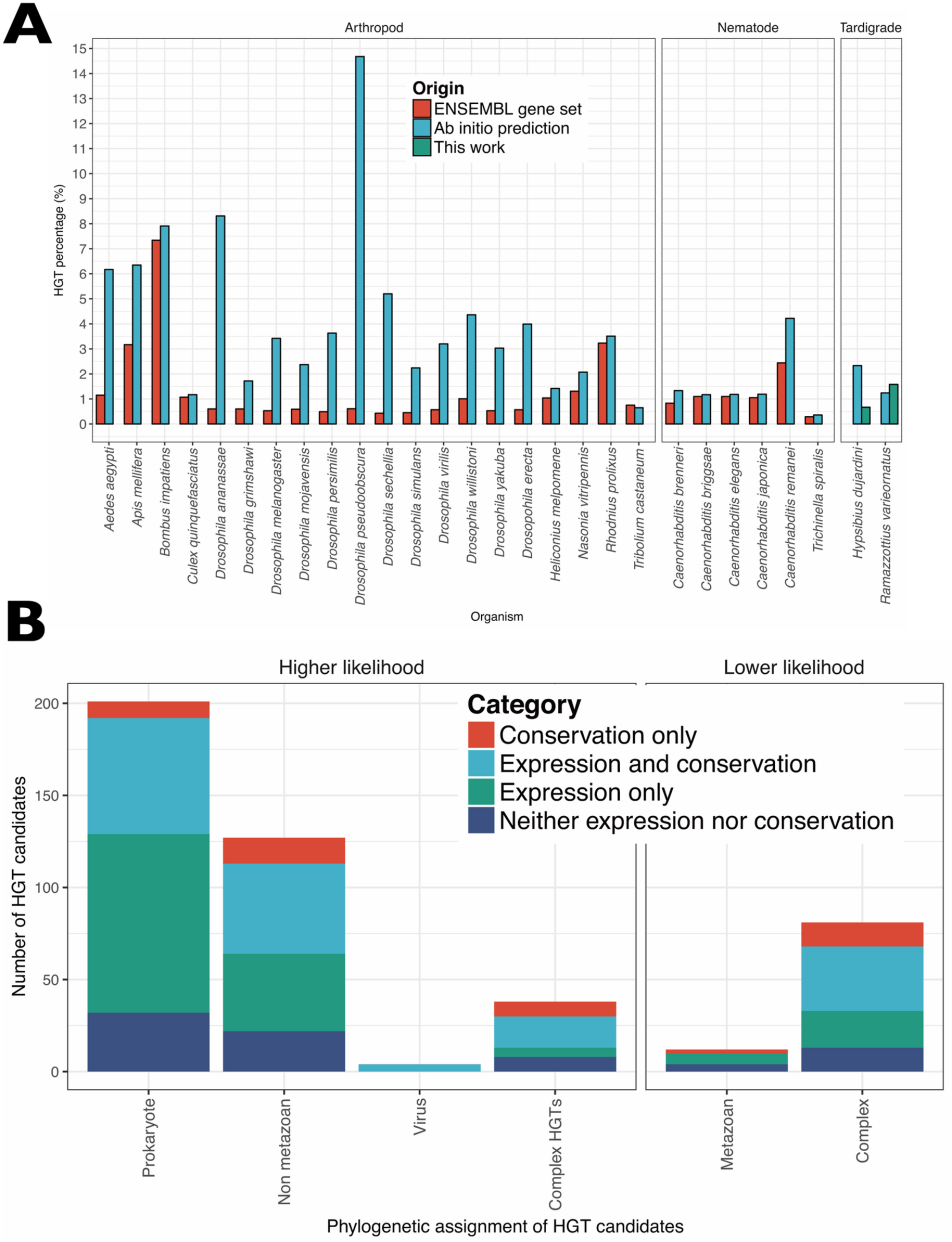
Horizontal gene transfer in *H*. *dujardini*. (A) Horizontal gene transfer ratios in various metazoa. For a set of assembled arthropod and nematode genomes, genes were repredicted ab initio with Augustus. Putative horizontal gene transfer (HGT) loci were identified using the HGT index for the longest transcript for each gene from the new and the ENSEMBL reference gene sets. In most species, the ab initio gene sets had elevated numbers of potential HGT loci compared to their ENSEMBL representations. Data available at https://github.com/abs-yy/Hypsibius_dujardini_manuscript/blob/master/data/Fig2A_HGT-content-in-metazoa.txt. (B) Classification of HGT candidates in *H*. *dujardini*. Classification of the initial HGT candidates identified in *H*. *dujardini* by their phylogenetic annotation (prokaryotic, nonmetazoan eukaryotic, viral, complex HGT, and likely non-HGT metazoan and complex), their support in RNA-Seq expression data, and the presence of a homologue in *R*. *varieornatus*. Data available at https://github.com/abs-yy/Hypsibius_dujardini_manuscript/blob/master/data/Fig2B_HGT_content_in_Hdujardini.csv.

Using the HGT index approach, we identified 463 genes as potential HGT candidates in *H*. *dujardini* (S4 Data). Using Diamond BLASTX [66] instead of standard BLASTX [67,68] made only a minor difference in the number of potential HGT events predicted (446 genes). We sifted the initial 463 *H*. *dujardini* candidates through a series of biological filters. A true HGT locus will show affinity with its source taxon when analyzed phylogenetically (a more sensitive test than simple BLAST score ratio). Four-fifths of these loci (357) were confirmed as HGT events by Randomized Axelerated Maximum Likelihood (RAxML) [69] analysis of aligned sequences (Fig 2B). For 13 candidates, there were not enough homologues found in public databases to estimate phylogenies. HGT genes are expected to be incorporated into the host genome and to persist through evolutionary time. Only 164 of the RAxML-confirmed *H*. *dujardini* candidates had homologues in *R*. *varieornatus*, indicating phyletic perdurance (S2 Data). HGT loci will acquire gene structure and expression characteristics of their host metazoan genome. 

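The 463 HGT candidates of S4 Data were looked up in all 48 *H*. *dujardini* libraries, each by its highest TPM in any library. Of these candidates, 418 (90.3%) exceeded 1 TPM in at least 1 library, against 16908 of the 20353 other transcript models (83.1%). The odds ratio was 1.89 (Fisher's exact test, p = 1.71e-05), across transcripts, which are not independent replicates. The groups are not alike. Candidates needed a database match and came from the longest transcript of each gene, while the other models include further isoforms and models without a match. The test therefore does not compare candidates with similarly annotated host genes. All 338 candidates that S4 Data marks as expressed were among the 418, together with 80 further candidates, and 45 candidates stayed at or below 1 TPM everywhere. The median of the highest TPM was 21.7 for candidates and 14.2 for the other models, and 93 candidates exceeded 100 TPM in some library. The count moved most, to 343, when the mean over all libraries had to exceed 1 TPM in place of the highest library, and the methods describe this class by average expression. With only the pools of 30 individuals it was 354, and with only adult libraries it was 391. The paper reasons that a horizontally transferred locus takes on the expression characteristics of its host, and counts expression above this level as evidence for a host gene.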

We identified expression at greater than 1 transcript per million (TPM) in any library for 338 HGT candidates. While metazoan genes usually contain spliceosomal introns, and 367 of the candidate HGT gene models included introns, we regard this a lower-quality validation criterion, as gene-finding algorithms are programmed to identify introns. 

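S4 Data marks 133 of the 463 candidates as high-likelihood HGTs by phylogeny, expression and perdurance, a mark that itself requires expression, and all 133 exceeded 1 TPM in at least 1 of the 48 libraries. With the stricter minimum of 2 TPM in any library, 396 of the 463 candidates remained expressed, and with the looser minimum of 0.5 TPM the number was 437. Combining expression with conservation in *R*. *varieornatus* and with the trees, the paper arrives at its highest-credibility set.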

Therefore, our highest-credibility current estimate for HGT into the genome of *H*. *dujardini* is 133 genes (0.7% of all genes), with a less-credible set, showing conservation, expression, and/or phylogenetic validation of 357 (1.8%) and an upper bound of 463 (2.3%). This is congruent with estimates of 1.6% HGT candidates (out of 13,917 genes) for *R*. *varieornatus* [22].

The putative HGT loci tended to be clustered in the tardigrade genomes, with many gene neighbors of HGT loci also predicted to be HGTs (S4 Fig). We found 58 clusters of HGT loci in *H*. *dujardini* and 14 in *R*. *varieornatus* (S6 Data). The largest clusters included up to 6 genes from the same gene family and may have arisen through tandem duplication. These tandem duplication clusters included intradiol ring-cleavage dioxygenases, uridine diphosphate (UDP) glycosyltransferases, and alpha/beta fold hydrolases. Several clusters of UDP glycosyltransferases with signatures of HGT from plants were identified in the *H*. *dujardini* genome, 1 of which included 6 UDP glycosyltransferases within 12 genes (loci between the genes bHd03905 and bHd03916). *H*. *dujardini* had 40 UDP glycosyltransferase genes, 29 of which were classified as glucuronosyltransferase (UGT, K00699) by Kyoto Encyclopedia of Genes and Genomes (KEGG) ORTHOLOG mapping with the KEGG Automatic Annotation Server (KAAS) [70], and of these 27 were HGT candidates. While UGT can function in a number of pathways, we found that the whole ascorbate synthesis pathway, in which UGT metabolizes UDP-D-glucuronate to D-Glucuronate, has been acquired by HGT in *H*. *dujardini*. *R*. *varieornatus* has only acquired L-gulonolactone oxidase (S5 Fig). Gluconolactonase and L-gluonolactone oxidase were consistently expressed at low levels (approximately 10–30 TPM), but L-ascorbate degradation enzyme L-ascorbate oxidase was not expressed (TPM < 1).

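The transcript bHd06101, whose domains in S4 Data include the ALO domain of L-gulonolactone oxidases, had a mean of 6.83 TPM ± 5.07 (SD) over the 48 *H*. *dujardini* libraries. Its values ranged from 1.88 to 22.9 TPM, with a median of 5.06 TPM, and 7 libraries lay between 10 and 30 TPM. It was highest in active adults, at 22.1 TPM ± 0.75 (SD, n = 3) in pools of 10000 individuals and 14.9 TPM ± 2.51 (SD, n = 3) in pools of 30. Tuns had 8.71 TPM ± 1.28 (SD, n = 3) in pools of 10000 and 6.36 TPM ± 0.573 (SD, n = 3) in pools of 30. Within each pool size, the difference between active adults and tuns exceeded the SDs of both groups. In S6 Data, 5 transcripts have an L-ascorbate oxidase as their best Swiss-Prot match. The least expressed of them, bHd04081, had a mean of 0.401 TPM ± 0.508 (SD, 48 libraries) and exceeded 1 TPM in 8 libraries. The mean of bHd09163 was 0.932 TPM ± 1.47 (SD), with 12 libraries above 1 TPM. The transcripts bHd00832, bHd13185 and bHd15885 had means of 2.93, 5.15 and 2.46 TPM, and exceeded 1 TPM in 35, 33 and 17 of the 48 libraries. The highest single value, 30.2 TPM for bHd15885, was in a library of eggs of day 4, where this transcript averaged 23.7 TPM ± 7.15 (SD, n = 3). No transcript could be assigned to gluconolactonase from the paper's tables. For L-ascorbate oxidase the paper gives no identifier, so which of the 5 transcripts it meant, if any, is open. In its account of an acquired ascorbate pathway, the paper reports low expression of gluconolactonase and L-gulonolactone oxidase and no expression of L-ascorbate oxidase.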

### The genomics of anhydrobiosis in tardigrades

We explored the *H*. *dujardini* proteome and the reannotated *R*. *varieornatus* proteome for loci implicated in anhydrobiosis. In the new *R*. *varieornatus* proteome, we found 16 CAHS loci and 13 SAHS loci and 1 copy each of MAHS, RvLEAM, and Dsup. In *H*. *dujardini*, we identified 12 CAHS loci, 10 SAHS loci, and single members of the RvLEAM and MAHS families (S9 Table). Direct interrogation of the *H*. *dujardini* genome with *R*. *varieornatus* loci identified an additional possible CAHS-like locus and an additional SAHS-like locus. We found no evidence for a *H*. *dujardini* homologue of Dsup. Phylogenetic analyses revealed a unique duplication of CAHS3 in *R*. *varieornatus*. No SAHS2 orthologue was found in *H*. *dujardini* (S6 Fig), and most of the *H*. *dujardini* SAHS loci belonged to a species-specific expansion that was orthologous to a single *R*. *varieornatus* SAHS locus, RvSAHS13. SAHS1-like genes in *H*. *dujardini* and SAHS1- and SAHS2-like genes in *R*. *varieornatus* were locally duplicated, forming SAHS clusters on single scaffolds.

*R*. *varieornatus* was reported to have undergone extensive gene loss in the stress-responsive transducer of mechanistic target of rapamycin (mTOR) pathway and in the peroxisome pathway, which generates H_2_O_2_ during the beta-oxidation of fatty lipids. *H*. *dujardini* was similarly compromised (Fig 3A). We identified additional gene losses in the peroxisome pathway in *H*. *dujardini*, as peroxisome proteins PEK5, PEK10, and PEK12, while present in *R*. *varieornatus*, were not found in *H*. *dujardini* (TBLASTN search against genome with an E-value threshold of 1E-3).

**Fig 3:**
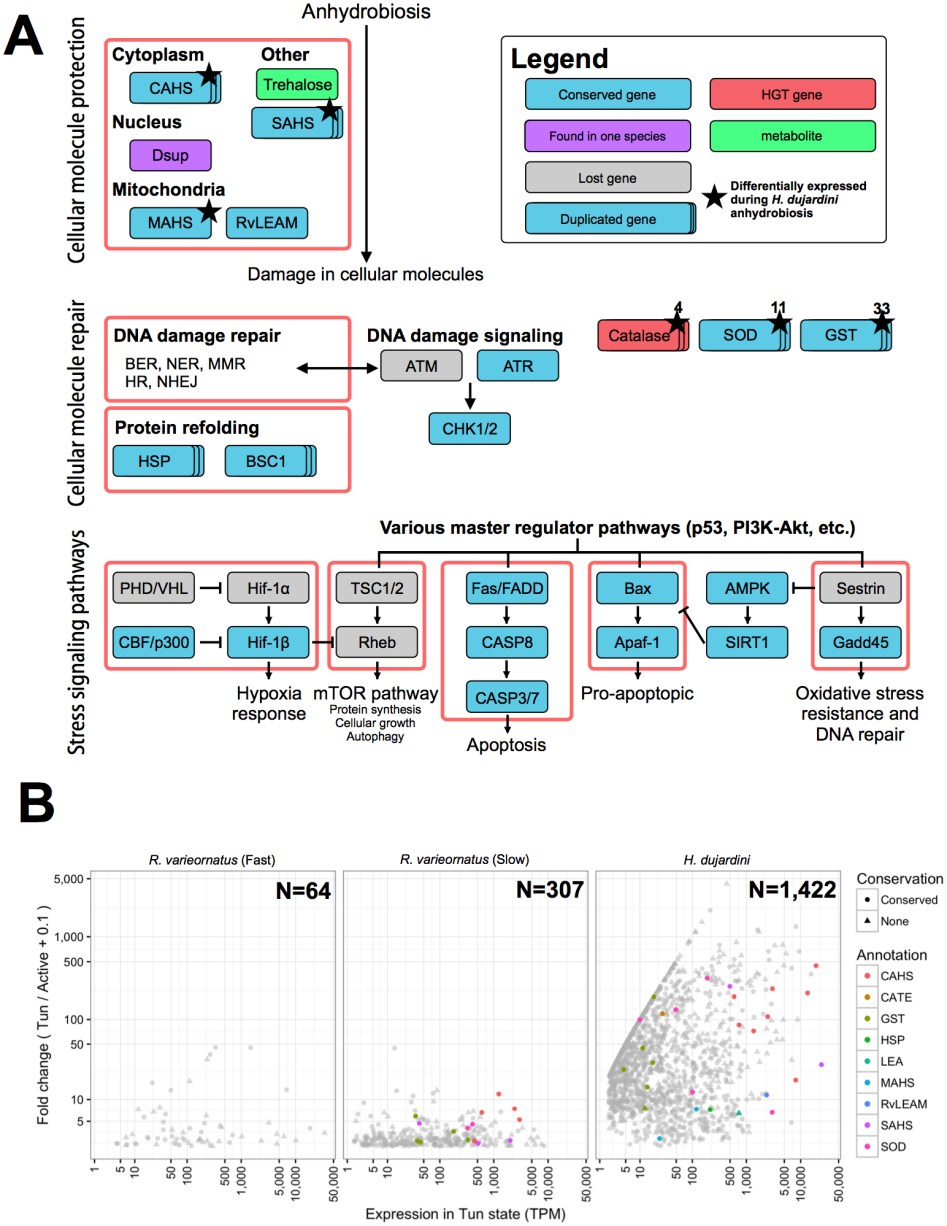
The genomics of anhydrobiosis in tardigrades. (A) Gene losses in Hypsibiidae. Gene losses were detected by mapping to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways using KEGG Automatic Annotation Server (KAAS) and validated by Basic Local Alignment Search Tool (BLAST) TBLASTN search of KEGG orthologue gene amino acid sequences. Light blue and gray boxes indicate genes conserved and lost in both tardigrades, respectively. Furthermore, purple boxes represent genes retained in only 1 species, and red boxes represent genes that have been detected as horizontal gene transfer (HGT). The numbers on the top right of the boxes indicate copy numbers of multiple copy genes in *H*. *dujardini*. Genes annotated as CASP3 and CDC25A have contradicting annotation with KAAS and Swiss-Prot; however, the KAAS annotation was used. (B) Differential gene expression in tardigrades on entry to the anhydrobiotic state. The transcript per million (TPM) expression for each sample was calculated using Kallisto, and the fold change between active and tun and the TPM expression in the tun state were plotted. Genes that likely contribute to anhydrobiosis were colored. Genes that had an orthologue in the other species are plotted as circles; other genes are plotted as triangles. Data available at https://github.com/abs-yy/Hypsibius_dujardini_manuscript/blob/master/data/Fig3B_gene-expression-DEGs-FCandTUN-annotated.txt. AMPK, 5' adenosine monophosphate-activated protein kinase; ATM, ataxia-telangiectasia mutated; ATR, ataxia telangiectasia and Rad3-related protein; BER, base excision repair; BSC1, bypass of stop codon protein 1; CAHS, cytosolic abundant heat soluble; CASP8, caspase 8; CATE, catalase; CBF, C-repeat-binding factor; CHK1/2, checkpoint kinase 1/2; Dsup, damage suppressor; GST, glutathione S-transferase; HR, homologous recombination; HSP, heat shock protein; MAHS, mitochondrial abundant heat soluble protein; MMR, mismatch repair; mTOR, mechanistic target of rapamycin; NER, nucleotide excision repair; NHEJ, nonhomologous end joining; RvLEAM, late embryogenesis abundant protein mitochondrial; PHD, plant homeodomain; SAHS, secretory abundant heat soluble; SIRT1, sirtuin 1; SOD, superoxide dismutase; TSC1/2, tuberous sclerosis 1/2; VHL, von Hippel-Lindau tumor suppressor.

To identify gene functions associated with anhydrobiosis, we explored differential gene expression in fully hydrated and postdesiccation samples from both species. We compared single individual RNA-Seq of *H*. *dujardini* undergoing anhydrobiosis [42] with new data for *R*. *varieornatus* induced to enter anhydrobiosis in 2 ways: slow desiccation (approximately 24 h) and fast desiccation (approximately 30 min). 

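For *R*. *varieornatus*, the files hold 3 libraries each of active adults and tuns for slow desiccation and for fast desiccation. Slow desiccation was 24 h at 30% relative humidity followed by 24 h at 0%, on pools of 30 individuals. In fast desiccation, animals were kept at 0% relative humidity for 0.5 h on a moist towel and then without it, for 2 h in the methods and 48 h in the sample labels. Fast libraries were made from very few animals, 1 for active adults and 2.5 on average for tuns in the labels, and 2 to 3 fast-dried animals in the methods. The single individuals of *H*. *dujardini* come from an earlier study and are not in the files analysed here. S1 Table crosses the names of fast and slow samples with their conditions, so libraries were assigned to a condition by their labels and numbers of individuals, which the methods and S5 Table give in the same way. All 12 libraries were amplified with the low-input kit and sequenced as single-end reads on a NextSeq instrument. Total estimated counts ranged from 5491550 to 6301707 in active adults (median 5941909) and from 5234939 to 5997559 in tuns (median 5496210) of slow desiccation. For fast desiccation they ranged from 14333156 to 17075883 in active adults (median 16708701) and from 10839376 to 13095069 in tuns (median 11833706). The authors mapped reads to coding sequences with BWA MEM, tested counts with DESeq2, and took TPM from Kallisto. The mapped counts are not in the files analysed here, so Kallisto's estimated counts, as deposited by the authors and rounded to whole numbers, were tested in their place. The test was edgeR's quasi-likelihood test with TMM normalization, its filter on low counts and Benjamini-Hochberg adjustment, with only the tuns and active adults of 1 desiccation in each fit. Up-regulation required an adjusted p below 0.05, a mean above 1 TPM over the 6 libraries, and a TPM fold change above 2, with 0.1 added to the active sum. Slow and fast desiccation also differ in animals per library and in depth, so an effect of drying speed cannot be told apart from these.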

Successful anhydrobiosis was assumed when >90% of the samples prepared in the same chamber recovered after rehydration. Many more genes were differentially up-regulated by entry into anhydrobiosis in *H*. *dujardini* (1,422 genes, 7.1%) than in *R*. *varieornatus* (fast desiccation: 64 genes, 0.5%; slow desiccation: 307 genes, 2.2%) (S6 Data). 

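After slow desiccation of *R*. *varieornatus*, 10714 transcripts passed the filter on low counts, and 2991 of them had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the TPM and fold change thresholds, 323 transcripts of 322 genes (2.22% of models) were up-regulated and 486 (3.34%) were down-regulated. TPM fold changes ran lower than edgeR's estimates. For g1671 the TPM fold change was 1.08 and the log2 fold change 0.574, and for g4591 they were 0.524 and -0.470. On edgeR's scale, up-regulation thus needed the larger change, and without the fold change threshold increases (1824) outnumbered decreases. The 323 up-regulated transcripts had a median of 19.4 TPM in active adults and a median log2 fold change of 1.86. After fast desiccation, 13356 transcripts were tested, and 0 were up-regulated and 0 down-regulated. There the smallest adjusted p was 0.149 from the same edgeR test. Among transcripts with all 3 tun values above or all below the 3 active values, the largest increase after slow desiccation was in g5487, from 0.197 ± 0.341 to 14.2 ± 9.42 TPM (SD, n = 3), a log2 fold change of 6.55 (SE 1.00, adjusted p = 0.0039 from edgeR's test). The CAHS transcript g612 also ranked among the 5 largest increases. The largest decrease was in g2660, from 5.44 ± 2.04 to 0.00169 ± 0.00292 TPM (SD, n = 3), with a log2 fold change of -9.58 (SE 0.775, adjusted p = 0.00133 from edgeR's test). Another large decrease, in g12433, started from 330 ± 215 TPM (SD, n = 3) in active adults and ended at 4.80 ± 4.85 TPM in tuns. Active adults and tuns share replicate numbers in the labels. Deviations from the group means correlated across transcripts with a mean r of 0.068 for libraries with the same number and -0.034 for different numbers after slow desiccation, and 0.129 and -0.068 after fast desiccation. Deviations from a mean of 3 libraries cancel, so the value for different numbers largely follows from the other and adds no evidence of pairing. For fast desiccation, r for the same number ran from -0.207 to 0.329. With the replicate number as a block, a pairing taken from the labels alone, 315 transcripts were up-regulated and 409 down-regulated after slow desiccation, and 0 in either direction after fast desiccation. Among alternatives, fitting all adult groups of the species together changed both counts of up-regulated transcripts strongly, to 38 after slow and 147 after fast desiccation. DESeq2 in place of edgeR gave 327 and 128. Leaving out active replicate 3 of fast desiccation moved the fast count most, from 0 to 696 up-regulated transcripts. From its own counts in the 2 species, with *H*. *dujardini* represented by single individuals that are not in the files analysed here, the paper concludes that entry into anhydrobiosis changes many more genes in *H*. *dujardini*.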

The fold change distribution of the whole transcriptome of *H*. *dujardini* (mean 8.33, median 0.91 ± 69.90 SD) was significantly broader than those of both fast (0.67, 0.48 ± 2.25) and slow (0.77, 0.65 ± 0.79) desiccation *R*. *varieornatus* (U-test, *p*-value < 0.001) (Fig 3B).

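The TPM fold change of every *R*. *varieornatus* transcript was computed as the sum of the 3 tun libraries over the sum of the 3 active libraries plus 0.1. Over all 14532 transcripts, slow desiccation gave a mean of 0.881, a median of 0.674 and an SD of 1.46. The percentiles 5 and 95 of its fold changes were 0 and 1.88, and 4.41% of transcripts exceeded 2. Fast desiccation gave a mean of 0.720, a median of 0.482 and an SD of 5.35, with percentiles 5 and 95 at 0.0860 and 1.59, and 3.05% of transcripts above 2. A transcript's fold change after slow desiccation exceeded that of a transcript after fast desiccation with a probability of 0.649 (U statistic, permutation test with 100000 resamples, p = 1e-05, the smallest these resamples give). The permutation is across transcripts, which are not independent replicates, and the statistic compares which fold changes are larger, not their spread. A pseudocount of 1 on TPM means moved this probability most, to 0.567, and transcripts with a mean above 1 TPM gave 0.687. With each library left out in turn it stayed between 0.617 and 0.661. Animals per library and depth also differ between slow and fast desiccation, so these cannot be told apart from the pace of drying. The paper compares these distributions with that of *H*. *dujardini* single individuals, which are not in the files analysed here, and concludes that the fold changes of *H*. *dujardini* are the more broadly distributed.

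**Figure D1:**
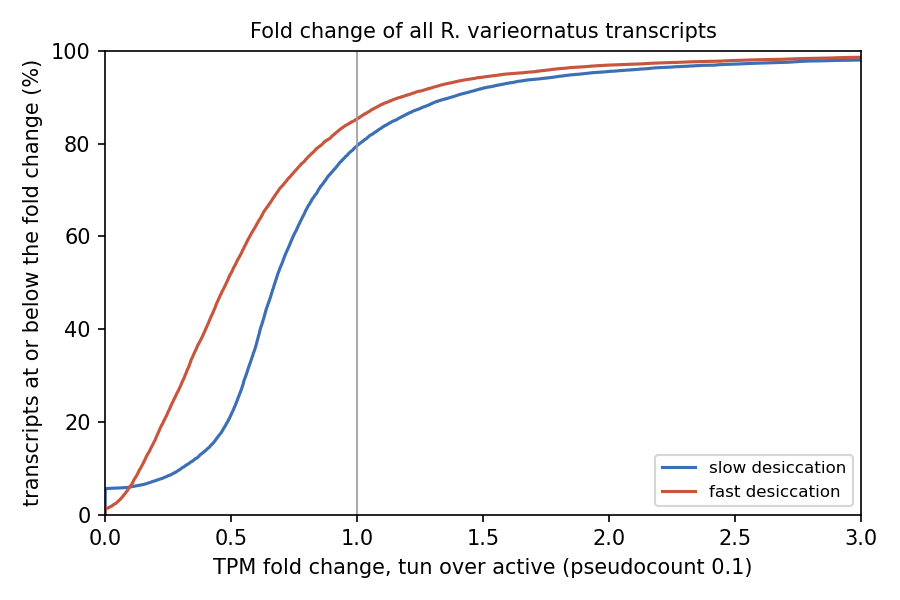
Cumulative percent of the 14532 *R*. *varieornatus* transcripts (y axis) at or below each TPM fold change of tuns over active adults (x axis, shown from 0 to 3), for slow and fast desiccation. The vertical line marks a fold change of 1, and the curve of fast desiccation lies above that of slow desiccation around the medians of 0.482 and 0.674.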

For the loci differentially expressed in anhydrobiosis (S7 Data), we investigated their membership of gene families with elevated numbers in tardigrades and functional annotations associated with anhydrobiosis. Proteins with functions related to protection from oxidants, such as SOD and peroxiredoxin, were found to have been extensively duplicated in tardigrades. In addition, the mitochondrial chaperone (BSC1), osmotic stress-related transcription factor NFAT5, and apoptosis related-gene poly(ADP-ribose) polymerase (PARP) families were expanded in tardigrades. Chaperones were extensively expanded in *H*. *dujardini* (HSP70, DnaK, and DnaJ subfamily C-5, C-13, and B-12), and the DnaJ subfamily B3, B-8 was expanded in *R*. *varieornatus*. In *H*. *dujardini*, we found 5 copies of DNA repair endonuclease XPF, which functions in the nucleotide-excision repair pathway, and, in *R*. *varieornatus*, 4 copies of the double-stranded break repair protein MRE11 (as reported previously [22]) and additional copies of DNA ligase 4, from the nonhomologous end-joining pathway. In both *R*. *varieornatus* [22] and *H*. *dujardini*, some of the genes with anhydrobiosis-related function appear to have been acquired through HGT. All copies of catalase were high-confidence HGTs (S5 Data), and 1 copy was differentially expressed during *H*. *dujardini* anhydrobiosis (expression rises from 0 TPM to 27.5 TPM during slow dehydration in *H*. *dujardini*). *R*. *varieornatus* had 11 trehalase loci (9 trehalases and 2 acid trehalase-like proteins). While *H*. *dujardini* did not have an orthologue of trehalose-6-phosphatase synthase (TPS), a gene required for trehalose synthesis, *R*. *varieornatus* had a HGT-derived TPS (S5 Fig). Previous studies in *M*. *tardigradum* have shown that trehalose does not accumulate during anhydrobiosis, and this is supported by the low expression of the *R*. *varieornatus* TPS gene (10–20 TPM in active and tun states). 

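S6 Data gives g4348 a trehalose-phosphate synthase as its best Swiss-Prot match among the *R*. *varieornatus* HGT candidates, and this transcript was taken as TPS. Its TPM was 0.790 ± 0.484 (SD, n = 3) in active adults and 0.0829 ± 0.144 in tuns of slow desiccation. For fast desiccation it was 0.754 ± 0.479 (SD, n = 3) in active adults and 1.04 ± 0.897 in tuns. Too few reads were assigned to g4348 to pass edgeR's filter on low counts in either comparison, so no change between active adults and tuns was detectable at this depth. Its coding sequence is 549 bases long, against a median of 1080 bases in the species. The paper gives no identifier for TPS and may have measured another model. The paper takes low expression of TPS in both states as evidence that trehalose does not accumulate, as reported for *M*. *tardigradum*.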

We note that the *R*. *varieornatus* TPS had the highest similarity to TPS from bacterial species in Bacteriodetes, including *Chitinophaga*, which was one of the contaminating organisms in the Boothby et al. assembly [40]. The *R*. *varieornatus* locus contains spliceosomal introns that do not compromise the TPS protein sequence and is surrounded by metazoan-affinity loci. The ascorbate synthesis pathway appears to have been acquired through HGT in *H*. *dujardini*, and a horizontally acquired L-gulonolactone oxidase was identified in *R*. *varieornatus* (S5 Fig).

Several protection-related genes were differentially expressed in anhydrobiotic *H*. *dujardini*, including CAHS (8 loci of 15), SAHS (2 of 10), RvLEAM (1 of 1), and MAHS (1 of 1). Loci involved in reactive oxygen protection (5 SOD genes, 6 glutathione-S transferase genes, a catalase gene, and a LEA gene) were up-regulated under desiccation. Interestingly, 2 trehalase loci were up-regulated, even though we were unable to identify any TPS loci in *H*. *dujardini*. We also identified differentially expressed transcription factors that may regulate anhydrobiotic responses. Two calcium-signaling factors, calmodulin (CaM) and a cyclic nucleotide-gated channel (CNG-3), were both up-regulated, which may drive cAMP synthesis through adenylate cyclase. Although *R*. *varieornatus* is capable of rapid anhydrobiosis induction, complete desiccation is unlikely to be as rapid in natural environments, and regulation of gene expression under slow desiccation might reflect a more likely scenario. Fitting this expectation, 5 CAHS loci and a single SAHS locus were up-regulated after slow desiccation, but none were differentially expressed following rapid desiccation. 

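The paper counts 16 CAHS and 13 SAHS loci in *R*. *varieornatus*. Identifiers for only 6 of each were found in the text of its supplements, and the other loci were not tested here. All 12 passed the filter on low counts in both comparisons. Of the 12, 5 CAHS and 4 SAHS are labelled in S7 Data, in the sheet of 307 genes up-regulated in the same slow libraries, while g884, g1671 and g1676 are named only in a figure legend. The 5 CAHS and 4 SAHS from that sheet were up-regulated after slow desiccation and the other 3 were not, so these calls follow from how the transcripts were chosen and do not give the share of either family that responds. The CAHS transcript g612 rose from 104 ± 10.5 to 1233 ± 65.1 TPM (SD, n = 3), a log2 fold change of 4.02 (SE 0.123, adjusted p = 4.84e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression of g675 rose from 322 ± 12.7 to 2409 ± 156 TPM (SD, n = 3), with a log2 fold change of 3.37 (SE 0.108, adjusted p = 4.84e-05 from edgeR's test). The remaining up-regulated CAHS transcripts, g673, g5971 and g7798, had log2 fold changes of 1.77, 2.86 and 3.20, and g884 stayed near 2 TPM with a log2 fold change of 0.169 (adjusted p = 0.594 from edgeR's test). Among SAHS transcripts, g5852 rose from 8.80 ± 3.85 to 41.5 ± 1.66 TPM (SD, n = 3), a log2 fold change of 2.70 (SE 0.290, adjusted p = 0.00102 from edgeR's test). The other up-regulated SAHS transcripts, g1122, g1675 and g1681, had log2 fold changes of 1.77, 1.80 and 1.64, with adjusted p of 0.000495, 0.000288 and 0.000196 from edgeR's test. The 2 most abundant SAHS transcripts, g1671 and g1676, had TPM fold changes of 1.08 and 0.940 and did not pass the fold change threshold. After fast desiccation, 0 of the 12 were up- or down-regulated. There the log2 fold change of g612 was 2.73 (SE 1.16, adjusted p = 0.220 from edgeR's test) and that of g675 was 2.23 (SE 0.733, adjusted p = 0.169), so the replicates were spread too widely for changes of this size to be resolved. The test of the difference between slow and fast desiccation itself was past its threshold for 11 transcripts of the whole transcriptome. Paralogs within these families could share reads that Kallisto splits between them. With the replicate number from the labels as a block, 9 CAHS and SAHS transcripts were again up-regulated after slow desiccation and 0 after fast desiccation, with a mean r of 0.068 for libraries of the same number in slow desiccation and 0.129 in fast desiccation. In each of the 6 fits that left out a slow library, 9 remained up-regulated, whereas fitting all adult groups together left 1, and leaving out active replicate 3 of fast desiccation gave 4 there. The paper reasons that drying in natural environments is unlikely to be rapid, so that regulation under slow desiccation might be the more likely scenario, and takes induction of these loci after slow but not fast desiccation as fitting that expectation.

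**Figure D2:**
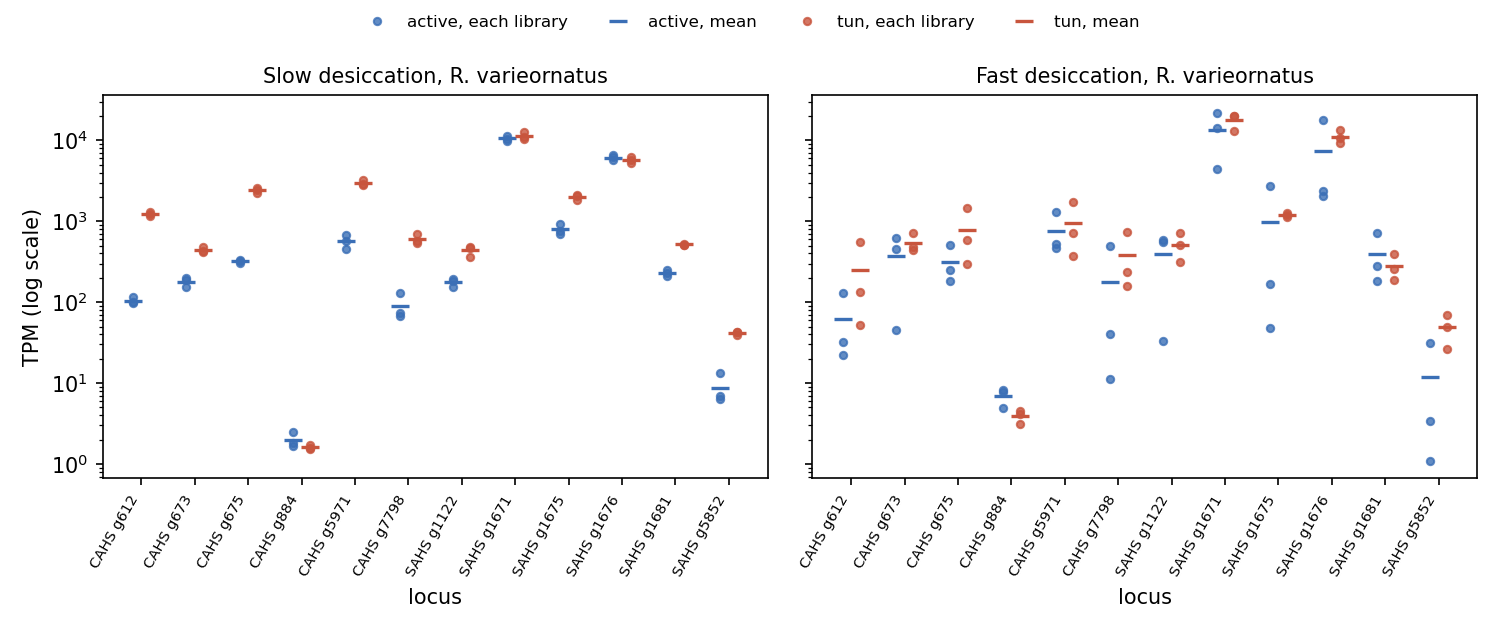
TPM (log scale, y axis) of the 6 CAHS and 6 SAHS loci of *R*. *varieornatus* that the supplements identify (x axis) in slow desiccation (left) and fast desiccation (right), with a point for each of the 3 active and 3 tun libraries and a dash for each mean. For g612, tuns of slow desiccation had a mean of 1233 TPM against 104 TPM in active adults, while points of fast desiccation overlap.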

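In active adults of slow desiccation, 9 of the 12 CAHS and SAHS transcripts of *R*. *varieornatus* that the supplements identify had a mean above 100 TPM and 2 had a mean above 1000 TPM, with a median of 204 TPM. The paper counts 16 CAHS and 13 SAHS loci, and those without an identifier were not tested here. The 2 highest were the SAHS transcripts g1671, at 10559 ± 788 TPM (SD, n = 3), and g1676, at 6131 ± 437 TPM. Next came SAHS g1675 with 794 ± 114 TPM and CAHS g5971 with 563 ± 113 TPM (SD, n = 3). Over the 6 identified transcripts of each family, the median in active adults was 142 TPM for CAHS and 512 TPM for SAHS, and in tuns it was 917 and 1261 TPM. The lowest were CAHS g884 with 2.00 ± 0.450 TPM and SAHS g5852 with 8.80 ± 3.85 TPM (SD, n = 3). In active adults of fast desiccation, 9 of the 12 again exceeded 100 TPM and 2 exceeded 1000 TPM, with a median of 381 TPM. These libraries came from 1 animal each according to the labels and varied more, with g1671 at 13599 ± 8863 TPM and g1676 at 7340 ± 8931 TPM (SD, n = 3).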

Most *R*. *varieornatus* CAHS and SAHS orthologues had high expression in the active state, several over 1,000 TPM. In contrast, *H*. *dujardini* CAHS and SAHS orthologues had low resting expression (median 0.7 TPM) and were up-regulated (median 1,916.8 TPM) on anhydrobiosis induction. Aquaporins contribute to transportation of water molecules into cells and could be involved in anhydrobiosis [71]. Aquaporin-10 was highly expressed in *R*. *varieornatus* and differentially expressed in anhydrobiotic *H*. *dujardini*. *M*. *tardigradum* has at least 10 aquaporin loci [72], *H*. *dujardini* has 11, and *R*. *varieornatus* has 10. The contributions to anhydrobiosis of additional genes identified as up-regulated (including cytochrome P450, several solute carrier families, and apolipoproteins) are unknown.

Some genes differentially expressed in both *H*. *dujardini* and *R*. *varieornatus* slow-desiccation anhydrobiosis were homologous (S9 Data). Of the 1,422 differentially expressed genes from *H*. *dujardini*, 121 genes were members of 70 protein families that also contained 115 *R*. *varieornatus* differentially expressed genes. These included CAHS, SAHS, glutathione-S transferase, and SOD gene families, but in each case *H*. *dujardini* had more differentially expressed copies than *R*. *varieornatus*. Other differentially expressed gene families were annotated as metalloproteinases, calcium-binding receptors, and G-protein coupled receptors, suggesting that these functions may participate in cellular signaling during induction of anhydrobiosis. Many more (887) gene families included members that were up-regulated by anhydrobiosis in *H*. *dujardini* but unaffected by desiccation in *R*. *varieornatus*. These gene families included 1,879 *R*. *varieornatus* genes; some (154) were highly expressed in the active state (TPM > 100).

In addition to gene loss, we predicted that the tardigrades might have undergone expansion in gene families active in anhydrobiotic physiology. We identified 3 gene families–each containing members with significant differential expression during anhydrobiosis–that had elevated numbers of members in the tardigrades compared to the other taxa analyzed. *H*. *dujardini* and *R*. *varieornatus* had more members of OG000684 (33 and 8, respectively) than any other (mode of 1 and mean of 1.46 copies in the other 28 species, with a maximum of 4 in the moth *Plutella xylostella*). Proteins in OG000684 were annotated with domains associated with ciliar function. OG0002660 contained 3 proteins from *H*. *dujardini* and 3 proteins from *R*. *varieornatus* but a mean of 1.2 from other species. OG0002660 was annotated as fumarylacetoacetase, which acts in phenylalanine metabolism. Fumarylacetoacetase has been identified as a target of the SKN-1-induced stress responses in *C*. *elegans* [73]. OG0002103 was also overrepresented in the tardigrades (3 in each species), while 23 of the other species had 1 copy. Interestingly, the extremophile nematode *Plectus murrayi* had 4 copies. OG0002103 was annotated as guanosine-5'-triphosphate (GTP) cyclohydrolase, involved in formic acid metabolism, including tetrahydrobioterin synthesis. Tetrahydrobioterin is a cofactor of aromatic amino acid hydroxylases, which metabolize phenylalanine. The association of these functions with anhydrobiosis merits investigation.

### Phylogenetic relationships of tardigrada

From the two analyses of protein families shared between *H*. *dujardini*, *R*. *varieornatus*, taxa from other ecdysozoan phyla, and 2 lophotrochozoan outgroup taxa (one that included only taxa with whole genome data, and a second that also included taxa with transcriptome data), we selected putative orthologous protein families. These were screened to eliminate evident paralogous sequences, and alignments were concatenated into a supermatrix. The genomes-only supermatrix included 322 loci from 28 taxa spanning 67,256 aligned residues and had 12.5% missing data. The alignment was trimmed to remove low-quality regions. The genomes and transcriptomes supermatrix included 71 loci from 37 taxa spanning 68,211 aligned residues, had 27% missing data, and was not trimmed. Phylogenomic analyses were carried out in RAxML (using the General Time Reversible model with Gamma distribution of rates model, GTR+G) and PhyloBayes (using a GTR plus rate categories model, GTR-CAT+G). We also explored bipartition support from individual gene trees and RAxML and PhyloBayes analyses of 6-state Dayhoff recoded amino acid alignments using the GTR model (as GTR-CAT cannot be used on these recoded data; S8 Data).

The genomes-only phylogeny (Fig 4A) strongly supported Tardigrada as a sister to monophyletic Nematoda. Within Nematoda and Arthropoda, the relationships of species were congruent with previous analyses, and the earliest branching taxon in Ecdysozoa was Priapulida. RAxML bootstrap and PhyloBayes Bayes proportion support was high across the phylogeny, with only 2 internal nodes in Nematoda and Arthropoda receiving less-than-maximal support. Analysis of individual RAxML phylogenies derived from the 322 loci revealed a degradation of support deeper in the tree, with 53% of trees supporting a monophyletic Arthropoda, 56% supporting Tardigrada plus Nematoda, and 54% supporting the monophyly of Arthropoda plus Tardigrada plus Nematoda. The phylogeny derived from the genomes and transcriptomes dataset (Fig 4B) also recovered credibly resolved Nematoda and Arthropoda and, as expected, placed Nematomorpha as sister to Nematoda. Tardigrada was again recovered as sister to Nematoda plus Nematomorpha, with maximal support. Priapulida plus Kinorhyncha was found to arise basally in Ecdysozoa. Unexpectedly, Onychophora, represented by 3 transcriptome datasets, was sister to an Arthropoda plus (Tardigrada, Nematomorpha, and Nematoda) clade, again with high support.

**Fig 4:**
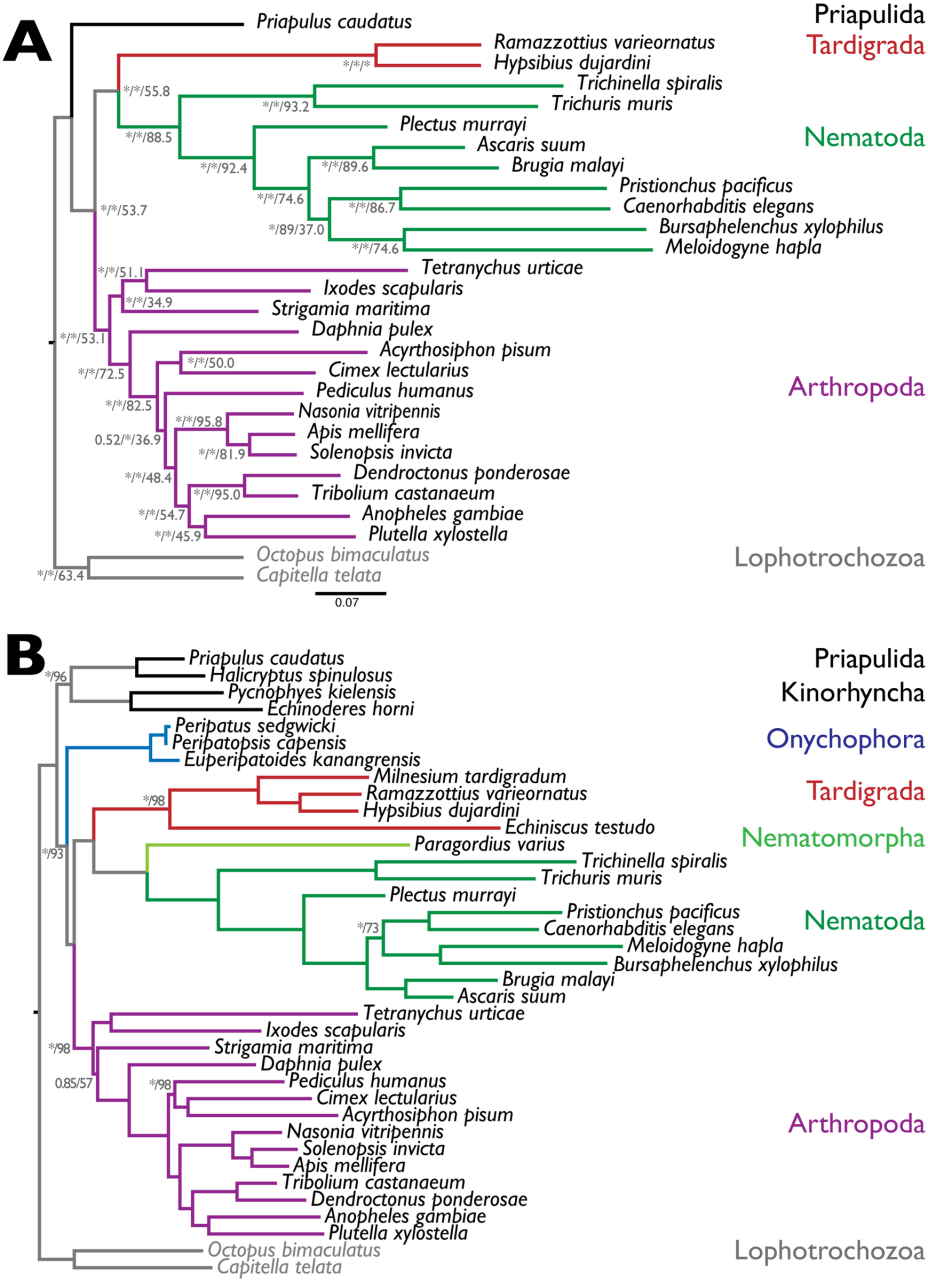
Phylogeny of Ecdysozoa. (A) Phylogeny of 28 species from 5 phyla, based on 322 loci derived from whole genome sequences, and rooted with the lophotrochozoan outgroup. The labels on the nodes are Bayes proportions from PhyloBayes analysis / bootstrap proportions from Randomized Axelerated Maximum Likelihood (RAxML) maximum likelihood bootstraps / proportion of trees of individual loci supporting each bipartition. Note that different numbers of trees were assessed at each node, depending on the representation of the taxa at each locus. * indicates maximal support (Bayes proportion of 1.0 or RAxML bootstrap of 1.0). (B) Phylogeny of 36 species from 8 phyla, based on 71 loci derived using PhyloBayes from whole genome and transcriptome sequences, and rooted with the lophotrochozoan outgroup. All nodes had maximal support in Bayes proportions and RAxML bootstrap, except those labeled (Bayes proportion, * = 1.0 / RAxML bootstrap).

### Rare genomic changes and tardigrade relationships

We tested support for a Nematoda+Tardigrada clade in rare genomic changes [74] in core developmental gene sets and protein family evolution. Rare genomic changes can be used as strong parsimony markers of phylogenetic relationships that are hard to resolve using model-based sequence analyses. An event shared by 2 taxa can be considered to support their relationship where the likelihood of the event is a priori expected to be vanishingly small.

HOX genes are involved in anterior-posterior patterning across the Metazoa, with a characteristic set of paralogous genes present in most animal genomes, organized as a tightly regulated cluster. The ancestral cluster is hypothesized to have included HOX1, HOX2, HOX3, HOX4, HOX5, and a HOX6-8 like locus and HOX9. The HOX6-8 and HOX9 types have undergone frequent, independent expansion and contraction during evolution, and HOX clustering has broken down in some species. HOX complements are generally conserved between related taxa, and gain and loss of HOX loci can be considered a rare genomic change. We surveyed HOX loci in tardigrades and relatives (Fig 5A). In the priapulid *Priapulus caudatus*, 9 HOX loci have been described [75], but no HOX6-8/*AbdA*-like gene was identified. All arthropods surveyed (including representatives of the 4 classes) had a complement of HOX loci very similar to that of *D*. *melanogaster*, with at least 10 loci including HOX6-8 and HOX9. Some HOX loci in some species have undergone duplication, particularly HOX3/*zen*. In the mite *Tetranychus urticae* and the salmon louse *Lepeoptheirius salmonis*, we identified “missing” HOX genes in the genome. For Onychophora, the sister group to Arthropoda, HOX loci have only been identified through PCR screens [76,77], but they appear to have the same complement as Arthropoda.

**Fig 5:**
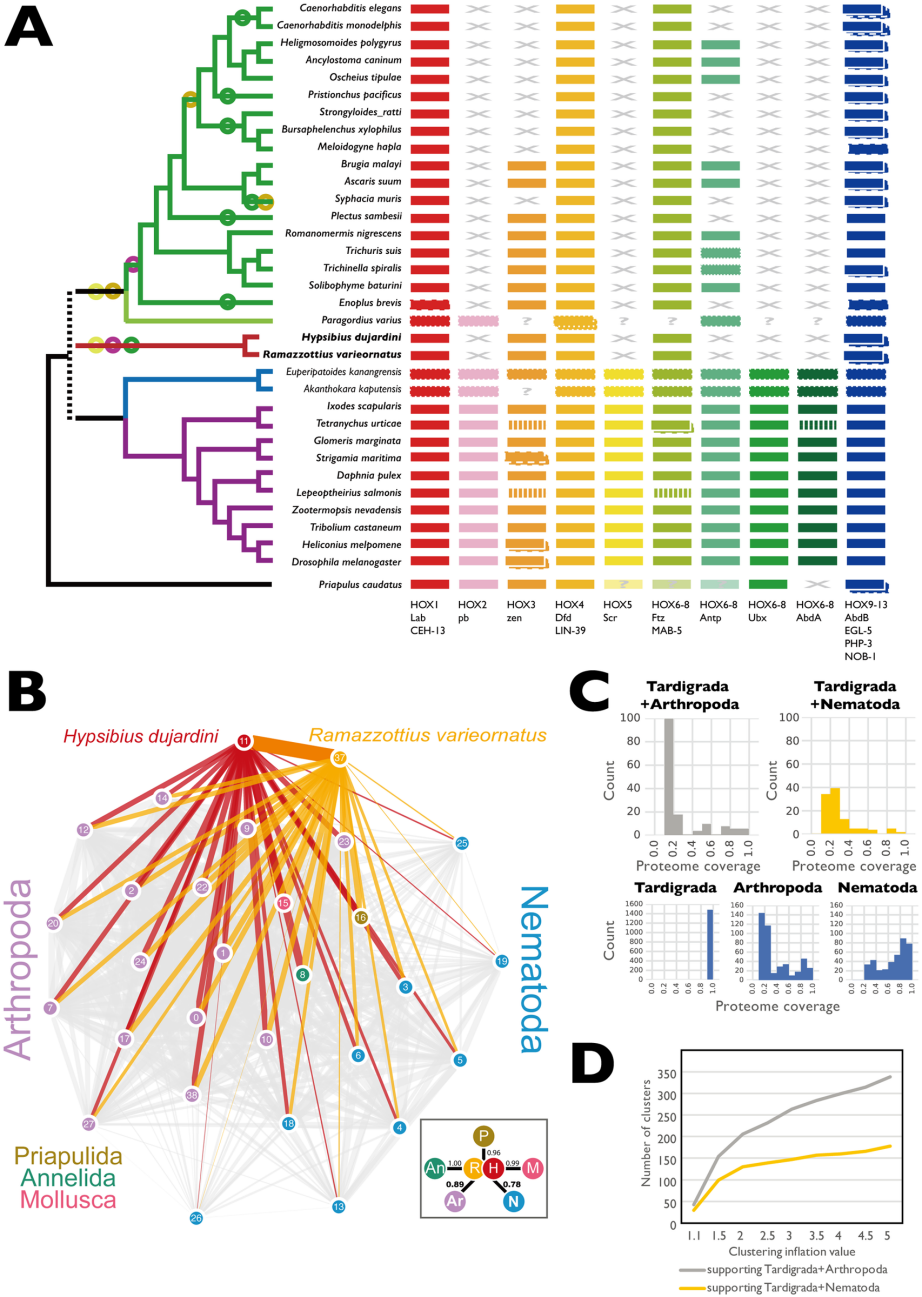
The position of tardigrada in Ecdysozoa. (A) HOX genes in tardigrades and other Ecdysozoa. HOX gene losses in Tardigrada and Nematoda. HOX gene catalogues of tardigrades and other Ecdysozoa were collated by screening ENSEMBL Genomes and WormBase Parasite. HOX orthology groups are indicated by different colors. Some “missing” HOX loci were identified by Basic Local Alignment Search Tool (BLAST) search of target genomes (indicated by vertical striping of the affected HOX). “?” indicates that presence/absence could not be confirmed because the species was surveyed by PCR or transcriptomics; loci identified by PCR or transcriptomics are indicated by a dotted outline. “X” indicates that orthologous HOX loci were not present in the genome of that species. Some species have duplications of loci mapping to 1 HOX group, and these are indicated by boxes with dashed outlines. The relationships of the species are indicated by the cladogram to the left, and circles on this cladogram indicate Dollo parsimony mapping of events of HOX group loss on this cladogram. Circles are colored congruently with the HOX loci. (B) Evolution of gene families under different hypotheses of tardigrade relationships. Tardigrades share more gene families with Arthropoda than with Nematoda. In this network, derived from the OrthoFinder clustering at inflation value 1.5, nodes represent species (0: *Anopheles gambiae*, 1: *Apis mellifera*, 2: *Acyrthosiphon pisum*, 3: *Ascaris suum*, 4: *Brugia malayi*, 5: *Bursaphelenchus xylophilus*, 6: *Caenorhabditis elegans*, 7: *Cimex lectularius*, 8: *Capitella teleta*, 9: *Dendroctonus ponderosae*, 10: *Daphnia pulex*, 11: *Hypsibius dujardini*, 12: *Ixodes scapularis*, 13: *Meloidogyne hapla*, 14: *Nasonia vitripennis*, 15: *Octopus bimaculoides*, 16: *Priapulus caudatus*, 17: *Pediculus humanus*, 18: *Plectus murrayi*, 19: *Pristionchus pacificus*, 20: *Plutella xylostella*, 37: *Ramazzottius varieornatus*, 22: *Solenopsis invicta*, 23: *Strigamia maritima*, 24: *Tribolium castaneum*, 25: *Trichuris muris*, 26: *Trichinella spiralis*, 27: *Tetranychus urticae*, 38: *Drosophila melanogaster*). The thickness of the edge connecting 2 nodes is weighted by the count of shared occurrences of both nodes in OrthoFinder-clusters. Links involving *H*. *dujardini* (red) and *R*. *varieornatus* (orange) are colored. The inset box on the lower right shows the average weight of edges between each phylum and both Tardigrades, normalized by the maximum weight (i.e., count of co-occurrences of Tardigrades and the annelid *C*. *teleta*)" (C) Gene family birth synapomorphies at key nodes in Ecdysozoa under 2 hypotheses: Tardigrada+Nematoda versus Tardigrada+Arthropoda. Each graph shows the number of gene families at the specified node inferred using Dollo parsimony from OrthoFinder clustering at inflation value 1.5. Gene families are grouped by the proportion of taxa above that node that contain a member. Note that to be included as a synapomorphy of a node, a gene family must contain proteins of at least 1 species of each child node of the node in question, and thus, there are no synapomorphies with <0.3 proportional proteome coverage in Nematoda and <0.2 in Arthropoda, and all synapomorphies of Tardigrada have 1.0 representation. (D) Gene family birth synapomorphies for Tardigrada+Arthropoda (grey) and Tardigrada+Nematoda (yellow) for OrthoFinder clusterings performed at different Markov Cluster Algorithm (MCL) inflation parameters.

In *H*. *dujardini*, a reduced HOX gene complement (6 genes in 5 orthology groups) has been reported [78], and we confirmed this reduction using our improved genome (Fig 5A). The same reduced complement was also found in the genome of *R*. *varieornatus* [22], and the greater contiguity of the *R*. *varieornatus* genome shows that 5 of the 6 HOX loci are on 1 large scaffold, distributed over 2.7 Mb, with 885 non-HOX genes separating them. The *H*. *dujardini* loci were unlinked in our assembly, except for the 2 HOX9/*AbdB*-like loci, and lack of gene level synteny precludes ordering of these scaffolds based on the *R*. *varieornatus* genome. The order of the HOX genes on the *R*. *varieornatus* scaffolds is not colinear with other, unfragmented clusters, as HOX6-8/*ftz* and the pair of HOX9/*AbdB* genes are inverted, and HOX4/*dfd* is present on a second scaffold (and not found between HOX3 and HOX6-8/*ftz* as would be expected).

The absences of HOX2/*pb*, HOX5/*scr*, and HOX6-8/*Ubx/AbdA* in both tardigrade species is reminiscent of the situation in Nematoda, in which these loci are also absent [79–81]. HOX gene evolution in Nematoda has been dynamic. No Nematode HOX2 or HOX5 orthology group genes were identified, and only a few species had a single HOX6-8 orthologue. Duplication of the HOX9/*AbdB* locus was common, generating, for instance, the *egl-5*, *php-3*, and *nob-1* loci in *Caenorhabditis* species. The maximum number of HOX loci in a nematode was 7, deriving from 6 orthology groups. Loss of HOX3 happened twice (in *Syphacia muris* and in the common ancestor of Tylenchomorpha and Rhabditomorpha). The independent loss in *S*. *muris* was confirmed in 2 related pinworms, *Enterobius vermicularis* and *Syphacia oblevata*. The pattern of presence and absence of the *Antp*-like HOX6-8 locus is more complex, requiring 6 losses (in the basally arising enoplean *Enoplis brevis*, the chromadorean *Plectus sambesii*, the pinworm *S*. *muris*, the ancestor of Tylenchomorpha, the diplogasteromorph *Pristionchus pacificus*, and the ancestor of *Caenorhabditis*). We affirmed loss in the pinworms by screening the genomes of *E*. *vermicularis* and *S*. *oblevata* as above, and no HOX6-8/*Antp*-like locus was present in any of the over 20 genomes available for *Caenorhabditis*. A PCR survey for HOX loci and screening of a de novo assembled transcriptome from the nematomorph *Paragordius varius* identified 6 putative loci from 5 HOX groups. The presence of a putative HOX2/*pb*-like gene suggests that loss of HOX2 may be independent in Tardigrada and Nematoda.

Gene family birth can be used as another rare genomic marker. We analyzed the whole proteomes of ecdysozoan taxa for gene family births that supported either the Tardigrada+Nematoda model or the Tardigrada+Arthropoda (i.e., Panarthropoda) model. We mapped gene family presence and absence across the 2 contrasting phylogenies using KinFin [63] using different inflation parameters in the Markov Cluster Algorithm (MCL) step in OrthoFinder (S10 Data). Using the default inflation value of 1.5, the 2 tardigrades shared more gene families with Arthropoda than they did with Nematoda (Fig 5B). The numbers of gene family births synapomorphic for Arthropoda and Nematoda were identical under both phylogenies, as was expected (Table 3; Fig 5C; S11 Data). Many synapomorphic families had variable presence in the daughter taxa of the common ancestors of Arthropoda and Nematoda, likely because of stochastic gene loss or lack of prediction. However, especially in Nematoda, most synapomorphic families were present in a majority of species (Fig 5C).

**Table 3:** Gene family births that support different relationships of Tardigrada.

Protein family*	Number of proteins	Proportion of proteomes represented				Domain annotations**
		All	Nematoda (*n* = 9)	Arthropoda (*n* = 15)	Tardigrada (*n* = 2)	
**Synapomorphies with membership ≥ 0.7 under the Panarthropoda (Tardigrada+Arthropoda) hypothesis**						
**OG0000436**	104	1.00	0.00	1.00	1.00	Serine proteases, trypsin domain (IPR001254)
**OG0001236**	54	1.00	0.00	1.00	1.00	Major facilitator superfamily-associated domain (IPR024989)
**OG0002592**	36	1.00	0.00	1.00	1.00	Spätzle (IPR032104)
**OG0006538**	19	1.00	0.00	1.00	1.00	Leucine-rich repeat (IPR001611)
**OG0006541**	19	1.00	0.00	1.00	1.00	None
**OG0006869**	17	1.00	0.00	1.00	1.00	Thioredoxin domain (IPR013766)
**OG0005117**	27	0.88	0.00	0.93	0.50	BTB/POZ domain (IPR000210)
**OG0005941**	22	0.77	0.00	0.73	1.00	None
**OG0006662**	18	0.82	0.00	0.80	1.00	None
**OG0006889**	17	0.71	0.00	0.73	0.50	None
**OG0006940**	17	0.82	0.00	0.87	0.50	EGF-like domain (IPR000742), Laminin G domain (IPR001791)
**OG0006941**	17	0.71	0.00	0.67	1.00	EF-hand domain (IPR002048)
**OG0006951**	17	0.71	0.00	0.67	1.00	Adipokinetic hormone (IPR010475)
**OG0007141**	16	0.82	0.00	0.80	1.00	None
**OG0007285**	15	0.71	0.00	0.67	1.00	GPCR, family 2, secretin-like (IPR000832)
**OG0007290**	15	0.82	0.00	0.80	1.00	Allatostatin (IPR010276)
**OG0007298**	15	0.88	0.00	0.87	1.00	None
**OG0007328**	15	0.71	0.00	0.67	1.00	Sulfakinin (IPR013259)
**OG0007463**	14	0.77	0.00	0.73	1.00	Peptidase S1A, nudel (IPR015420), serine proteases, trypsin domain (IPR001254), low-density lipoprotein (LDL) receptor class A repeat (IPR002172)
**OG0007689**	13	0.71	0.00	0.67	1.00	Marvel domain (IPR008253)
**Synapomorphies with membership ≥ 0.7 under the Tardigrada+Nematoda hypothesis**						
**OG0005423**	26	0.82	0.89	0.00	0.50	Amidinotransferase (PF02274)
**OG0006414**	20	0.82	0.78	0.00	1.00	Proteolipid membrane potential modulator (IPR000612)
**OG0007199**	16	0.91	1.00	0.00	0.50	Zona pellucida domain (IPR001507)
**OG0007812**	13	0.82	0.78	0.00	1.00	None
**OG0008368**	11	0.82	0.78	0.00	1.00	RUN domain (IPR004012)

* Protein families from OrthoFinder clustering at inflation value 1.5.

** Domain annotations are reported where proteins from more than one-third of the proteomes in the family had that annotation.

EGF, epidermal growth factor; GPCR, G-protein-coupled receptor; IPR, InterPro domain identifier; PF, PFam identifier.

At inflation value 1.5, we found 6 gene families present that had members in both tardigrades and all 14 arthropods under Panarthropoda, but no gene families were found in both tardigrades and all 9 nematodes under the Tardigrada+Nematoda hypothesis (S10 Table). Allowing for stochastic absence, we inferred 154 families to be synapomorphic for Tardigrada+Arthropoda under the Panarthropoda hypothesis, and 99 for Tardigrada+Nematoda under the Tardigrada+Nematoda hypothesis (Fig 5D). More of the Tardigrada+Arthropoda synapomorphies had higher species representation than did the Tardigrada+Nematoda synapomorphies. This pattern was also observed in analyses using different inflation values and in analyses including the transcriptome from the nematomorph *P*. *varius*.

We explored the biological implications of these putative synapomorphies by examining the functional annotations of each protein family that contained members from ≥70% of the ingroup species (Table 3). Under Tardigrada+Arthropoda, 20 families had ≥70% of the ingroup taxa represented, and 6 were universally present. These included important components of developmental and immune pathways, neuromodulators, and others. Two families were annotated as serine endopeptidases, 1 missing in some arthropods that included *D*. *melanogaster* Nudel and 1 found in all species. Another synapomorphic family, found in all species, included *spätzle* orthologues. Spätzle is a cysteine-knot, cytokine-like ligand involved in dorsoventral patterning and is the target of a serine protease activation cascade initiated by Nudel protease. The identification of more than 1 member of a single regulatory cascade as potential gene family births suggests that the pathway may have been established in a Tardigrada+Arthropoda most recent common ancestor. Other Tardigrada+Arthropoda-synapomorphic families were annotated with ommatidial apical extracellular matrix (eyes shut), adipokinetic hormone, neuromodulatory allatostatin-A, drosulfakinin, leucine-rich repeat, thioredoxin, major facilitator superfamily associated, and domain of unknown function DUF4728 domains. However, 9 of the 20 Panarthropoda synapomorphic families had no informative domain annotations. Under Tardigrada+Nematoda, only 5 putatively synapomorphic families had members from ≥70% of the ingroup species. Four of these had domain matches (proteolipid membrane potential modulator, zona pellucida, RUN, and amidinotransferase domains), and 1 contained no proteins with identifiable domains.

## Discussion

### A robust estimate of the *H*. *dujardini* genome

We have sequenced and assembled a high-quality genome for the tardigrade *H*. *dujardini*, utilizing new data, including single-molecule, long-read sequencing, and heterozygosity-aware assembly methods. Comparison of genomic metrics with previous assemblies for this species showed that our assembly is more complete and more contiguous than has been achieved previously and retains minimal uncollapsed heterozygous regions. The span of this new assembly is much closer to independent estimates of the size of the *H*. *dujardini* genome (75–100 Mb) using densitometry and staining. The *H*. *dujardini* genome is thus nearly twice the size of that of the related tardigrade *R*. *varieornatus*. We compared the 2 genomes to identify differences that would account for the larger genome in *H*. *dujardini*. While *H*. *dujardini* had approximately 6,000 more protein coding genes than *R*. *varieornatus*, these accounted for only approximately 23 Mb of the additional span and are not obviously simple duplicates of genes in *R*. *varieornatus*. Analyses of the gene contents of the 2 species showed that while *H*. *dujardini* had more species-specific genes, it also had greater numbers of loci in species-specific gene family expansions than *R*. *varieornatus* and had lost fewer genes whose origins could be traced to a deeper ancestor. *H*. *dujardini* genes had, on average, the same structure (approximately 6 exons per gene) as did *R*. *varieornatus*; however, introns in *H*. *dujardini* genes were on average twice the length of their orthologues in *R*. *varieornatus* (255 bases versus 158 bases). Finally, the *H*. *dujardini* genome was more repeat rich (28.5% compared to only 21% in *R*. *varieornatus*). These data argue against simple whole genome duplication in *H*. *dujardini*. The genome of *H*. *dujardini* is larger because of expansion of noncoding DNA, including repeats and introns, and acquisition and retention of more new genes and gene duplications than *R*. *varieornatus*. The disparity in retention of genes with orthologues outside the Tardigrada, where *R*. *varieornatus* has lost more genes than has *H*. *dujardini*, suggests that *R*. *varieornatus* may have undergone genome size reduction and that the ancestral tardigrade (or hypsibiid) genome is more likely to have been approximately 100 Mb than 54 Mb. We await additional tardigrade genomes with interest. While we identified linkage between genes in the 2 tardigrades, local synteny was relatively rare. In this, these genomes resemble those of the genus *Caenorhabditis*, in which extensive, rapid, within-chromosome rearrangement has served to break close synteny relationships while, in general, maintaining linkage [82]. The absence of chromosomal level assemblies for either tardigrade (and lack of any genetic map information) precludes definitive testing of this hypothesis.

### HGT in tardigrades: *H*. *dujardini* has a normal metazoan genome

Boothby et al. made the surprising assertion that 17.5% of *H*. *dujardini* genes originated through HGT from a wide range of bacterial, fungal, and protozoan donors [19]. Subsequently, several groups including our teams proved that this finding was the result of contamination of their tardigrade samples with cobionts and less-than-rigorous screening of HGT candidates [20,21,39,40]. We found that the use of uncurated gene-finding approaches yielded elevated HGT proportion estimates in many other nematode and arthropod genomes, even where contamination is unlikely to have been an issue. It is thus essential to follow up initial candidate sets of HGT loci with detailed validation. We screened our new *H*. *dujardini* assembly for evidence of HGT, identifying a maximum of 2.3% of the protein coding genes as potential candidates. After careful assessment using phylogenetic analysis and expression evidence, we identified a likely high-confidence set of only 0.7% of *H*. *dujardini* genes that originated through HGT. HGT was also low (1.6%) in the high-quality *R*. *varieornatus* genome. These proportions are congruent with similar analyses of *C*. *elegans* and *D*. *melanogaster*. Curation of the genome assemblies and gene models may decrease the proportion further. Tardigrades do not have elevated levels of HGT.

While tardigrades do not have elevated levels of HGT in their genomes, some HGT events are of importance in anhydrobiosis. All *H*. *dujardini* catalase loci were of bacterial origin, as described for *R*. *varieornatus* [22]. While trehalose phosphatase synthase was absent from *H*. *dujardini*, *R*. *varieornatus* has a TPS that likely was acquired by HGT (S5 Data). As *M*. *tardigradum* does not have a TPS homologue, while other ecdysozoan taxa do, this suggests that TPS may have been lost in the common ancestor of eutardigrada and regained in *R*. *varieornatus* by HGT after divergence from *H*. *dujardini*.

### Contrasting modes of anhydrobiosis in tardigrades

Genes with likely roles in protection against extreme stress previously identified in *R*. *varieornatus* were largely conserved in *H*. *dujardini*. Both CAHS and SAHS families had high copy numbers in both species, with independent expansions. However, we did not find a Dsup orthologue in *H*. *dujardini*. *H*. *dujardini* has similar gene losses to *R*. *varieornatus* in pathways that produce reactive oxygen species (ROS) and in cellular stress signaling pathways, which suggest that the gene losses occurred before the divergence of the 2 species. This loss of important signaling pathway genes may disconnect signals of stress induction from activating downstream response systems that must be suppressed if anhydrobiosis is to be achieved successfully—for example, cell cycle regulation, transcription and replication inhibition, and apoptosis. As cellular protection and repair pathways were highly conserved, damaged cell systems will still be protected and repaired. Indeed, some stress-related gene families had undergone gene family expansion in 1 or both tardigrades. SOD was duplicated in both species, as was a calcium-activated potassium channel, which has been implicated in cellular signaling during anhydrobiosis [23]. The elevated gene family expansion in *H*. *dujardini* compared to *R*. *varieornatus* may be related to retention and expansion of induced stress response systems.

The transcriptome response to anhydrobiosis differs between the 2 tardigrades. *H*. *dujardini* has an induced transcriptomic response where *R*. *varieornatus* does not. We found that *H*. *dujardini* had more genes differentially expressed on anhydrobiosis than *R*. *varieornatus*. As anticipated, more *R*. *varieornatus* loci were differentially expressed when desiccated at a slow pace. 

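Counting both directions, 809 transcripts changed after slow desiccation of *R*. *varieornatus* and 0 after fast desiccation in edgeR's quasi-likelihood test with the thresholds of the methods. This contrast depended on the method. With DESeq2, 327 transcripts were up-regulated after slow and 128 after fast desiccation. With all adult groups in 1 fit the order reversed, with 38 up-regulated after slow and 147 after fast desiccation. The difference in response was also tested directly. An interaction term fitted by edgeR over the 12 adult libraries had an adjusted p below 0.05 for 11 transcripts, and for 5 with the replicate number of the labels as a block. Mean correlations of deviations for libraries of the same number were 0.068 for slow and 0.129 for fast desiccation. Replicates of fast desiccation were farther apart, with Pearson's r across transcripts, on log2 TPM with 0.1 added, of 0.885 between active libraries 1 and 2 and 0.770 between active libraries 1 and 3. Leaving out active fast replicate 3 moved the interaction most, to 2266 transcripts, and gave 696 up-regulated transcripts after fast desiccation. Slow and fast libraries also differed in animals per library and in sequencing depth, and these cannot be separated from the pace of drying. Comparing its numbers of genes for the 2 treatments, the paper concludes that slow desiccation brings about the larger response.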

Genes induced by slow desiccation included CAHS and SAHS genes and antioxidant-related genes. 

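Of the up-regulated transcripts after slow desiccation, 9 were CAHS or SAHS. Like these 9, the superoxide dismutases (SOD) and glutathione S-transferases (GST) followed here were taken from S7 Data, in the sheet of genes up-regulated in the same libraries, so their calls follow from how they were chosen. Other members of these families were not tested here. SOD g456 rose from 89.4 ± 16.0 to 406 ± 26.7 TPM (SD, n = 3), a log2 fold change of 2.65 (SE 0.147, adjusted p = 0.00014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SOD g455 rose from 81.9 ± 17.3 to 325 ± 13.2 TPM (SD, n = 3), with a log2 fold change of 2.46 (SE 0.159, adjusted p = 0.000214 from edgeR's test). The 5 GST transcripts from that sheet had log2 fold changes from 1.71 for g11192 to 3.05 for g6233. The most abundant GST, g2973, rose from 128 ± 11.4 to 332 ± 16.2 TPM (SD, n = 3). Of the 4 catalase transcripts, which come from another supplement, only 2 passed the filter on low counts, and neither was up-regulated. The others could not be tested. The most abundant catalase, g6676, went from 9.96 ± 3.81 to 9.20 ± 1.92 TPM (SD, n = 3). SOD and GST paralogs could share reads that Kallisto splits between them. With the replicate block taken from the labels (mean r of 0.068 for the same number), the adjusted p of g456 was 0.00281 and that of g455 was 0.00292 from edgeR's test. The joint fit of all adult groups moved the CAHS and SAHS result most, from 9 up-regulated transcripts to 1.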

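In active adults of slow desiccation, 7 of the 9 up-regulated CAHS and SAHS transcripts had a mean above 100 TPM. The exceptions were CAHS g7798 with 90.2 ± 33.5 TPM (SD, n = 3) and SAHS g5852 with 8.80 ± 3.85 TPM. Among the 2 SOD and 5 GST transcripts taken from the paper's list of up-regulated genes, only GST g2973 exceeded 100 TPM in active adults, at 128 ± 11.4 TPM (SD, n = 3). The SOD transcripts g455 and g456 had 81.9 ± 17.3 and 89.4 ± 16.0 TPM (SD, n = 3). Of all 323 up-regulated transcripts, 71 had a mean above 100 TPM in active adults, and the median was 19.4 TPM. When the joint fit of all adult groups was used, 38 transcripts remained up-regulated, among them 1 of CAHS or SAHS. The paper proposes that induction on top of an already high level helps more animals recover.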

Although most of these genes were highly expressed (>100 TPM) in the active state, the induction of these genes may enable higher recovery. CAHS and SAHS loci were also overexpressed on anhydrobiosis in *H*. *dujardini*. We found a variety of calcium-related transporters and receptors were differentially expressed on anhydrobiosis. Kondo et al. suggested that cellular signaling using calmodulin and calcium may be required for anhydrobiosis [23], but it is still unclear how this is related to anhydrobiosis. Calcium and other metal ion concentrations could be increased during dehydration and thus could act as a desiccation signal. Trehalose is known for its role in protecting cellular systems from dehydration [35,36,83,84]. It has been hypothesized that it may not be required for tardigrade anhydrobiosis, as trehalose was not detected in *M*. *tardigradum* [31]. Trehalose synthesis via TPS has been lost in *H*. *dujardini*, although we found an HGT-origin TPS in *R*. *varieornatus*. Unexpectedly, 3 *R*. *varieornatus* trehalase loci were differentially expressed on slow desiccation, including 2 with over 200 TPM in the anhydrobiotic state. As trehalose degradation should not be required in the absence of trehalose, there may be an alternative pathway for trehalose synthesis.

### The position of tardigrades in the metazoa

Our phylogenomic analyses found Tardigrada, represented by *H*. *dujardini* and *R*. *varieornatus* genomes as well as transcriptomic data from *M*. *tardigradum* and *Echiniscus testudo*, to be sisters to Nematoda, not Arthropoda. This finding was robust to inclusion of additional phyla, such as Onychophora and Nematomorpha, and to filtering the alignment data to exclude poorly represented or rapidly evolving loci. This finding is both surprising and not new. Many previous molecular analyses have found Tardigrada to group with Nematoda, whether using single genes or ever larger gene sets derived from transcriptome and genome studies [1–3]. This phenomenon has been attributed to long branch attraction in suboptimal datasets, with elevated substitutional rates or biased compositions in Nematoda and Tardigrada mutually and robustly driving Bayesian and Maximum Likelihood algorithms to support the wrong tree. Strikingly, in our analyses including taxa for which transcriptome data are available, we found Onychophora to lie outside a ([Nematoda, Nematomorpha, and Tardigrada], Arthropoda) clade. This finding, while present in some other analyses (e.g., component phylogenies summarized in [2]), conflicts with accepted systematic and many molecular analyses. We note that Onychophora was only represented by transcriptome datasets and that there is accordingly an elevated proportion of missing data in the alignment for this phylum.

Developmental and anatomical data do not, in general, support a tree linking Tardigrada with Nematoda. Tardigrades are segmented, have appendages, and have a central and peripheral nervous system anatomy that can be homologized with those of Onychophora and Arthropoda [85, 86]. In contrast, nematodes are unsegmented, have no lateral appendages, and have a simple nervous system. The myoepithelial triradiate pharynx, found in Nematoda, Nematomorpha, and Tardigrada, is 1 possible morphological link, but Nielsen has argued persuasively that the structures of this organ in nematodes and tardigrades (and other taxa) are distinct and thus nonhomologous [5].

*H*. *dujardini* has a reduced complement of HOX loci, as does *R*. *varieornatus*. Some of the HOX loci missing in the Tardigrada are the same as those absent from Nematoda. Whether these absences are a synapomorphy for a Nematode-Tardigrade clade or simply a product of homoplasious evolution remains unclear. It may be that miniaturization of Nematoda and Tardigrada during adaptation to life in interstitial habitats facilitated the loss of specific HOX loci involved in postcephalic patterning and that both nematodes and tardigrades can be thought to have evolved by reductive evolution from a more fully featured ancestor. It may be intrinsically easier to lose some HOX loci than others. While tardigrades retain obvious segmentation, nematodes do not, with the possible exception of repetitive cell lineages along the anterior-posterior axis during development [87]. We note that until additional species were analyzed, the pattern observed in *C*. *elegans* was assumed to be the ground pattern for all Nematoda. More distantly related Tardigrada may have different HOX gene complements to these hypsibiids, and a pattern of staged loss similar to that in Nematoda [79–81] may be found.

Assessment of gene family births as rare genomic changes lent support to a Tardigrada+Arthropoda clade, but the support was not striking. There were more synapomorphic gene family births when a Tardigrada+Arthropoda (Panarthropoda) clade was assumed than when a Tardigrada+Nematoda clade was assumed. However, analyses under the assumption of Tardigrada+Nematoda identified synapomorphic gene family births at 50% of the level found when Panarthropoda was assumed. We note that recognition of gene families may be compromised by the same “long branch attraction” issues that plague phylogenetic analyses and also that any taxon in which gene loss is common (such as has been proposed for Nematoda as a result of its simplified body plan) may score poorly in gene family membership metrics. The short branch lengths that separate basal nodes in the analysis of the panarthropodan-nematode part of the phylogeny of Ecdysozoa may make robust resolution very difficult. We explored the biological implications of the synapomorphies that supported Panarthropoda by examining the functional annotations of each protein family (S10 Table) and were surprised that many of these deeply conserved loci have escaped experimental, genetic, or biochemical annotation. One family included *spätzle*, a cysteine-knot, cytokine-like family involved in dorsoventral patterning as well as immune response, and 2 others were serine endopeptidases, including *nudel*, which is part of the same pathway as *spätzle*. This pathway may be a Panarthropod innovation. Thus, our analyses of rare genomic changes lent some support to the Panarthropoda hypothesis, as did analysis of miRNA gene birth [2], but analysis of HOX loci may conflict with this.

The question of tardigrade relationships remains open [4]. While we found support for a clade of Tardigrada, Onychophora, Arthropoda, Nematoda, and Nematomorpha, the branching order within this group remains contentious, and in particular, the positions of Tardigrada and Onychophora are poorly supported and/or variable in our and others’ analyses. Full genome sequences of representatives of Onychophora, Heterotardigrada (the sister group to the Eutardigrada including Hypsibiidae), Nematomorpha, and enoplian, basally arising Nematoda are required. Resolution of the conflicts between morphological and molecular data will be informative, either of the ground state of a nematode-tardigrade ancestor or of the processes that drive homoplasy in rare genomic changes and robust discovery of nonbiological trees in sequence-based phylogenomic studies.

## Methods

### Tardigrade culture and sampling

The tardigrade *H*. *dujardini* Z151 was purchased from Sciento (Manchester, United Kingdom). *H*. *dujardini* Z151 and *R*. *varieornatus* strain YOKOZUNA-1 were cultured as previously described [24,42]. Briefly, tardigrades were fed *Chlorella vulgaris* (Chlorella Industry) on 2% Bacto Agar (Difco) plates prepared with Volvic water, incubated at 18°C for *H*. *dujardini* and 22°C for *R*. *varieornatus* under constant dark conditions. Culture plates were renewed approximately every 7–8 d. Anhydrobiotic adult samples were isolated on 30 μM filters (Millipore) and placed in a chamber maintained at 85% RH for 48 h for *H*. *dujardini*; 30% RH for 24 h and additional 24 h at 0% RH for slow-dried *R*. *varieornatus*; and 0% RH for 30 min on a 4 cm x 4 cm Kim-towel with 300 μL of distilled water and an additional 2 h without the towel for fast-dried *R*. *varieornatus*. Successful anhydrobiosis was assumed when >90% of the samples prepared in the same chamber recovered after rehydration.

### Sequencing

Genomic DNA for long read sequencing was extracted using MagAttract HMW DNA Kit (Qiagen) from approximately 900,000 *H*. *dujardini*. DNA was purified twice with AMPure XP beads (Beckman Coulter). A 20 kb PacBio library was prepared following the manual “20 kb Template Preparation Using BluePippin Size-Selection System (15 kb Size Cutoff)” (PacBio SampleNet—Shared Protocol) using SMARTBell Template Prep Kit 1.0 (Pacific Biosciences) and was sequenced using 8 SMRT Cells Pac V3 with DNA Sequencing Reagent 4.0 on a PacBio RSII System (Pacific Biosciences) at Takara Bio. Briefly, purified DNA was sheared, targeting 20 kb fragments, using a g-TUBE (Covaris). Following end-repair and ligation of SMRTbell adapters, the library was size selected using BluePippin (Sage Science) with a size cutoff of 10 kb. The size distribution of the library was assayed on TapeStation 2200 (Agilent) and quantified using the Quant-iT dsDNA BR Assay Kit (Invitrogen). MiSeq reads from a single *H*. *dujardini* individual (DRR055040) and HiSeq reads are from our previous reports [20,21].

For mRNA-Seq to be used in genome annotation, 30 individuals were collected from each of the following conditions in 3 replicates: active and dried adults (slow dried for *R*. *varieornatus*), eggs (1, 2, 3, 4, 5, 6, and 7 d after laying), and juveniles (1, 2, 3, 4, 5, 6, and 7 d after hatching). Because of sample preparations, *R*. *varieornatus* juveniles were sampled until juvenile first day. For gene expression analysis, we sampled approximately 2–3 individuals of fast-dried *R*. *varieornatus*. All mRNA-Seq analyses were conducted with 3 replicates. Specimens were thoroughly washed with Milli-Q water on a sterile nylon mesh (Millipore) and immediately lysed in TRIzol reagent (Life Technologies) using 3 cycles of immersion in liquid nitrogen followed by 37°C incubation. Total RNA was extracted using the Direct-zol RNA kit (Zymo Research) following the manufacturer’s instructions, and RNA quality was checked using the High Sensitivity RNA ScreenTape on a TapeStation (Agilent Technologies). For library preparation, mRNA was amplified using the SMARTer Ultra Low Input RNA Kit for Sequencing v.4 (Clontech), and Illumina libraries were prepared using the KAPA HyperPlus Kit (KAPA Biosystems). Purified libraries were quantified using a Qubit Fluorometer (Life Technologies), and the size distribution was checked using the TapeStation D1000 ScreenTape (Agilent Technologies). Libraries size selected above 200 bp by manually excision from agarose were purified with a NucleoSpin Gel and PCR Clean-up kit (Clontech). The samples were then sequenced on the Illumina NextSeq 500 in High Output Mode with a 75-cycle kit (Illumina) as single end reads, with 48 multiplexed samples per run. Adapter sequences were removed, and the sequences were demultiplexed using the bcl2fastq v.2 software (Illumina). For active and dried adults, RNA-Seq was also conducted starting from approximately 10,000 individuals, similarly washed, but RNA extraction was conducted with TRIzol reagent (Life Technologies) followed by RNeasy Plus Mini Kit (Qiagen) purification. Library preparation and sequencing were conducted at Beijing Genomics Institute.

For miRNA-Seq, 5,000 individuals were homogenized using Biomasher II (Funakoshi), and TRIzol (Invitrogen) was used for RNA extraction; the individuals were then purified by isopropanol precipitation. Size selection of fragments of 18–30 nt using electrophoresis, preparation of the sequencing library for Illumina HiSeq 2000, and subsequent (single end) sequencing were carried out by Beijing Genomics Institute.

All sequence data were validated for quality using FastQC [88].

### Genome assembly

The MiSeq reads from whole genome amplified DNA were merged with Usearch [89], and both merged and unmerged pairs were assembled with SPAdes [90] as single end. The SPAdes assembly was checked for contamination with BLAST+ BLASTN [68] against the nr [91] database, and no observable contamination was found with blobtools [46]. Illumina data from Boothby et al. [19] were mapped to the SPAdes assembly with Bowtie2 [92], and read pairs were retained if at least 1 of them mapped to the assembly. These reads were then assembled, scaffolded, and gap closed with Platanus [44]. The Platanus assembly was further scaffolded and gap closed using the PacBio data with PBJelly [93].

Falcon [43] assembly of PacBio data was performed on the DNAnexus platform. Using this Falcon assembly, Platanus assembly was extended using SSPACE-LongReads [47] and gap-filled with PBJelly [93] with default parameters. Single-individual MiSeq reads were mapped to the assembly with BWA, and all contigs with coverage < 1 or length < 1,000 bp or those corresponding to the mitochondrial genome were removed. At this stage, 1 CEGMA gene became unrecognized by CEGMA [48], probably because of multiple PBJelly runs, and therefore, the contig harboring that missing CEGMA gene was corrected by Pilon [94] using the single individual MiSeq reads. We also validated genomic completeness with BUSCO using the eukaryote lineage gene set.

### Gene finding

mRNA-Seq data (Development, Active-tun 10k animals) were mapped to the genome assembly with TopHat [92,95] without any options. Using the mapped data from TopHat, BRAKER [54] was used with default settings to construct a GeneMark-ES [96] model and an Augustus [64] gene model, which are used for ab initio prediction of genes. The getAnnotFasta.pl script from Augustus was used to extract coding sequences from the GFF3 file. Similarly, to construct a modified version of the *R*. *varieornatus* genomes annotation, we used the development and anhydrobiosis (S1 Table) RNA-Seq data for BRAKER annotation. We found that a few genes were misannotated (MAHS in both species, a CAHS orthologue in *R*. *varieornatus*), due to fusion with a neighboring gene, and these were manually curated. tRNA and rRNA genes were predicted with tRNAscan-SE [51] and RNAmmer [50], respectively. BUSCO was used again to validate the completeness of the predicted gene set for both tardigrades.

The mRNA-Seq data used to predict the gene models were mapped with BWA MEM [97] against the predicted coding sequences, the genome, and a Trinity [56] assembled transcriptome. We also mapped the mRNA-Seq data used for gene expression analysis (single individual *H*. *dujardini* and fast/slow dry of *R*. *varieornatus*) of the active state and tun state. After SAM to BAM conversion and sorting with SAMtools view and sort [98], we used QualiMap [99] and bedtools [100] for mapping quality check.

To annotate the predicted gene models, we performed similarity searches using BLAST BLASTP [67] against Swiss-Prot, TrEMBL [60], and HMMER hmmsearch [101] against Pfam-A [102] and Dfam [59], KAAS analysis for KEGG orthologue mapping [70], and InterProScan [103] for domain annotation. We used RepeatScout [104] and RepeatMasker [105] for de novo repeat identification. To compare *H*. *dujardini* gene models to those of *R*. *varieornatus*, we also ran BLAST BLASTP searches against the updated *R*. *varieornatus* proteome and TBLASTN search against the *R*. *varieornatus* genome and extracted bidirectional best hits with in-house Perl scripts.

For miRNA prediction, we used miRDeep [52] to predict mature miRNA within the genome, using the mature miRNA sequences in miRBase [53]. The predicted mature miRNA sequences were then searched against miRBase with ssearch36 [106] for annotation by retaining hits with identity >70% and a complete match of bases 1–7, 2–8, or 3–9.

### HGT analyses

HGT genes were identified using the HGT index approach [65]. Swiss-Prot and TrEMBL were downloaded [60], and sequences with “Complete Proteome” in the Keyword were extracted. Following the method of Boschetti et al., an Arthropoda-less and Nematoda-less database was constructed. These databases were searched with DIAMOND [66] using as query all CDS sequences, using the longest transcript for each gene (DIAMOND BLASTX). Hits with an E-value below 1e-5 were kept. The HGT index (Hu) was calculated as Bo − Bm, the bit score difference between the best nonmetazoan hit (Bo) and the best metazoan hit (Bm), and genes with Hu ≥ 30 were identified as HGT candidates.

To assess if ab initio annotation of genomes biases the calculation of the HGT index, we calculated HGT indices for genomes in ENSEMBL-Metazoa [57] that had corresponding Augustus [64] gene models and ran ab initio gene prediction. We analyzed *Aedes aegypti*, *Apis mellifera*, *Bombus impatiens*, *Caenorhabditis brenneri*, *Caenorhabditis briggsae*, *C*. *elegans*, *Caenorhabditis japonica*, *Caenorhabditis remanei*, *Culex quinquefasciatus*, *Drosophila ananassae*, *Drosophila erecta*, *Drosophila grimshawi*, *D*. *melanogaster*, *Drosophila mojavensis*, *Drosophila persimilis*, *Drosophila pseudoobscura*, *Drosophila sechellia*, *Drosophila simulans*, *Drosophila virilis*, *Drosophila willistoni*, *Drosophila yakuba*, *Heliconius melpomene*, *Nasonia vitripennis*, *Rhodnius prolixus*, *Tribolium castaneum*, and *Trichinella spiralis*. Gene predictions for each organism were conducted using autoAugPred.pl from the Augustus package with the corresponding model (S8 Table). The longest isoform sequences for all genes were extracted for both ENSEMBL and ab initio annotations, and the HGT index was calculated for each gene in all organisms. To assess if using DIAMOND BLASTX biases HGT index calculation, we ran BLAST BLASTX [67] searches with *H*. *dujardini* and calculated the HGT index using the same pipeline.

The blast-score-based HGT index provided a first-pass estimate of whether a gene had been horizontally transferred from a nonmetazoan species. Phylogenetic trees were constructed for each of the 463 candidates (based on the HGT index) along with their best blast hits as described above (S5 Data). Protein sequences for the blast hits were aligned with the HGT candidate using MAFFT [107]. RAxML [69] was used to build 450 individual trees, as 13 of the protein sets had less than 4 sequences and trees could not be built for them. HGT candidates were categorized as prokaryotes, viruses, metazoan, and nonmetazoan (i.e., eukaryotes that were nonmetazoan, such as fungi) based on the monophyletic clades that they were placed in. Any that could not be classified monophyletically were classified as “complex”: these were split into complex non-HGT (where the complexity was within a metazoan radiation) or complex HGT (where HGT was affirmed but affinities remained unclear) (S4 Data). OrthoFinder [62] with default BLAST+ BLASTP search settings and an inflation parameter of 1.5 was used to identify orthogroups containing *H*. *dujardini* and *R*. *varieornatus* protein-coding genes. These orthogroups were used to identify the *R*. *varieornatus* HGT homologues of *H*. *dujardini* HGT candidates. HGT candidates were classified as having high gene expression levels if they had an average gene expression greater than the overall average gene expression level of 1 TPM.

### Anhydrobiosis analyses

To identify genes responsive to anhydrobiosis, we explored transcriptome (Illumina mRNA-Seq) data for both *H*. *dujardini* and *R*. *varieornatus*. Individual mRNA-Seq data for *H*. *dujardini* [42] before and during anhydrobiosis were contrasted with new sequence data for *R*. *varieornatus* similarly treated. We mapped the mRNA-Seq reads to the coding sequences of the relevant species with BWA MEM [97], and after summarizing the read count of each gene, we used DESeq2 [108] for differential expression calculation, using false discovery rate (FDR) correction. Genes with a FDR below 0.05, an average expression level (in transcripts per kilobase of model per million mapped fragments; TPM) of over 1, and a fold change over 2 were defined as differentially expressed genes. Gene expression (TPM) was calculated with Kallisto [109] and was parsed with custom Perl scripts. To assess if there were any differences in fold change distributions, we used R to calculate the fold change for each gene (anhydrobiotic / [active + 0.1]) and conducted a U test using the wilcox.text() function. We mapped the differentially expressed genes to KEGG pathway maps [110] to identify pathways that were likely to be differentially active during anhydrobiosis.

### Protein family analyses and comparative genomics

For comparison with *R*. *varieornatus*, we first aligned the genomes of *H*. *dujardini* and *R*. *varieornatus* with Murasaki and visualized with gmv [61]. The lower tf-idf anchor filter was set to 500. A syntenic block was observed between scaffold0001 of *H*. *dujardini* and scaffold002 of *R*. *varieornatus*. We extracted the corresponding regions (*H*. *dujardini*: scaffold0001 363,334–2,100,664, *R*. *varieornatus*: scaffold002 2,186,607–3,858,816), and conducted alignment with Mauve [111]. We determined the number of bidirectional best hit (BBH) orthologues on the same scaffold in both *H*. *dujardini* and *R*. *varieornatus*. We extracted gene pairs that had an identity of more than 90% by ClustalW2 [103] and calculated the identity of the first and last exon between pairs. Tardigrade-specific, protection-related genes (CAHS, SAHS, MAHS, RvLEAM, and Dsup) were identified by BLASTP, subjected to phylogenetic analysis using Clustalw2 [103] and FastTree [112], and visualized with FigTree [113].

HOX loci were identified using BLAST, and their positions on scaffolds and contigs assessed. To identify HOX loci in other genomes, genome assembly files were downloaded from ENSEMBL Genomes [57] or Wormbase ParaSite [114,115] and formatted for local search with BLAST+ [68]. Homeodomain alignments were generated using Clustal Omega [116], and phylogenies estimated with RAxML [69] to classify individual homeodomains.

Protein predictions from genomes of Annelida (1 species), Nematoda (9), Arthropoda (15), Mollusca (1), and Priapulida (1) were retrieved from public databases (S7 Table). Proteomes were screened for isoforms (S12 Data), and the longest isoforms were clustered with the proteins of *H*. *dujardini* and *R*. *varieornatus* using OrthoFinder 1.1.2 [62] at different inflation values (S10 Data). Proteins from all proteomes were functionally annotated using InterProScan [103]. OrthoFinder output was analyzed using KinFin [63] under 2 competing phylogenetic hypotheses: either (1) “Panarthropoda,” where Tardigrada and Arthropoda share a more recent common ancestor distinct from Nematoda, or (2) Tardigrada and Nematoda sharing a more recent common ancestor distinct from Arthropoda. (see S11 Data for input files used in KinFin analysis). Enrichment and depletion in clusters containing proteins from Tardigrada and other taxa was tested using a 2-sided Mann-Whitney-U test of the count (if at least 2 taxa had non-zero counts), and results were deemed significant at a *p*-value threshold of *p* = 0.01.

A graph representation of the OrthoFinder clustering (at inflation value = 1.5) was generated using the generate_network.py script distributed with KinFin. The nodes in the graph were positioned using the ForceAtlas2 layout algorithm implemented in Gephi.

Single-copy orthologues between *H*. *dujardini* and *R*. *varieornatus* were identified using the orthologous groups defined by OrthoFinder. Using the Ensembl Perl API, gene structure information (gene lengths, exon counts, and intron spans per gene) were extracted for these gene pairs. To avoid erroneous gene predictions biasing observed trends, *H*. *dujardini* genes that were 20% longer or 20% shorter were considered outliers.

### Phylogenomics

The whole-genome OrthoFinder clustering at inflation value 1.5 was mined for potential single-copy orthologues for phylogenetic analysis. Transcriptome data were retrieved for additional tardigrades (2 species), a priapulid (1), kinorhynchs (2), and onychophorans (3) (S11 Table). Assembled transcripts for *E*. *testudo*, *M*. *tardigradum*, *Pycnophyes kielensis*, and *Halicryptus spinulosus* were downloaded from the NCBI Transcriptome Shotgun Assembly (TSA) Database. EST sequences of *Euperipatoides kanangrensis*, *Peripatopsis sedgwicki*, and *Echinoderes horni* were download from NCBI Trace Archive and assembled using CAP3 [117]. Raw mRNA-Seq reads for *Peripatopsis capensis* were downloaded from NCBI SRA, trimmed using skewer [118], and assembled with Trinity [56]. Protein sequences were predicted from all transcriptome data using TransDecoder [119], retaining a single open reading frame per transcript. Predicted proteins from these transcriptomes were used along with the genome-derived proteomes in a second OrthoFinder clustering analysis.

We identified putatively orthologous genes in the OrthoFinder clusters for the genome and the genome-plus-transcriptome datasets. For both datasets, the same pipeline was followed. Clusters with 1-to-1 orthology were retained. For clusters with median per-species membership equal to 1 and mean less than 2.5, a phylogenetic tree was inferred with RAxML (using the LG+G model). Each tree was visually inspected to identify the largest possible monophyletic clan, and in-paralogues and spuriously included sequences were removed. Individual alignments of each locus were filtered using trimal [120] and then concatenated into a supermatrix using fastconcat [121]. The supermatrices were analyzed with RAxML [69] with 100 ML bootstraps and PhyloBayes [122] (see S11 Table for specific commands). Trees were summarized in FigTree.

### Databasing

A dedicated Ensembl genome browser (version 85) [57] using the EasyImport pipeline [123] was constructed on http://www.tardigrades.org, and the *H*. *dujardini* genome and annotations described in this paper and the new gene predictions for *R*. *varieornatus* were imported.

### Software usage and data manipulation

We used open source software tools where available, as detailed in S11 Table. Custom scripts developed for the project are uploaded to https://github.com/abs-yy/Hypsibius_dujardini_manuscript. We used G-language Genome Analysis Environment [124, 125] for sequence manipulation.

## Supporting information

S1 Fig DNA sequencing coverage of the *H*. *dujardini* genome. (DOCX) Click here for additional data file.

S2 Fig tRNA genes in *Hypsibius dujardini* and *Ramazzottius varieornatus*. (DOCX) Click here for additional data file.

S3 Fig Comparisons of genic features between *Hypsibius dujardini* and *Ramazzottius varieornatus*. (DOCX) Click here for additional data file.

S4 Fig Clustered HGT loci in *H*. *dujardini* and *R*. *varieornatus*. (DOCX) Click here for additional data file.

S5 Fig Phylogeny of protection-related proteins. (DOCX) Click here for additional data file.

S6 Fig Biochemical pathways acquired or supplemented by HGT in *H*. *dujardini* and *R*. *varieornatus*. (DOCX) Click here for additional data file.

S1 Table Data used in this study. (DOCX) Click here for additional data file.

S2 Table Mapping statistics of DNA sequencing data. (DOCX) Click here for additional data file.

S3 Table Repeat content of the genomes of *Hypsibius dujardini* and *Ramazzottius varieornatus*. (DOCX) Click here for additional data file.

S4 Table Low-complexity and possible telomeric repeats in the *H*. *dujardini* genome. (DOCX) Click here for additional data file.

S5 Table Mapping proportions of RNA-Seq data. (DOCX) Click here for additional data file.

S6 Table Mapping proportion of the *Hypsibius dujardini* Trinity assembled transcriptome. (DOCX) Click here for additional data file.

S7 Table Data used for clustering and phylogenomics. (DOCX) Click here for additional data file.

S8 Table HGT content calculation of Ecdysozoa. (DOCX) Click here for additional data file.

S9 Table Tardigrade-specific, protection-related proteins. (DOCX) Click here for additional data file.

S10 Table Synapomorphies identified under different systematic hypotheses. (DOCX) Click here for additional data file.

S11 Table Software used in this study. (DOCX) Click here for additional data file.

S1 Data *Hypsibius dujardini* miRNA data. (1) Provisional id: identifier for miRNA sequence, based on scaffold of origin. (2) miRDeep2 score: score for miRNA as given by miRGeep2. (3) Total read count: total number of reads mapping to this miRNA model. (4) Mature read count: number of reads mapping to majority strand of predicted hairpin model. (5) Loop read count: number of reads mapping to predicted loop region of model. (6) Star read count: number of reads mapping to minority strand of predicted hairpin model. (7) Significant randfold *p*-value. (8) Example miRBase miRNA with the same seed: an example from miRBase of this miRNA family. (9) Consensus mature sequence. (10) Consensus star sequence. (11) Consensus precursor sequence. (12) Precursor coordinate: coordinates of the predicted miRNA on the scaffold.
(XLSX) Click here for additional data file.

S2 Data Orthology analyses: Analysis of overrepresentation of protein families in tardigrades. *Supplementary comments on protein families with four-fold overrepresentation in tardigrades*. Family OG0000104 had 284 members, 276 of which derived from tardigrades, and was annotated as having a receptor ligand binding domain, but was not otherwise distinguished. OG004022 had 5 members in *H*. *dujardini *and 9 members in *R*. *variornatus*, but a mode of 1 (and maximum of 4 in *Octopus bimaculatus*) in other species. It is a member of a deeply conserved, otherwise uncharacterized, transmembrane protein family of unknown function. OG0001636 gathers a deeply conserved ATP-binding cassette family, and *while the 27 other species had a mode of 1 (and a maximum of 2)*, *R*. *varieornatus had 4 and H*. *dujardini* had 9 copies. OG0002927 encodes protein kinases, present in 23 of the 29 species, with 6 in *H*. *dujardini*, 5 in *R*. *varieornatus* and a mode of 1 elsewhere. OG0004228 is annotated as a relish-like transcription factor, and has 1 copy in the non-tardigrade species (except for two insects with 2) and 5 copies in each tardigrade. OG0001359, with 1 copy in most species, 8 in *H*. *dujardini*, 8 in *R*. *varieornatus*, and 4 in *Solenopsis invictus*, is likely to be a SAM-dependent methyltransferase (type 11), possibly involved in coenzyme biosynthesis. OG001949 had 1 copy in most species but 6 in *H*. *dujardini* and 4 in *R*. *varieornatus*, and is annotated as a RAB GTP hydrolase. OG0003870 was unannotated (containing only matches to domain of unknown function DUF1151), and elevated in *R*. *varieornatus* (9 copies) compared to other species (mode of 1; *H*. *dujardini* had 2). The three clusters with depletion in the tardigrades were OG0000604, encoding an exoribonuclease (1 copy in each tardigrade, but an average of three copies in the other 27 species), OG0000950, a 3'5'-cyclic nucleotide phosphodiesterase (1 in tardigrades versus 2.3 elsewhere) and OG00001138, an EF-hand protein (1 in tardigrades versus 2 elsewhere). In the Excel-format file the columns are as follows: (1) #cluster_id: protein family identifier; (2) cluster_status: “present” indicates present in either or both tardigrades; (3) cluster_type: “shared” indicates present in both tardigrades; (4) cluster_protein_count: the number of proteins in the cluster; (5) cluster_proteome_count: the number of proteomes contributing a member to the cluster; (6) Tardigrade_protein_count: the number of members that come from the tardigrade species; (7) Tardigrade_mean_count: the mean number of members per tartdigrade; (8) non_Tardigrade_mean_count: the mean number of members across the other species; (9) representation: the direction of the difference found; “enriched” = enriched in tardigrades; “depleted” = depleted in tardigrades; (10) log2_mean(Tardigrade/others): the ratio of mean per-species membership in tardigrades to others; (11) mwu_pvalue(Tardigrade vs. others): Mann-Whitney U-test for difference in representation in the tardigrades; (12) Tardigrade_proteome_coverage: the proportion of tardigrade proteomes that contributed to the cluster; (13) Tardigrade_proteomes_present_count: the number of tardigrade proteomes in the clustering analyses; (14) Tardigrade_proteomes_present: which tardigrade proteomes contributed members to the cluster; (15) GO: GO terms associated with the cluster (based on InterPro matches; given as GO identifier:number of members with that term); (16) IPR: InterPro domains associated with the cluster (given as IPR identifier:number of members with that domain); (17) Pfam: Pfam domains associated with the cluster (given as Pfam identifier:number of members with that domain); (18) SignalP_EUK: Presence of eukaryotic signal peptides in members of the cluster (given as number of members with each pattern of signal peptide (SP) and transmembrane (TM) domains).
(XLSX) Click here for additional data file.

S3 Data List of tardigrade specific cluster domains. (XLSX) Click here for additional data file.

S4 Data 463 putative HGTs in *Hypsibius dujardini*. This excel file lists the properties of the 463 loci identified as potential HGTs in *H*. *dujardini *using the HGT index approach. The columns in the table are as follows: (1) protein: name of the *H*. *dujardini* HGT candidate; (2) best_metazoan_hit: identifier for the best hit in Metazoa (as identifier|database|classification); (3) metazoan_hitscore: bit score for the best metazoan hit; (4) best_nonmetazoan_hit: identifier for the best hit in non-metazoan organisms (as identifier|database|classification); (5) nonmetazoan_hitscore: bit score for the best non-metazoan hit; (6) hits_to_metazoan_nonmetazoan: summary of whether the protein has hits to one or both of Metazoa and non-Metazoa; (7) score_difference: difference in BLAST bitscore between metazoan and non-metazoan hits, the HGT index; (8) HGT_index_gt30: is the difference between best Metazoan and best non-metazoan hit scores greater than 30—the HGT index score; (9) has_metazoan_neighbour_on_same_scaffold: Does the locus have neighbours on the same scaffold with uncomplicated metazoan similarities? (10) intron_count: number of introns predicted in the gene; (11) expr_level_in_any_lib_gt_1tpm: Does the gene have evidence of expression from RNA-Seq data? hiexp = greater than 1 TPM, lowexp = less than 1 TPM; (12) tree_classification: the taxonomic classification of the locus based on RAXML phylogenetic analyses; (13) OrthogroupName: the OrthoFinder orthogroup the locus is a member of; (14) High_likelihood_HGTs: classification of likelihood of being a true HGT, with evidence supporting HighLikelihood calls; (15) Ramazzottius_HGT_homologues: orthologues and homiologues in *R*. *varieornatus *(names are *R*. *varieornatus* gene names); (16) Short_InterproScan_Names: summary of InterProScan-derived domain annotations for the locus. Where more than one domain is found, the different domains are separated by “|” characters.
(XLSX) Click here for additional data file.

S5 Data Phylogenetic analyses of potential horizontal gene transfer candidates. These data are the phylogenies from which putative HGTs were classified by taxon-of-origin. This compressed file (tar-gzipped) contains a directory, that holds five subdirectories, “complex”, “metazoan”, “non-metazoan”, “prokaryotes”, “viruses”. In each subdirectory is the set of text files containing NEWICK format trees for putative HGT loci generated by RAXML search, as described in the Methods. Each tree has a name of the form “RAxML_bestTree.bHd00409.1.faa.aln.ml.newick”: RAXML best tree for gene bHd00409.1, amino acid fasta alignment, generated with maximum likelihood, NEWICK format.
(GZ) Click here for additional data file.

S6 Data Physical clustering of horizontal gene transfer candidates in the genome. This table summarises the gene neighbourhood analysis of *H*. *dujardini *HGT<br class = "kix-line-break">candidates. Highlighted rows indicate putative HGT gene sets that are very close on the *H*. *dujardini* genome. For this analysis, the scaffolds were concatenated into one linear sequence, and thus one step in the assessment was determining the scaffold origin of loci (columns 13, 14). The columns are as follows: (1) Gene: putative HGT candidate gene name; (2) Count: index count; (3) Scaffold: scaffold from which the gene is predicted; (4) Number: number of gene on scaffold; (5) PrevNum: number of the closest HGT candidate to the left of the gene (set to -1000000 if the gene is the first on the scaffold); (6) PrevGene: putative downstream HGT candidate gene name; (7) Number: number of gene on scaffold; (8) NextNum: number of the closest HGT candidate to the right of the gene (set to 1000000 if the gene is the last on the scaffold); (9) NextGene: putative upstream HGT candidate gene name; (10) DifPrev: number of genes between focal gene and next HGT candidate to left; (11) DifNext: number of genes between focal gene and next HGT candidate to right; (12) DiffClose: number of genes between focal gene and next closest HGT candidate (minimum of columns 10 and 11); (13) ScaffClose: the scaffold on which the closest next HGT gene resides; (14) SameScaf: whether this scaffold is the same as the scaffold on which the focal gene resides; (15) DiffClose: number of genes between focal gene and next closest HGT candidate on the same scaffold (minimum of columns 10 and 11); (16) Phylo: phylogenetic classification of the taxon-of-origin of the focal locus; (17) TrEMBL: best BLAST match of the focal locus in TrEMBL; (18) Swiss-Prot: best BLAST match of the focal locus in SwissProt.
(XLSX) Click here for additional data file.

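The workbook has 1 sheet for *H*. *dujardini* and a sheet for each of the 2 desiccations of *R*. *varieornatus*, and each row is an up-regulated gene with its TPM in 3 active and 3 tun samples. The TPM values of each sheet were compared with the libraries analysed here. Those of the sheet named FAST, which has 307 rows, matched the slow desiccation libraries within 1% in 99.7% of values, with a median absolute log2 ratio of 0.000575. Those of the sheet named SLOW, which has 64 rows, matched the fast desiccation libraries within 1% in 100% of values. The *H*. *dujardini* sheet has 1424 rows, and its median absolute log2 ratio was 1.46 against pools of 30 individuals and 1.89 against pools of 10000, so its samples are not in the files analysed here. Of the 307 genes in the FAST sheet, 298 were up-regulated in the slow desiccation libraries by edgeR's quasi-likelihood test here. Of the 64 genes in the SLOW sheet, 0 were up-regulated in the fast desiccation libraries by that test and 63 by DESeq2.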

S7 Data Genes differentially expressed in anhydrobiosis. This table describes the analysis of differential gene expression under anhydrobiosis of *H*. *dujardini*, based on mRNA-Seq of active and anhydrobiotic, “tun” animals. TPM: transcripts per million mapped. 

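The TPM columns come from Kallisto, which splits reads that fit several transcripts, whereas the fragment columns count reads that BWA placed on the coding sequences, so the 2 sets of columns need not give the same ranking. The p-value and FDR columns rest on the BWA counts, and the fold change column on TPM. The largest FDR was 0.00767 in the sheet of 307 genes, 0.00938 in the sheet of 64 genes and 0.00992 in the *H*. *dujardini* sheet. Labels in the last columns mark 5 CAHS and 4 SAHS genes in the sheet of 307 genes, 0 of either in the sheet of 64 genes, and 8 CAHS and 2 SAHS genes in the *H*. *dujardini* sheet.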

The columns are as follows: (1) Gene: gene name; (2) Active-1: TPM in sample of active animals 1, assessed by Kallisto; (3) Active-2: TPM in sample of active animals 2, assessed by Kallisto; (4) Active-3: TPM in sample of active animals 3, assessed by Kallisto; (5) Tun-1: TPM in sample of tun animals 1, assessed by Kallisto; (6) Tun-2: TPM in sample of tun animals 2, assessed by Kallisto; (7) Tun-3: TPM in sample of tun animals 3, assessed by Kallisto; (8) FoldChange: fold change in tun animals (mean of tun TPM/mean of active TPM); (9) Active-1: fragments mapped in sample of active animals 1 using BWA; (10) Active-2: fragments mapped in sample of active animals 2 using BWA; (11) Active-3: fragments mapped in sample of active animals 3 using BWA; (12) Tun-1: fragments mapped in sample of tun animals 1 using BWA; (13) Tun-2: fragments mapped in sample of tun animals 2 using BWA; (14) Tun-3: fragments mapped in sample of tun animals 3 using BWA; (15) p-value: p-value of differential expression between tun and active animals estimated using DESeq; (16) FDR: false discovery rate estimate; (17) Database Search: BLAST matches for locus based on BLAST search of SwissProt/TrEMBL. Blank entries indicate no matches with E-values less than 1e-5.
(XLSX) Click here for additional data file.

S8 Data Dayhoff recoded phylogenetic analyses in NEWICK format. (TXT) Click here for additional data file.

S9 Data Functional annotation of genes differentially expressed in anhydrobiosis. Functional annotations of the *H*. *dujardini* genes found to be differentially expressed under anhydrobiosis, based on InterPro domain matches. The columns in the table are: (1) #cluster_id: cluster identifier summary; (2) cluster_id: cluster identifier (with one line for each domain matched); (3) domain_source: database source of domain model (IPR = InterProScan); (4) domain_id: database identifier for domain model; (5) domain_description: summary description for domain model; (6) protein_count: total number of proteins in the cluster; (7) protein_count_with_domain: number of proteins in the cluster annotated with this domain; (8) HDUJA-DEG: number of *H*. *dujardini* members of the cluster that are differentially expressed under anhydrobiosis; (9) HDUJA-DEG-DOMAINS: number of *H*. *dujardini* members of the cluster that are differentially expressed under anhydrobiosis that have this domain, and how many copies of the domain each has (e.g. 4x1 means four members have 1 copy each); (10) HDUJA-HGT: number of *H*. *dujardini* members of the cluster that are potential HGT candidates; (11) RVARI-DEG: number of *R*. *varieornatus* members of the cluster that are differentially expressed under anhydrobiosis; (12) RVARI-DEG-DOMAINS: number of *R*. *varieornatus *members of the cluster that are differentially expressed under anhydrobiosis that have this domain, and how many copies of the domain each has (e.g. 4x1 means four members have 1 copy each); (13) proteomes_with_domain_fraction: proportion of all proteomes represented in the cluster where a member has the domain; (14) proteomes_with_domain: proteomes with members in the cluster where that member has the domain.
(XLSX) Click here for additional data file.

S10 Data Orthology analyses—Orthofinder clustering outputs. This file, a tarred and gzipped archive, contains the outputs from OrthoFinder analyses conducted under different inflation values.
(GZ) Click here for additional data file.

S11 Data Orthology analyses—KinFin input and output files. This tarred and gzipped archive contains the input files for KinFin and the output from the<br class = "kix-line-break">analyses. The six input files include two alternative tree hypotheses, a file giving the functional<br class = "kix-line-break">annotation of the proteins, a species classification file and files giving the links between species and sequences. The output files are given for each inflation value applied in OrthoFinder, and include analyses under both hypotheses of tardigrade relationships.
(GZ) Click here for additional data file.

S12 Data Input proteome FASTA files for orthology analyses. A tarred and gzipped archive of the protein fasta format files used in orthology analyses, including data from 29 species. In these files only the longest isoform has been retained from groups of sequences derived from the same locus.
(GZ) Click here for additional data file.

## Abbreviations

AMPK: 5' adenosine monophosphate-activated protein kinase
API: application-programming interface
ATM: ataxia-telangiectasia mutated
ATR: ataxia telangiectasia and Rad3-related protein
BER: base excision repair
BLAST: Basic Local Alignment Search Tool
BSC1: bypass of stop codon protein 1
BUSCO: Benchmarking Universal Single-Copy Orthologs
CAHS: cytosolic abundant heat soluble
CaM: calmodulin
CASP: caspase
CATE: catalase
CBF: C-repeat-binding factor
CDS: coding sequence
CEGMA: Core Eukaryotic Genes Mapping Approach
CHK: checkpoint kinase
CNG: cyclic nucleotide-gated channel
Dsup: damage suppressor
EGF: epidermal growth factor
GPCR: G-protein-coupled receptor
GST: glutathione S-transferase
GTP: guanosine-5'-triphosphate
GTR+G: General Time Reversible model with Gamma distribution of rates model
GTR-CAT+G: GTR plus rate categories model
HGT: horizontal gene transfer
HR: homologous recombination
HSP: heat shock protein
INSDC: International Nucleotide Sequence Database Collaboration
IPR: InterPro domain identifier
KAAS: KEGG Automatic Annotation Server
KEGG: Kyoto Encyclopedia of Genes and Genomes
LDL: low-density lipoprotein
MAHS: mitochondrial abundant heat soluble protein
MCL: Markov Cluster Algorithm
miRNA-Seq: microRNA sequencing
MMR: mismatch repair
mTOR: mechanistic target of rapamycin
NER: nucleotide excision repair
NHEJ: nonhomologous end joining
PacBio: Pacific Biosciences
PARP: poly(ADP-ribose) polymerase
PF: PFam identifier
PHD: plant homeodomain
RAxML: Randomized Axelerated Maximum Likelihood
RH: relative humidity
RNAi: RNA interference
RNA-Seq: RNA sequencing
ROS: reactive oxygen species
RyLEAM: late embryogenesis abundant protein mitochondrial
SAHS: secretory abundant heat soluble
SIRT1: sirtuin 1
SOD: superoxide dismutase
SRA: Sequence Read Archive
TPM: transcript(s) per million
TPS: trehalose-6-phosphatase synthase
TSC1/2: tuberous sclerosis 1/2
UDP: uridine diphosphate
UGT: UDP-glucuronosyltransferase
VHL: von Hippel-Lindau tumor suppressor

## References

[1] DunnCW, HejnolA, MatusDQ, PangK, BrowneWE, SmithSA, et al Broad phylogenomic sampling improves resolution of the animal tree of life. Nature. 2008;452(7188):745–9. doi: 10.1038/nature06614 .1832246410.1038/nature06614

[2] CampbellLI, Rota-StabelliO, EdgecombeGD, MarchioroT, LonghornSJ, TelfordMJ, et al MicroRNAs and phylogenomics resolve the relationships of Tardigrada and suggest that velvet worms are the sister group of Arthropoda. Proc Natl Acad Sci U S A. 2011;108(38):15920–4. doi: 10.1073/pnas.1105499108 ;2189676310.1073/pnas.1105499108PMC3179045

[3] BornerJ, RehmP, SchillRO, EbersbergerI, BurmesterT. A transcriptome approach to ecdysozoan phylogeny. Mol Phylogenet Evol. 2014;80:79–87. doi: 10.1016/j.ympev.2014.08.001 .2512409610.1016/j.ympev.2014.08.001

[4] EdgecombeGD. Arthropod phylogeny: an overview from the perspectives of morphology, molecular data and the fossil record. Arthropod Struct Dev. 2010;39(2–3):74–87. doi: 10.1016/j.asd.2009.10.002 .1985429710.1016/j.asd.2009.10.002

[5] NielsenC. The triradiate sucking pharynx in animal phylogeny. Invertebrate Biology. 2013;132(1):1–13. doi: 10.1111/ivb.12010

[6] Degma P, Bertolani R, Guidetti R. Actual checklist of Tardigrada species 2016 [cited 2017 FEB 16]. 2016/12/15:[1–47]. http://www.tardigrada.modena.unimo.it./miscellanea/Actual checklist of Tardigrada.pdf.

[7] CleggJS. Cryptobiosis—a peculiar state of biological organization. Comp Biochem Physiol B Biochem Mol Biol. 2001;128(4):613–24. .1129044310.1016/s1096-4959(01)00300-1

[8] HorikawaDD, CumbersJ, SakakibaraI, RogoffD, LeukoS, HarnotoR, et al Analysis of DNA repair and protection in the Tardigrade Ramazzottius varieornatus and Hypsibius dujardini after exposure to UVC radiation. PLoS ONE. 2013;8(6):e64793 doi: 10.1371/journal.pone.0064793 ;2376225610.1371/journal.pone.0064793PMC3675078

[9] AltieroT, GuidettiR, CaselliV, CesariM, RebecchiL. Ultraviolet radiation tolerance in hydrated and desiccated eutardigrades. J Zool Syst Evol Res. 2011;49:104–10. doi: 10.1111/j.1439-0469.2010.00607.x

[10] HengherrS, WorlandMR, ReunerA, BrummerF, SchillRO. Freeze tolerance, supercooling points and ice formation: comparative studies on the subzero temperature survival of limno-terrestrial tardigrades. J Exp Biol. 2009;212(Pt 6):802–7. doi: 10.1242/jeb.025973 .1925199610.1242/jeb.025973

[11] JonssonKI, Harms-RingdahlM, ToruddJ. Radiation tolerance in the eutardigrade Richtersius coronifer. Int J Radiat Biol. 2005;81(9):649–56. doi: 10.1080/09553000500368453 .1636864310.1080/09553000500368453

[12] MayRM, MariaM, GumardJ. Action différentielle des rayons x et ultraviolets sur le tardigrade Macrobiotus areolatus, a l’état actif et desséché. Bull Biol Fr Belg. 1964;98:349–36719.

[13] PerssonD, HalbergKA, JorgensenA, RicciC, MobjergN, KristensenRM. Extreme stress tolerance in tardigrades: surviving space conditions in low earth orbit. J Zool Syst Evol Res. 2011;49:90–7. doi: 10.1111/j.1439-0469.2010.00605.x

[14] RamløvH, WesthP. Cryptobiosis in the Eutardigrade Adorybiotus (Richtersius) coronifer: Tolerance to Alcohols, Temperature and de novo Protein Synthesis. Zool Anz. 2001;240(3–4):517–23. doi: 10.1078/0044-5231-00062

[15] OnoF, MoriY, TakarabeK, FujiiA, SaigusaM, MatsushimaY, et al Effect of ultra-high pressure on small animals, tardigrades and Artemia. Cogent Physics. 2016;3(1):1167575 doi: 10.1080/23311940.2016.1167575

[16] Beltrán-PardoEA, JönssonI, WojcikA, HaghdoostS, Bermúdez CruzRM, Bernal VillegasJE. Sequence analysis of the DNA-repair gene rad51 in the tardigrades Milnesium cf. tardigradum, Hypsibius dujardini and Macrobiotus cf. harmsworthi. J Limnol. 2013;72(s1):80–91. doi: 10.4081/jlimnol.2013.s1.e10

[17] MaliB, GrohmeMA, ForsterF, DandekarT, SchnolzerM, ReuterD, et al Transcriptome survey of the anhydrobiotic tardigrade Milnesium tardigradum in comparison with Hypsibius dujardini and Richtersius coronifer. BMC Genomics. 2010;11(168):168 doi: 10.1186/1471-2164-11-168 ;2022601610.1186/1471-2164-11-168PMC2848246

[18] GusevO, SuetsuguY, CornetteR, KawashimaT, LogachevaMD, KondrashovAS, et al Comparative genome sequencing reveals genomic signature of extreme desiccation tolerance in the anhydrobiotic midge. Nat Commun. 2014;5(4784):1–9. doi: 10.1038/ncomms5784 ;2521635410.1038/ncomms5784PMC4175575

[19] BoothbyTC, TenlenJR, SmithFW, WangJR, PatanellaKA, NishimuraEO, et al Evidence for extensive horizontal gene transfer from the draft genome of a tardigrade. Proc Natl Acad Sci U S A. 2015;112(52):15976–81. doi: 10.1073/pnas.1510461112 ;2659865910.1073/pnas.1510461112PMC4702960

[20] KoutsovoulosG, KumarS, LaetschDR, StevensL, DaubJ, ConlonC, et al No evidence for extensive horizontal gene transfer in the genome of the tardigrade Hypsibius dujardini. Proc Natl Acad Sci U S A. 2016;113(18):5053–8. doi: 10.1073/pnas.1600338113 ;2703598510.1073/pnas.1600338113PMC4983863

[21] ArakawaK. No evidence for extensive horizontal gene transfer from the draft genome of a tardigrade. Proc Natl Acad Sci U S A. 2016;113(22):E3057 doi: 10.1073/pnas.1602711113 ;2717390110.1073/pnas.1602711113PMC4896722

[22] HashimotoT, HorikawaDD, SaitoY, KuwaharaH, Kozuka-HataH, ShinIT, et al Extremotolerant tardigrade genome and improved radiotolerance of human cultured cells by tardigrade-unique protein. Nat Commun. 2016;7:12808 doi: 10.1038/ncomms12808 ;2764927410.1038/ncomms12808PMC5034306

[23] KondoK, KuboT, KuniedaT. Suggested Involvement of PP1/PP2A Activity and De Novo Gene Expression in Anhydrobiotic Survival in a Tardigrade, Hypsibius dujardini, by Chemical Genetic Approach. PLoS ONE. 2015;10(12):e0144803 doi: 10.1371/journal.pone.0144803 ;2669098210.1371/journal.pone.0144803PMC4686906

[24] HorikawaDD, KuniedaT, AbeW, WatanabeM, NakaharaY, YukuhiroF, et al Establishment of a rearing system of the extremotolerant tardigrade Ramazzottius varieornatus: a new model animal for astrobiology. Astrobiology. 2008;8(3):549–56. doi: 10.1089/ast.2007.0139 .1855408410.1089/ast.2007.0139

[25] TenlenJR, McCaskillS, GoldsteinB. RNA interference can be used to disrupt gene function in tardigrades. Dev Genes Evol. 2013;223(3):171–81. doi: 10.1007/s00427-012-0432-6 ;2318780010.1007/s00427-012-0432-6PMC3600081

[26] HorikawaD. The tardigrade Ramazzottius varieornatus as a model of extremotolerant animals. J Jpn Soc Extremophiles. 2008;7.2(1):25–8. doi: 10.3118/jjse.7.2.25

[27] RizzoAM, NegroniM, AltieroT, MontorfanoG, CorsettoP, BerselliP, et al Antioxidant defences in hydrated and desiccated states of the tardigrade Paramacrobiotus richtersi. Comp Biochem Physiol B Biochem Mol Biol. 2010;156(2):115–21. doi: 10.1016/j.cbpb.2010.02.009 .2020671110.1016/j.cbpb.2010.02.009

[28] JonssonKI, SchillRO. Induction of Hsp70 by desiccation, ionising radiation and heat-shock in the eutardigrade Richtersius coronifer. Comp Biochem Physiol B Biochem Mol Biol. 2007;146(4):456–60. doi: 10.1016/j.cbpb.2006.10.111 .1726137810.1016/j.cbpb.2006.10.111

[29] ReunerA, HengherrS, MaliB, ForsterF, ArndtD, ReinhardtR, et al Stress response in tardigrades: differential gene expression of molecular chaperones. Cell Stress Chaperones. 2010;15(4):423–30. doi: 10.1007/s12192-009-0158-1 ;1994319710.1007/s12192-009-0158-1PMC3082643

[30] SchillRO, SteinbruckGH, KohlerHR. Stress gene (hsp70) sequences and quantitative expression in Milnesium tardigradum (Tardigrada) during active and cryptobiotic stages. J Exp Biol. 2004;207(Pt 10):1607–13. .1507319310.1242/jeb.00935

[31] HengherrS, HeyerAG, KohlerHR, SchillRO. Trehalose and anhydrobiosis in tardigrades—evidence for divergence in responses to dehydration. FEBS J. 2008;275(2):281–8. doi: 10.1111/j.1742-4658.2007.06198.x .1807010410.1111/j.1742-4658.2007.06198.x

[32] MooreDS, HansenR, HandSC. Liposomes with diverse compositions are protected during desiccation by LEA proteins from Artemia franciscana and trehalose. Biochim Biophys Acta. 2016;1858(1):104–15. doi: 10.1016/j.bbamem.2015.10.019 .2651851910.1016/j.bbamem.2015.10.019

[33] YamaguchiA, TanakaS, YamaguchiS, KuwaharaH, TakamuraC, Imajoh-OhmiS, et al Two novel heat-soluble protein families abundantly expressed in an anhydrobiotic tardigrade. PLoS ONE. 2012;7(8):e44209 doi: 10.1371/journal.pone.0044209 ;2293716210.1371/journal.pone.0044209PMC3429414

[34] TanakaS, TanakaJ, MiwaY, HorikawaDD, KatayamaT, ArakawaK, et al Novel mitochondria-targeted heat-soluble proteins identified in the anhydrobiotic Tardigrade improve osmotic tolerance of human cells. PLoS ONE. 2015;10(2):e0118272 doi: 10.1371/journal.pone.0118272 ;2567510410.1371/journal.pone.0118272PMC4326354

[35] KikawadaT, SaitoA, KanamoriY, NakaharaY, IwataK, TanakaD, et al Trehalose transporter 1, a facilitated and high-capacity trehalose transporter, allows exogenous trehalose uptake into cells. Proc Natl Acad Sci U S A. 2007;104(28):11585–90. doi: 10.1073/pnas.0702538104 ;1760692210.1073/pnas.0702538104PMC1905927

[36] da Costa Morato NeryD, da SilvaCG, MarianiD, FernandesPN, PereiraMD, PanekAD, et al The role of trehalose and its transporter in protection against reactive oxygen species. Biochim Biophys Acta. 2008;1780(12):1408–11. doi: 10.1016/j.bbagen.2008.05.011 .1860198010.1016/j.bbagen.2008.05.011

[37] MadinKAC, CroweJH. Anhydrobiosis in nematodes: Carbohydrate and lipid metabolism during dehydration. Journal of Experimental Zoology. 1975;193(3):335–42. doi: 10.1002/jez.1401930309

[38] CleggJS. Metabolic studies of crytobiosis in encysted embryos of Artemia salina. Comparative Biochemistry and Physiology. 1967;20(3):801–9. doi: 10.1016/0010-406x(67)90054-0

[39] BemmF, WeissCL, SchultzJ, ForsterF. Genome of a tardigrade: Horizontal gene transfer or bacterial contamination? Proc Natl Acad Sci U S A. 2016;113(22):E3054–6. doi: 10.1073/pnas.1525116113 ;2717390210.1073/pnas.1525116113PMC4896698

[40] DelmontTO, ErenAM. Identifying contamination with advanced visualization and analysis practices: metagenomic approaches for eukaryotic genome assemblies. PeerJ. 2016;4:e1839 doi: 10.7717/peerj.1839 ;2706978910.7717/peerj.1839PMC4824900

[41] BoothbyTC, GoldsteinB. Reply to Bemm et al. and Arakawa: Identifying foreign genes in independent Hypsibius dujardini genome assemblies. Proc Natl Acad Sci U S A. 2016;113(22):E3058–61. doi: 10.1073/pnas.1601149113 ;2717390010.1073/pnas.1601149113PMC4896697

[42] ArakawaK, YoshidaY, TomitaM. Genome sequencing of a single tardigrade *Hypsibius dujardini* individual. Sci Data. 2016;3:160063 doi: 10.1038/sdata.2016.63 ;2752933010.1038/sdata.2016.63PMC4986543

[43] ChinCS, PelusoP, SedlazeckFJ, NattestadM, ConcepcionGT, ClumA, et al Phased diploid genome assembly with single-molecule real-time sequencing. Nat Methods. 2016;13(12):1050–4. doi: 10.1038/nmeth.4035 .2774983810.1038/nmeth.4035PMC5503144

[44] KajitaniR, ToshimotoK, NoguchiH, ToyodaA, OguraY, OkunoM, et al Efficient de novo assembly of highly heterozygous genomes from whole-genome shotgun short reads. Genome Res. 2014;24(8):1384–95. doi: 10.1101/gr.170720.113 ;2475590110.1101/gr.170720.113PMC4120091

[45] GabrielWN, McNuffR, PatelSK, GregoryTR, JeckWR, JonesCD, et al The tardigrade Hypsibius dujardini, a new model for studying the evolution of development. Dev Biol. 2007;312(2):545–59. doi: 10.1016/j.ydbio.2007.09.055 .1799686310.1016/j.ydbio.2007.09.055

[46] KumarS, JonesM, KoutsovoulosG, ClarkeM, BlaxterM. Blobology: exploring raw genome data for contaminants, symbionts and parasites using taxon-annotated GC-coverage plots. Front Genet. 2013;4:237 doi: 10.3389/fgene.2013.00237 ;2434850910.3389/fgene.2013.00237PMC3843372

[47] BoetzerM, PirovanoW. SSPACE-LongRead: scaffolding bacterial draft genomes using long read sequence information. BMC Bioinformatics. 2014;15(211):211 doi: 10.1186/1471-2105-15-211 ;2495092310.1186/1471-2105-15-211PMC4076250

[48] ParraG, BradnamK, KorfI. CEGMA: a pipeline to accurately annotate core genes in eukaryotic genomes. Bioinformatics. 2007;23(9):1061–7. doi: 10.1093/bioinformatics/btm071 .1733202010.1093/bioinformatics/btm071

[49] SimaoFA, WaterhouseRM, IoannidisP, KriventsevaEV, ZdobnovEM. BUSCO: assessing genome assembly and annotation completeness with single-copy orthologs. Bioinformatics. 2015;31(19):3210–2. doi: 10.1093/bioinformatics/btv351 .2605971710.1093/bioinformatics/btv351

[50] LagesenK, HallinP, RodlandEA, StaerfeldtHH, RognesT, UsseryDW. RNAmmer: consistent and rapid annotation of ribosomal RNA genes. Nucleic Acids Res. 2007;35(9):3100–8. doi: 10.1093/nar/gkm160 ;1745236510.1093/nar/gkm160PMC1888812

[51] LoweTM, EddySR. tRNAscan-SE: a program for improved detection of transfer RNA genes in genomic sequence. Nucleic Acids Res. 1997;25(5):955–64. doi: 10.1093/nar/25.5.0955 ;902310410.1093/nar/25.5.955PMC146525

[52] FriedlanderMR, MackowiakSD, LiN, ChenW, RajewskyN. miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. Nucleic Acids Res. 2012;40(1):37–52. doi: 10.1093/nar/gkr688 ;2191135510.1093/nar/gkr688PMC3245920

[53] KozomaraA, Griffiths-JonesS. miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res. 2014;42(Database issue):D68–73. doi: 10.1093/nar/gkt1181 ;2427549510.1093/nar/gkt1181PMC3965103

[54] HoffKJ, LangeS, LomsadzeA, BorodovskyM, StankeM. BRAKER1: Unsupervised RNA-Seq-Based Genome Annotation with GeneMark-ET and AUGUSTUS. Bioinformatics. 2016;32(5):767–9. doi: 10.1093/bioinformatics/btv661 .2655950710.1093/bioinformatics/btv661PMC6078167

[55] HoltC, YandellM. MAKER2: an annotation pipeline and genome-database management tool for second-generation genome projects. BMC Bioinformatics. 2011;12:491 doi: 10.1186/1471-2105-12-491 ;2219257510.1186/1471-2105-12-491PMC3280279

[56] GrabherrMG, HaasBJ, YassourM, LevinJZ, ThompsonDA, AmitI, et al Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol. 2011;29(7):644–52. doi: 10.1038/nbt.1883 ;2157244010.1038/nbt.1883PMC3571712

[57] AkenBL, AchuthanP, AkanniW, AmodeMR, BernsdorffF, BhaiJ, et al Ensembl 2017. Nucleic Acids Res. 2017;45(D1):D635–D42. doi: 10.1093/nar/gkw1104 ;2789957510.1093/nar/gkw1104PMC5210575

[58] YatesA, BealK, KeenanS, McLarenW, PignatelliM, RitchieGR, et al The Ensembl REST API: Ensembl Data for Any Language. Bioinformatics. 2015;31(1):143–5. doi: 10.1093/bioinformatics/btu613 ;2523646110.1093/bioinformatics/btu613PMC4271150

[59] HubleyR, FinnRD, ClementsJ, EddySR, JonesTA, BaoW, et al The Dfam database of repetitive DNA families. Nucleic Acids Res. 2016;44(D1):D81–9. doi: 10.1093/nar/gkv1272 ;2661286710.1093/nar/gkv1272PMC4702899

[60] UniProtC. UniProt: a hub for protein information. Nucleic Acids Res. 2015;43(Database issue):D204–12. doi: 10.1093/nar/gku989 ;2534840510.1093/nar/gku989PMC4384041

[61] PopendorfK, TsuyoshiH, OsanaY, SakakibaraY. Murasaki: a fast, parallelizable algorithm to find anchors from multiple genomes. PLoS ONE. 2010;5(9):e12651 doi: 10.1371/journal.pone.0012651 ;2088598010.1371/journal.pone.0012651PMC2945767

[62] EmmsDM, KellyS. OrthoFinder: solving fundamental biases in whole genome comparisons dramatically improves orthogroup inference accuracy. Genome Biol. 2015;16:157 doi: 10.1186/s13059-015-0721-2 ;2624325710.1186/s13059-015-0721-2PMC4531804

[63] Laetsch DR. KinFin v0.8.1. 2017.

[64] KellerO, KollmarM, StankeM, WaackS. A novel hybrid gene prediction method employing protein multiple sequence alignments. Bioinformatics. 2011;27(6):757–63. doi: 10.1093/bioinformatics/btr010 .2121678010.1093/bioinformatics/btr010

[65] BoschettiC, CarrA, CrispA, EyresI, Wang-KohY, LubzensE, et al Biochemical diversification through foreign gene expression in bdelloid rotifers. PLoS Genet. 2012;8(11):e1003035 doi: 10.1371/journal.pgen.1003035 ;2316650810.1371/journal.pgen.1003035PMC3499245

[66] BuchfinkB, XieC, HusonDH. Fast and sensitive protein alignment using DIAMOND. Nature Methods. 2015;12(1):59–60. doi: 10.1038/nmeth.3176 2540200710.1038/nmeth.3176

[67] AltschulSF, MaddenTL, SchafferAA, ZhangJ, ZhangZ, MillerW, et al Gapped BLAST and PSI-BLAST: a new generation of protein database search programs. Nucleic Acids Res. 1997;25(17):3389–402. ;925469410.1093/nar/25.17.3389PMC146917

[68] CamachoC, CoulourisG, AvagyanV, MaN, PapadopoulosJ, BealerK, et al BLAST+: architecture and applications. BMC Bioinformatics. 2009;10:421 doi: 10.1186/1471-2105-10-421 ;2000350010.1186/1471-2105-10-421PMC2803857

[69] StamatakisA. RAxML version 8: a tool for phylogenetic analysis and post-analysis of large phylogenies. Bioinformatics. 2014;30(9):1312–3. doi: 10.1093/bioinformatics/btu033 ;2445162310.1093/bioinformatics/btu033PMC3998144

[70] MoriyaY, ItohM, OkudaS, YoshizawaAC, KanehisaM. KAAS: an automatic genome annotation and pathway reconstruction server. Nucleic Acids Res. 2007;35(Web Server issue):W182–5. doi: 10.1093/nar/gkm321 ;1752652210.1093/nar/gkm321PMC1933193

[71] CornetteR, KikawadaT. The induction of anhydrobiosis in the sleeping chironomid: current status of our knowledge. IUBMB Life. 2011;63(6):419–29. doi: 10.1002/iub.463 .2154799210.1002/iub.463

[72] GrohmeMA, MaliB, WelniczW, MichelS, SchillRO, FrohmeM. The Aquaporin Channel Repertoire of the Tardigrade Milnesium tardigradum. Bioinform Biol Insights. 2013;7:153–65. doi: 10.4137/BBI.S11497 ;2376196610.4137/BBI.S11497PMC3666991

[73] OliveiraRP, Porter AbateJ, DilksK, LandisJ, AshrafJ, MurphyCT, et al Condition-adapted stress and longevity gene regulation by Caenorhabditis elegans SKN-1/Nrf. Aging Cell. 2009;8(5):524–41. doi: 10.1111/j.1474-9726.2009.00501.x ;1957576810.1111/j.1474-9726.2009.00501.xPMC2776707

[74] RokasA, HollandPWH. Rare genomic changes as a tool for phylogenetics. Trends in Ecology & Evolution. 2000;15(11):454–9. doi: 10.1016/s0169-5347(00)01967-41105034810.1016/s0169-5347(00)01967-4

[75] de RosaR, GrenierJK, AndreevaT, CookCE, AdoutteA, AkamM, et al Hox genes in brachiopods and priapulids and protostome evolution. Nature. 1999;399(6738):772–6. doi: 10.1038/21631 .1039124110.1038/21631

[76] GrenierJK, GarberTL, WarrenR, WhitingtonPM, CarrollS. Evolution of the entire arthropod Hox gene set predated the origin and radiation of the onychophoran/arthropod clade. Current Biology. 1997;7(8):547–53. doi: 10.1016/s0960-9822(06)00253-3 925955610.1016/s0960-9822(06)00253-3

[77] JanssenR, ErikssonBJ, TaitNN, BuddGE. Onychophoran Hox genes and the evolution of arthropod Hox gene expression. Front Zool. 2014;11(1):22 doi: 10.1186/1742-9994-11-22 ;2459409710.1186/1742-9994-11-22PMC4015684

[78] SmithFW, BoothbyTC, GiovanniniI, RebecchiL, JockuschEL, GoldsteinB. The Compact Body Plan of Tardigrades Evolved by the Loss of a Large Body Region. Curr Biol. 2016;26(2):224–9. doi: 10.1016/j.cub.2015.11.059 .2677673710.1016/j.cub.2015.11.059

[79] AboobakerA, BlaxterM. Hox gene evolution in nematodes: novelty conserved. Current Opinion in Genetics & Development. 2003;13(6):593–8. doi: 10.1016/j.gde.2003.10.0091463832010.1016/j.gde.2003.10.009

[80] AboobakerAA, BlaxterML. Hox Gene Loss during Dynamic Evolution of the Nematode Cluster. Current Biology. 2003;13(1):37–40. doi: 10.1016/s0960-9822(02)01399-4 1252674210.1016/s0960-9822(02)01399-4

[81] AboobakerA, BlaxterM. The Nematode Story: Hox Gene Loss and Rapid Evolution In: DeutschJS, editor. Hox Genes: Studies from the 20th to the 21st Century. New York, NY: Springer New York; 2010 p. 101–10.10.1007/978-1-4419-6673-5_720795325

[82] MitrevaM, BlaxterML, BirdDM, McCarterJP. Comparative genomics of nematodes. Trends Genet. 2005;21(10):573–81. doi: 10.1016/j.tig.2005.08.003 .1609953210.1016/j.tig.2005.08.003

[83] YoshinagaK, YoshiokaH, KurosakiH, HirasawaM, UritaniM, HasegawaK. Protection by trehalose of DNA from radiation damage. Biosci Biotechnol Biochem. 1997;61(1):160–1. .902804410.1271/bbb.61.160

[84] HerdeiroRS, PereiraMD, PanekAD, EleutherioEC. Trehalose protects Saccharomyces cerevisiae from lipid peroxidation during oxidative stress. Biochim Biophys Acta. 2006;1760(3):340–6. doi: 10.1016/j.bbagen.2006.01.010 .1651025010.1016/j.bbagen.2006.01.010

[85] GrossV, MayerG. Neural development in the tardigrade Hypsibius dujardini based on anti-acetylated alpha-tubulin immunolabeling. Evodevo. 2015;6:12 doi: 10.1186/s13227-015-0008-4 ;2605241610.1186/s13227-015-0008-4PMC4458024

[86] MartinC, GrossV, PflügerH-J, StevensonPA, MayerG. Assessing segmental versus non-segmental features in the ventral nervous system of onychophorans (velvet worms). BMC Evolutionary Biology. 2017;17(1):3 doi: 10.1186/s12862-016-0853-3 2804941710.1186/s12862-016-0853-3PMC5209844

[87] SulstonJE, SchierenbergE, WhiteJG, ThomsonJN. The embryonic cell lineage of the nematode Caenorhabditis elegans. Developmental Biology. 1983;100(1):64–119. doi: 10.1016/0012-1606(83)90201-4 668460010.1016/0012-1606(83)90201-4

[88] Andrews S. FastQC a quality-control tool for high-throughput sequence data. 2015 [cited 2015 May 21]. http://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[89] EdgarRC. Search and clustering orders of magnitude faster than BLAST. Bioinformatics. 2010;26(19):2460–1. doi: 10.1093/bioinformatics/btq461 .2070969110.1093/bioinformatics/btq461

[90] BankevichA, NurkS, AntipovD, GurevichAA, DvorkinM, KulikovAS, et al SPAdes: a new genome assembly algorithm and its applications to single-cell sequencing. J Comput Biol. 2012;19(5):455–77. doi: 10.1089/cmb.2012.0021 ;2250659910.1089/cmb.2012.0021PMC3342519

[91] O'LearyNA, WrightMW, BristerJR, CiufoS, HaddadD, McVeighR, et al Reference sequence (RefSeq) database at NCBI: current status, taxonomic expansion, and functional annotation. Nucleic Acids Res. 2016;44(D1):D733–45. doi: 10.1093/nar/gkv1189 ;2655380410.1093/nar/gkv1189PMC4702849

[92] LangmeadB, SalzbergSL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9(4):357–9. doi: 10.1038/nmeth.1923 ;2238828610.1038/nmeth.1923PMC3322381

[93] EnglishAC, RichardsS, HanY, WangM, VeeV, QuJ, et al Mind the gap: upgrading genomes with Pacific Biosciences RS long-read sequencing technology. PLoS ONE. 2012;7(11):e47768 doi: 10.1371/journal.pone.0047768 ;2318524310.1371/journal.pone.0047768PMC3504050

[94] WalkerBJ, AbeelT, SheaT, PriestM, AbouellielA, SakthikumarS, et al Pilon: an integrated tool for comprehensive microbial variant detection and genome assembly improvement. PLoS ONE. 2014;9(11):e112963 doi: 10.1371/journal.pone.0112963 ;2540950910.1371/journal.pone.0112963PMC4237348

[95] KimD, PerteaG, TrapnellC, PimentelH, KelleyR, SalzbergSL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 2013;14(4):R36 doi: 10.1186/gb-2013-14-4-r36 ;2361840810.1186/gb-2013-14-4-r36PMC4053844

[96] BorodovskyM, LomsadzeA. Eukaryotic gene prediction using GeneMark.hmm-E and GeneMark-ES. Curr Protoc Bioinformatics. 2011;Chapter 4:Unit 4 6 1–10. doi: 10.1002/0471250953.bi0406s35 ;2190174210.1002/0471250953.bi0406s35PMC3204378

[97] LiH, DurbinR. Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics. 2009;25(14):1754–60. doi: 10.1093/bioinformatics/btp324 ;1945116810.1093/bioinformatics/btp324PMC2705234

[98] LiH, HandsakerB, WysokerA, FennellT, RuanJ, HomerN, et al The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009;25(16):2078–9. doi: 10.1093/bioinformatics/btp352 ;1950594310.1093/bioinformatics/btp352PMC2723002

[99] OkonechnikovK, ConesaA, Garcia-AlcaldeF. Qualimap 2: advanced multi-sample quality control for high-throughput sequencing data. Bioinformatics. 2016;32(2):292–4. doi: 10.1093/bioinformatics/btv566 ;2642829210.1093/bioinformatics/btv566PMC4708105

[100] QuinlanAR, HallIM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26(6):841–2. doi: 10.1093/bioinformatics/btq033 ;2011027810.1093/bioinformatics/btq033PMC2832824

[101] MistryJ, FinnRD, EddySR, BatemanA, PuntaM. Challenges in homology search: HMMER3 and convergent evolution of coiled-coil regions. Nucleic Acids Res. 2013;41(12):e121 doi: 10.1093/nar/gkt263 ;2359899710.1093/nar/gkt263PMC3695513

[102] FinnRD, CoggillP, EberhardtRY, EddySR, MistryJ, MitchellAL, et al The Pfam protein families database: towards a more sustainable future. Nucleic Acids Res. 2016;44(D1):D279–85. doi: 10.1093/nar/gkv1344 ;2667371610.1093/nar/gkv1344PMC4702930

[103] GoujonM, McWilliamH, LiW, ValentinF, SquizzatoS, PaernJ, et al A new bioinformatics analysis tools framework at EMBL-EBI. Nucleic Acids Res. 2010;38(Web Server issue):W695–9. doi: 10.1093/nar/gkq313 ;2043931410.1093/nar/gkq313PMC2896090

[104] PriceAL, JonesNC, PevznerPA. De novo identification of repeat families in large genomes. Bioinformatics. 2005;21 Suppl 1:i351–8. doi: 10.1093/bioinformatics/bti1018 .1596147810.1093/bioinformatics/bti1018

[105] Smit A, Hubley R, Green P. RepeatMasker Open-4.0 2013–2015. http://www.repeatmasker.org.

[106] PearsonWR, LipmanDJ. Improved tools for biological sequence comparison. Proc Natl Acad Sci U S A. 1988;85(8):2444–8. ;316277010.1073/pnas.85.8.2444PMC280013

[107] KatohK, StandleyDM. MAFFT multiple sequence alignment software version 7: improvements in performance and usability. Mol Biol Evol. 2013;30(4):772–80. doi: 10.1093/molbev/mst010 ;2332969010.1093/molbev/mst010PMC3603318

[108] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550 doi: 10.1186/s13059-014-0550-8 ;2551628110.1186/s13059-014-0550-8PMC4302049

[109] BrayNL, PimentelH, MelstedP, PachterL. Near-optimal probabilistic RNA-seq quantification. Nat Biotechnol. 2016;34(5):525–7. doi: 10.1038/nbt.3519 .2704300210.1038/nbt.3519

[110] OkudaS, YamadaT, HamajimaM, ItohM, KatayamaT, BorkP, et al KEGG Atlas mapping for global analysis of metabolic pathways. Nucleic Acids Res. 2008;36(Web Server issue):W423–6. doi: 10.1093/nar/gkn282 ;1847763610.1093/nar/gkn282PMC2447737

[111] DarlingAC, MauB, BlattnerFR, PernaNT. Mauve: multiple alignment of conserved genomic sequence with rearrangements. Genome Res. 2004;14(7):1394–403. doi: 10.1101/gr.2289704 ;1523175410.1101/gr.2289704PMC442156

[112] PriceMN, DehalPS, ArkinAP. FastTree 2—approximately maximum-likelihood trees for large alignments. PLoS ONE. 2010;5(3):e9490 doi: 10.1371/journal.pone.0009490 ;2022482310.1371/journal.pone.0009490PMC2835736

[113] Rambaut A. FigTree. 2016.

[114] HoweKL, BoltBJ, ShafieM, KerseyP, BerrimanM. WormBase ParaSite—a comprehensive resource for helminth genomics. Mol Biochem Parasitol. 2016 doi: 10.1016/j.molbiopara.2016.11.005 .2789927910.1016/j.molbiopara.2016.11.005PMC5486357

[115] HoweKL, BoltBJ, CainS, ChanJ, ChenWJ, DavisP, et al WormBase 2016: expanding to enable helminth genomic research. Nucleic Acids Res. 2016;44(D1):D774–80. doi: 10.1093/nar/gkv1217 ;2657857210.1093/nar/gkv1217PMC4702863

[116] SieversF, WilmA, DineenD, GibsonTJ, KarplusK, LiW, et al Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. Mol Syst Biol. 2011;7(539):539 doi: 10.1038/msb.2011.75 ;2198883510.1038/msb.2011.75PMC3261699

[117] HuangX. CAP3: A DNA Sequence Assembly Program. Genome Research. 1999;9(9):868–77. doi: 10.1101/gr.9.9.868 1050884610.1101/gr.9.9.868PMC310812

[118] JiangH, LeiR, DingSW, ZhuS. Skewer: a fast and accurate adapter trimmer for next-generation sequencing paired-end reads. BMC Bioinformatics. 2014;15:182 doi: 10.1186/1471-2105-15-182 ;2492568010.1186/1471-2105-15-182PMC4074385

[119] Haas BJ, Papanicolaou A. TransDecoder (Find Coding Regions Within Transcripts).

[120] Capella-GutierrezS, Silla-MartinezJM, GabaldonT. trimAl: a tool for automated alignment trimming in large-scale phylogenetic analyses. Bioinformatics. 2009;25(15):1972–3. doi: 10.1093/bioinformatics/btp348 ;1950594510.1093/bioinformatics/btp348PMC2712344

[121] KuckP, LongoGC. FASconCAT-G: extensive functions for multiple sequence alignment preparations concerning phylogenetic studies. Front Zool. 2014;11(1):81 doi: 10.1186/s12983-014-0081-x ;2542615710.1186/s12983-014-0081-xPMC4243772

[122] LartillotN, PhilippeH. A Bayesian mixture model for across-site heterogeneities in the amino-acid replacement process. Mol Biol Evol. 2004;21(6):1095–109. doi: 10.1093/molbev/msh112 .1501414510.1093/molbev/msh112

[123] ChallisRJ, KumarS, StevensL, BlaxterM. EasyMirror and EasyImport: Simplifying the setup of a custom Ensembl database and webserver for any species. PeerJ Preprints. 2016;4(e2401v1). doi: 10.7287/peerj.preprints.2401v1

[124] ArakawaK, MoriK, IkedaK, MatsuzakiT, KobayashiY, TomitaM. G-language Genome Analysis Environment: a workbench for nucleotide sequence data mining. Bioinformatics. 2003;19(2):305–6. .1253826210.1093/bioinformatics/19.2.305

[125] ArakawaK, TomitaM. G-language system as a platform for large-scale analysis of high-throughput omics data. J Pestic Sci. 2006;31(3):282–8. doi: 10.1584/jpestics.31.282

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S1 Fig

S1 Fig. DNA sequencing coverage of the H. dujardini genome

Single individual DNA sequencing data (DRR055040) were mapped to the *H. dujardini*  genome with BWA MEM, and the genomic coverage was calculated with Qualimap bamqc. Scaffolds were concatenated, sorted by length (longest first).

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S2 Fig

S2 Fig. tRNA genes in *Hypsibius dujardini* and *Ramazzottius varieornatus*

tRNA loci were predicted with tRNA-Scan SE. Each codon is colored by the number of tRNA loci found.

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S3 Fig

S3 Fig. Comparisons of genic features between *Hypsibius dujardini* and *Ramazzottius varieornatus*

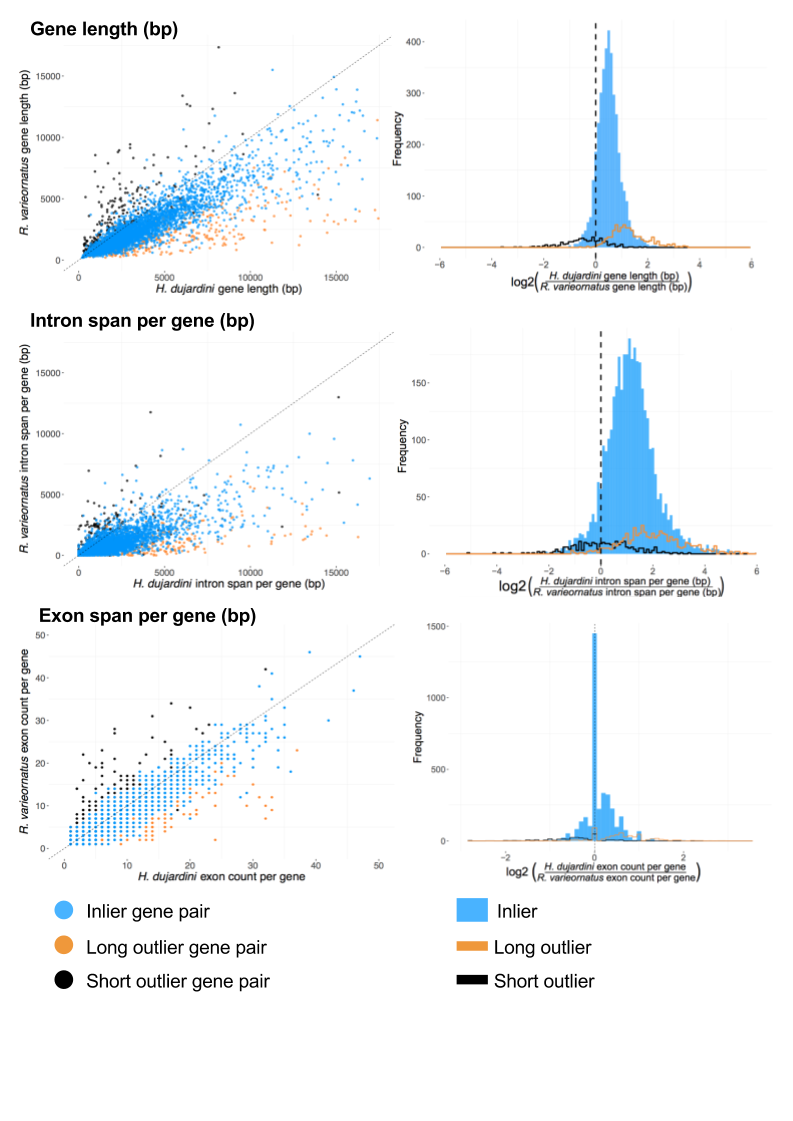

Comparisons of genes structures in 4728 single-copy orthologues between *H. dujardini* and *R. varieornatus.* Outliers are defined as genes in *H. dujardini* which have CDS lengths 20% longer (long outliers; orange; 576 genes) or 20% shorter (short outliers; black; 294 genes) than their orthologues in *R. varieornatus.* Left panels show ascatter plots, with *H. dujardini* on the X and *R. varieornatus* on the Y axes. Right panels show frequency histograms of the ratios of genic feature lengths per gene. A positive log2 ratio indicates a trend towards a larger count or span in *H. dujardini*.

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S4 Fig

S4 Fig. Clustered HGT loci in *H. dujardini* and *R. varieornatus*

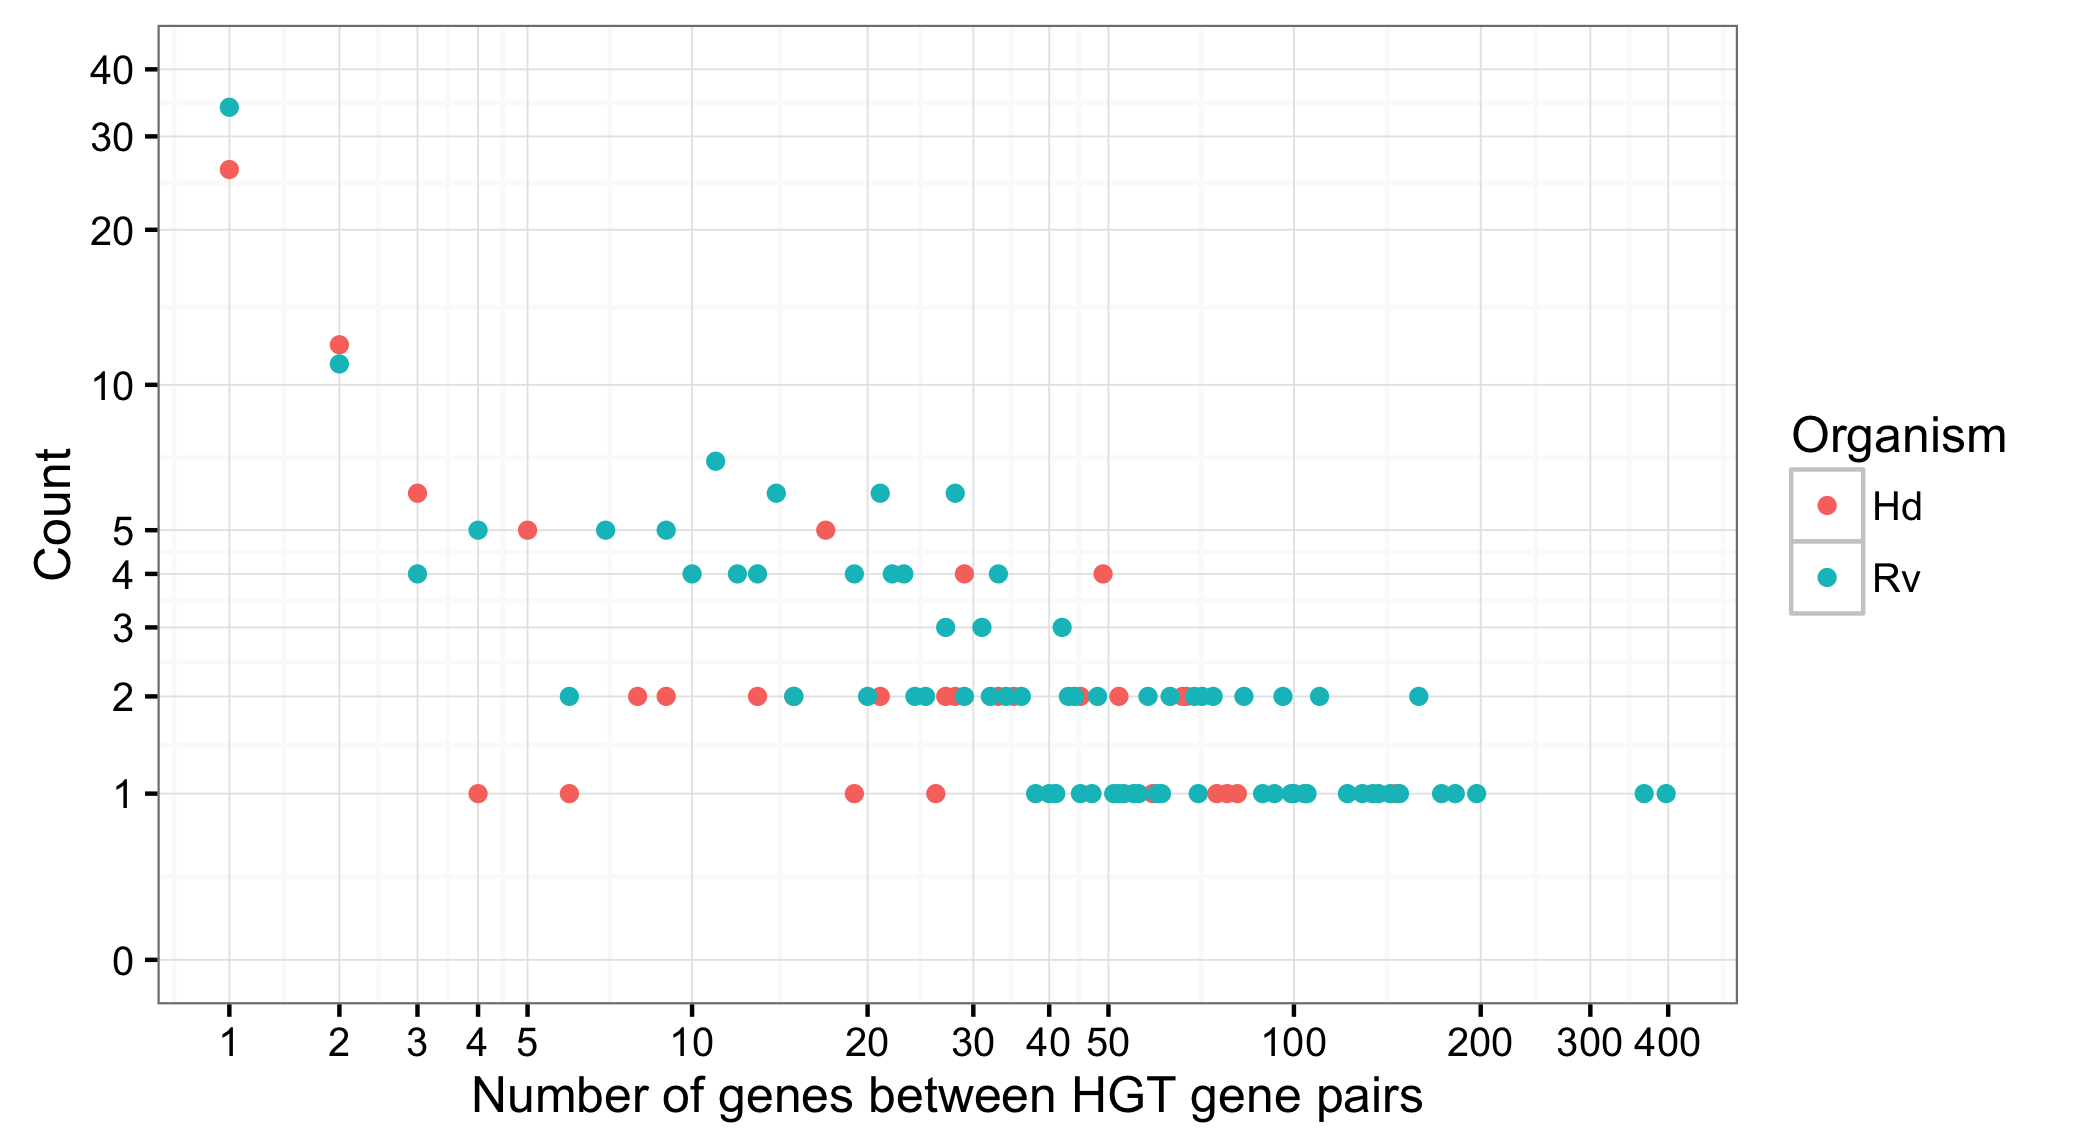

HGT candidates are clustered in the genomes of *H. dujardini* and *R. varieornatus*. The number of genes between each HGT locus was calculated, and a frequency of separations calculated. A separation of 1 indicates that the genes are neighbours. Hd=*H. dujardini*, Rv=*R. varieornatus*. Data available at https://github.com/abs-yy/Hypsibius_dujardini_manuscript/blob/master/data/FigS4_hgt_neighborhood.txt.

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S5 Fig

S5 Fig. Biochemical pathways acquired or supplemented by HGT in *H. dujardini* and *R. varieornatus*.

Trehalose and ascorbate synthesis pathways were reconstructed with KAAS and KEGG mapper.

A Ascorbate synthesis. Many genes in this pathway were derived through HGT (red arrows).

B Trehalose synthesis. *H. dujardini* lacks TPS loci (grey lozenges) but contains treA trehalase loci (blue lozenges). Both enzymes are present in *R. varieornatus*.

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S6 Fig

S6 Fig. Phylogeny of protection-related proteins

The amino acid sequences of CAHS, SAHS, MAHS, RvLEAM and Dsup genes in *H. dujardini* and *R. varieornatus* were aligned with ClustalW2, and a phylogenetic tree was inferred with FastTree with 1,000 bootstraps. Each clade was annotated with the corresponding subtype as defined in *R. varieornatus* (CAHS1:g673, CAHS2:g675, CAHS3:g884, SAHS1:g1671, SAHS2:g1676, MAHS:g6834, RvLEAM:g2978, Dsup:g4591).

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S1 Table

S1 Table. Data used in this study

(A) DNA sequencing

| Origin | Previous work | This work | Boothby, *et al.* PNAS, 2015 | | |
| --- | --- | --- | --- | --- | --- |
| Accession ID | DRR055040 | SRX2495681 | SRX1474871 | SRX1474929 | SRX1474950 |
| Platform | MiSeq | PacBio | HiSeq 2000 | HiSeq 2000 | HiSeq 2000 |
| Number of Reads | 51,607,261 | 779,905 | 87,744,967 | 64,049,630 | 45,733,238 |
| Number of raw bases (Gbase) | 15.5 | 5.88 | 8.8 | 6.4 | 4.6 |
| Read Length | 300 b paired | (variable) | 100 b paired | 100 b paired | 100 b paired |
| Maximum length | NA | 49,455 | NA | NA | NA |
| N50 length | NA | 10,657 | NA | NA | NA |
| Average length | NA | 7,536 | NA | NA | NA |
| Insert length | 477.1 | NA | 347.6 | 496.9 | 749.3 |

We generated new sequencing data using PacBio SMRT technology. In addition, we have used sequence data from Boothby *et al* [1] for assembly, and single individual sequencing data from our previous report [2].

**(B) *Hypsibius dujardini* RNA-Seq**

**(C) *Ramazzottius varieornatus* RNA-Seq**

| #Individuals | Platform | sample | #rep | Sample ID | #Reads | #Accession |
| --- | --- | --- | --- | --- | --- | --- |
| 1~2.5 | NextSeq500 | Active-Fast | 1 | Y-active_slow_1 | 12,146,289 | SRX2528399 |
|  |  |  | 2 | Y-active_slow_2 | 11,076,841 | SRX2528400 |
|  |  |  | 3 | Y-active_slow_3 | 11,211,443 | SRX2528401 |
|  |  | Tun-Fast | 1 | Y-tun_slow_ 1 | 11,781,529 | SRX2528402 |
|  |  |  | 2 | Y-tun_slow_2 | 11,966,104 | SRX2528403 |
|  |  |  | 3 | Y-tun_slow_3 | 12,361,848 | SRX2528404 |
| 30 |  | Active-Slow | 1 | Y-active_fast_1 | 31,330,380 | SRX2528405 |
|  |  |  | 2 | Y-active_fast_2 | 35,320,831 | SRX2528406 |
|  |  |  | 3 | Y-active_fast_3 | 36,895,441 | SRX2528407 |
|  |  | Tun-Slow | 1 | Y-tun_fast_1 | 35,469,871 | SRX2528408 |
|  |  |  | 2 | Y-tun_fast_ 2 | 38,879,671 | SRX2528409 |
|  |  |  | 3 | Y-tun_fast_ 3 | 31,835,650 | SRX2528410 |
|  |  | Egg 1st day after laying | 1 | Y-E1-1 | 11,688,367 | SRX2528381 |
|  |  |  | 2 | Y-E1-2 | 13,064,048 | SRX2528382 |
|  |  |  | 3 | Y-E1-3 | 13,389,666 | SRX2528383 |
|  |  | Egg 2nd day after laying | 1 | Y-E2-1 | 12,702,879 | SRX2528384 |
|  |  |  | 2 | Y-E2-2 | 14,385,811 | SRX2528385 |
|  |  |  | 3 | Y-E2-3 | 13,101,271 | SRX2528386 |
|  |  | Egg 3rd day after laying | 1 | Y-E3-1 | 14,348,899 | SRX2528387 |
|  |  |  | 2 | Y-E3-2 | 13,640,410 | SRX2528388 |
|  |  |  | 3 | Y-E3-3 | 8,817,117 | SRX2528389 |
|  |  | Egg 4th day after laying | 1 | Y-E4-1 | 12,606,663 | SRX2528390 |
|  |  |  | 2 | Y-E4-2 | 15,271,225 | SRX2528391 |
|  |  |  | 3 | Y-E4-3 | 12,517,722 | SRX2528392 |
|  |  | Egg 5th day after laying | 1 | Y-E5-1 | 12,599,958 | SRX2528393 |
|  |  |  | 2 | Y-E5-2 | 14,476,417 | SRX2528394 |
|  |  |  | 3 | Y-E5-3 | 17,324,895 | SRX2528395 |
|  |  | Juvenile 1st day | 1 | Y-B1-1 | 4,811,886 | SRX2528396 |
|  |  |  | 2 | Y-B1-2 | 6,210,798 | SRX2528397 |
|  |  |  | 3 | Y-B1-3 | 5,637,785 | SRX2528398 |

### **Reference**

1. Boothby TC, Tenlen JR, Smith FW, Wang JR, Patanella KA, Nishimura EO, et al. Evidence for extensive horizontal gene transfer from the draft genome of a tardigrade. Proc Natl Acad Sci U S A. 2015;112(52):15976-15981. doi: 10.1073/pnas.1510461112.

2. Arakawa K, Yoshida Y, Tomita M. Genome sequencing of a single tardigrade *Hypsibius dujardini* individual. Sci Data. 2016;3:160063. doi: 10.1038/sdata.2016.63.

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S2 Table

S2 Table. Mapping statistics of DNA sequencing data

| Origin* | Accession ID | Mapped Reads | Coverage  (1^st^ quantile, Median, 3^rd^ quantile) | # Insertions/Deletions |
| --- | --- | --- | --- | --- |
| UNC | SRR2986339 | 47.6M (54.24%) | 36/48/56 | 6.85M/7.70M |
|  | SRR2986435 | 53.8M (83.95%) | 40/53/62 | 1.84M/2.02 |
|  | SRR2986451 | 39.2M (85.68%) | 26/37/46 | 2.82M/2.90M |
| Edinburgh | ERR1147177 | 116.0M (77.15%) | 61/98/134 | 3.2M/3.32M |
|  | ERR1147178 | 99.2M (80.03%) | 22/50/70 | 2.30M/2.37M |
| Keio | DRR055040 | 50.0M (96.91%) | 66/109/153 | 8.59M/8/48 |

UNC = University of North Carolina [1]; Edinburgh = University of Edinburgh [2]; Keio = Keio University (this work and [3])

### **Reference**

1. Boothby TC, Tenlen JR, Smith FW, Wang JR, Patanella KA, Nishimura EO, et al. Evidence for extensive horizontal gene transfer from the draft genome of a tardigrade. Proc Natl Acad Sci U S A. 2015;112(52):15976-15981. doi: 10.1073/pnas.1510461112.

2. Koutsovoulos G, Kumar S, Laetsch DR, Stevens L, Daub J, Conlon C, et al. No evidence for extensive horizontal gene transfer in the genome of the tardigrade Hypsibius dujardini. Proc Natl Acad Sci U S A. 2016;113(18):5053-5058. doi: 10.1073/pnas.1600338113.

3. Arakawa K, Yoshida Y, Tomita M. Genome sequencing of a single tardigrade *Hypsibius dujardini* individual. Sci Data. 2016;3:160063. doi: 10.1038/sdata.2016.63.

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S3 Table

S3 Table. Repeat content of the genomes of *Hypsibius dujardini* and *Ramazzottius varieornatus*

| Category | Term | *H. dujardini* | *R. varieornatus* |
| --- | --- | --- | --- |
| Simple | #elements | 65,638 | 3,301 |
|  | #length (bp) | 5,391,682 | 137,297 |
|  | %genome | 5.18 | 0.25 |
| Unclassified | #elements | 158,522 | 65,730 |
|  | #length (bp) | 24,232,698 | 11,020,138 |
|  | %genome | 23.27 | 19.74 |
| Total | #elements | 224,160 | 69,031 |
|  | #length (bp) | 29,624,380 | 11,157,435 |
|  | %genome | 28.45 | 19.99 |

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S4 Table

S4 Table. Low-complexity and possible telomeric repeats in the *H. dujardini* genome

| Scaffold* | Start | End | Repeat | Length from End | Length |
| --- | --- | --- | --- | --- | --- |
| scaffold0088 | 327857 | 336800 | TTGATGGGTT | 49 | 8943 |
| scaffold0114 | 15 | 7307 | ATCAAAACCC | 15 | 7292 |
| scaffold0012 | 1 | 5955 | CATCAAAACC | 1 | 5954 |
| scaffold0363 | 14 | 4481 | ATCAAAACCC | 14 | 4467 |
| scaffold0321 | 157 | 4157 | AAAACCCATC | 157 | 4000 |
| scaffold0005 | 52 | 3367 | CAAAACCCAT | 52 | 3315 |
| scaffold0128 | 239844 | 242599 | GGTTTTGATG | 823 | 2755 |
| scaffold0001 | 7702 | 9727 | AAACCCATCA | 7702 | 2025 |
| scaffold0192 | 164482 | 165621 | GGGTTTTGAT | 49 | 1139 |
| scaffold0343 | 22767 | 23510 | TTTTGATGGG | 22767 | 743 |
| scaffold0023 | 54017 | 54373 | ATCAAAACCC | 54017 | 356 |
| scaffold0287 | 57943 | 58286 | ATGGGTTTTG | 36758 | 343 |
| scaffold0212 | 65340 | 65622 | TTTTGATGGG | 65340 | 282 |
| scaffold0093 | 201990 | 202227 | TTGATGGGTT | 107275 | 237 |
| scaffold0072 | 51074 | 51288 | TGGGTTTTGA | 51074 | 214 |
| scaffold0070 | 189916 | 190113 | CATCAAAACC | 189916 | 197 |
| scaffold0031 | 383706 | 383897 | GATGGGTTTT | 227004 | 191 |
| scaffold0090 | 105640 | 105790 | TCAAAACCCA | 105640 | 150 |
| scaffold0092 | 52492 | 52623 | ATGGGTTTTG | 52492 | 131 |
| scaffold0005 | 3799 | 3922 | ATCAAAACCC | 3799 | 123 |
| scaffold0036 | 185539 | 185660 | ATCAAAACCC | 185539 | 121 |
| scaffold0036 | 17528 | 17649 | ATCAAAACCC | 17528 | 121 |
| scaffold0070 | 137262 | 137380 | AAACCCATCA | 137262 | 118 |
| scaffold0117 | 133706 | 133813 | ATCAAAACCC | 120682 | 107 |
| scaffold0171 | 121075 | 121176 | AAACCCATCA | 66249 | 101 |
| scaffold0268 | 65742 | 65843 | ATCAAAACCC | 36714 | 101 |

Regions close to scaffold ends are highlighted in yellow; these may represent telomeric ends.

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S5 Table

S5 Table. Mapping proportions of RNA-Seq data

(A) Anhydrobiosis samples

| ***Hypsibius dujardini*** | | | | |
| --- | --- | --- | --- | --- |
| **10k Individuals** | | *H. dujardini* transcriptome | *H. dujardini* genome |  |
| act-1 | | 35,536,088 (70.08%) | 51,790,544 (92.95%) |  |
| act-2 | | 38,335,541 (71.78%) | 55,208,279 (93.93%) |  |
| act-3 | | 40,570,560 (71.53%) | 58,667,531 (94.03%) |  |
| tun-1 | | 37,104,384 (71.41%) | 54,280,566 (94.77%) |  |
| tun-2 | | 39,611,771 (70.58%) | 58,602,174 (94.87%) |  |
| tun-3 | | 38,118,839 (69.87%) | 57,146,961 (95.28%) |  |
| **30 Individuals** | | *H. dujardini* transcriptome |  |  |
| act-1 | | 4,276,18 (66.19%) |  |  |
| act-2 | | 5,604,724 (52.04%) |  |  |
| act-3 | | 2,628,272 (24.98%) |  |  |
| tun-1 | | 6,410,871 (61.75%) |  |  |
| tun-2 | | 4,524,015 (61.87%) |  |  |
| tun-3 | | 5,562,719 (61.55%) |  |  |
| ***Ramazzottius varieornatus*** | | | | |
| **Slow-dry** | *R.* varieornatus transcriptome | | *R. varieornatus* genome | Hashimoto *et al.* gene model [1] |
| act-1 | 6,414,974 (52.68%) | | 11,459,570 (90.77%) | 6,592920 (54.14%) |
| act-2 | 6,052,043 (54.49%) | | 10,525516 (91.22%) | 6,199,903 (55.82%) |
| act-3 | 5,587,457 (49.73%) | | 10,581005 (90.96%) | 5,735,575 (51.04%) |
| tun-1 | 5,327,210 (45.14%) | | 10,816699 (88.77%) | 5,484,698 (46.47%) |
| tun-2 | 5,593,452 (46.66%) | | 11,003,773 (88.82%) | 5,754,535 (48.00%) |
| tun-3 | 6,108,721 (49.31%) | | 11,614,986 (90.71%) | 6,287,399 (50.75%) |
| **Fast-dry** | *R.* varieornatus transcriptome | | *R. varieornatus* genome | Hashimoto *et al.* gene model [1] |
| act-1 | 15,088,390 (48.06%) | |  |  |
| act-2 | 17,576,037 (49.66%) | |  |  |
| act-3 | 17,942,032 (48.53%) | |  |  |
| tun-1 | 11,430,186 (32.18%) | |  |  |
| tun-2 | 13,773,138 (35.37%) | |  |  |
| tun-3 | 12,529,323 (39.30%) | |  |  |

(B) Developmental samples

| Development | *Hypsibius dujardini* | | *Ramazzottius varieornatus* | |
| --- | --- | --- | --- | --- |
|  | *Transcriptome* | *Genome* | *Transcriptome* | *Genome* |
| E1-1 | 4,378,145 (49.51%) | 7,962,696 (87.17%) | 5,191,424 (44.32%) | 9,436,055 (77.92%) |
| E1-2 | 5,253,306 (50.92%) | 9,311,381 (87.33%) | 5,299,355 (40.49%) | 9,693,795 (71.78%) |
| E1-3 | 3,958,477 (47.46%) | 7,341,290 (84.97%) | 5,051,568 (37.66%) | 9,497,572 (68.66%) |
| E2-1 | 4,818,034 (40.76%) | 10,213,359 (83.77%) | 2,591,777 (20.38%) | 5,835,138 (45.13%) |
| E2-2 | 4,777,963 (42.98%) | 9,834,385 (85.84%) | 3,098,601 (21.52%) | 6,685,797 (45.59%) |
| E2-3 | 4,525,795 (44.45%) | 8,777,764 (83.40%) | 2,514,170 (19.17%) | 5,823252 (43.70%) |
| E3-1 | 4,529,697 (44.92%) | 8,738,778 (83.96%) | 3,504,071 (24.40%) | 7,761,912 (53.03%) |
| E3-2 | 3,661,789 (39.49%) | 7,335,588 (76.93%) | 2,935,065 (21.50%) | 6,961,489 (50.14%) |
| E3-3 | 4,941,305 (41.53%) | 10,139,902 (82.78%) | 1,551,655 (17.59%) | 3,826,220 (42.74%) |
| E4-1 | 4,,446,480 (38.18%) | 8,251,277 (68.94%) | 2,286,988 (18.13%) | 5,335,818 (41.70%) |
| E4-2 | 5,057,162 (40.74%) | 9,514,858 (74.52%) | 1,805,923 (11.82%) | 4,599,738 (29.82%) |
| E4-3 | 3,622,851 (37.44%) | 7,249,760 (73.06%) | 1,451,975 (11.59%) | 3,634,522 (28.75%) |
| E5-1 | 5,008,318 (41.91%) | 9,568,902 (77.70%) | 9,29,244 (7.37%) | 2,786,443 (21.98%) |
| E5-2 | 5,415,199 (46.66%) | 10,173,646 (84.90%) | 2,99,688 (2.07%) | 1,680,860 (11.58%) |
| E5-3 | 4,816,060 (45.72%) | 9,050,720 (83.26%) | 6,30,014 (3.64%) | 2,605,069 (14.98%) |
| B1-1 | 6,372,485 (51.09%) | 11,862,133 (91.80%) | 2,043,701 (42.39%) | 3,563,016 (71.91%) |
| B1-2 | 3,753,075 (30.46%) | 7,981,613 (63.46%) | 2,871,856 (46.14%) | 4832,785 (75.38%) |
| B1-3 | 4,574,819 (35.86%) | 9,315,606 (71.27%) | 2,684,092 (47.50%) | 4,539,890 (77.94%) |
| B2-1 | 2,727,779 (20.79%) | 6,397,464 (48.10%) | NA | NA |
| B2-2 | 2,293,308 (15.87%) | 5,574,352 (38.18%) | NA | NA |
| B2-3 | 2,244,975 (16.17%) | 5,219,405 (37.19%) | NA | NA |
| B3-1 | 3,009,036 (35.94%) | 6,134,894 (71.71%) | NA | NA |
| B3-2 | 1,800,045 (27.48%) | 3,885,947 (58.34%) | NA | NA |
| B3-3 | 3,070,949 (31.38%) | 6,447,666 (64.60%) | NA | NA |
| B4-1 | 3,213,530 (32.66%) | 6,355,544 (63.35%) | NA | NA |
| B4-2 | 3,718,153 (22.29%) | 8,188,239 (48.43%) | NA | NA |
| B4-3 | 3,808,703 (23.79%) | 8,102,210 (49.89%) | NA | NA |
| B5-1 | 2,366,172 (34.10%) | 4,775,355 (67.40%) | NA | NA |
| B5-2 | 2,507,768 (28.28%) | 5,510,508 (61.17%) | NA | NA |
| B5-3 | 3,797,968 (29.40%) | 7,968,128 (60.63%) | NA | NA |
| B6-1 | 4,176,593 (42.35%) | 8,477,432 (83.80%) | NA | NA |
| B6-2 | 5,616,490 (43.40%) | 11,116,147 (83.69%) | NA | NA |
| B6-3 | 4,280,233 (36.37%) | 8,557,430 (71.17%) | NA | NA |
| B7-1 | 5,380,476 (43.35%) | 10,719,826 (84.09%) | NA | NA |
| B7-2 | 4,177,942 (45.40%) | 8,118,862 (85.79%) | NA | NA |
| B7-3 | 5,987,512 (43.85%) | 11,144,850 (79.27%) | NA | NA |

**Reference**

1. Hashimoto T, Horikawa DD, Saito Y, Kuwahara H, Kozuka-Hata H, Shin IT, et al. Extremotolerant tardigrade genome and improved radiotolerance of human cultured cells by tardigrade-unique protein. Nat Commun. 2016;7:12808. doi: 10.1038/ncomms12808.

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S6 Table

S6 Table. Mapping proportion of the *Hypsibius dujardini* Trinity assembled transcriptome

| ***Hypsibius dujardini*** |  |  |  |
| --- | --- | --- | --- |
| **10k Individuals** | Total number of transcripts assembled | Number (proportion) mapped to the *H. dujardini* transcriptome | Number (proportion) mapped to the *H. dujardini* genome |
| act-1 | 66886 | 43608 (65.20%) | 59283 (88.63%) |
| act-2 | 68941 | 45168 (65.52%) | 60998 (88.48%) |
| act-3 | 73982 | 52217 (70.58%) | 68767 (99.74%) |
| tun-1 | 63670 | 43667 (68.58%) | 59503 (93.46%) |
| tun-2 | 77919 | 54768 (61.59%) | 74304 (95.37%) |
| tun-3 | 149853 | 72078 (48.10%) | 117883 (78.67%) |

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S7 Table

S7 Table

A. Proteomes used for protein family clustering

| **Index*** | **Species** | **GeneBuild ID / Accession** | **Source** |
| --- | --- | --- | --- |
| 0 | *Anopheles gambiae* | 2014-08-VectorBase | EnsemblMetazoa |
| 1 | *Apis mellifera* | 2014-05-BeeBase | EnsemblMetazoa |
| 2 | *Acyrthosiphon pisum* | 2013-07-AphidBase | EnsemblMetazoa |
| 3 | *Ascaris suum* | PRJNA80881 | WormbaseParasite5 |
| 4 | *Brugia malayi* | PRJNA10729 | WormbaseParasite5 |
| 5 | *Bursaphelenchus xylophilus* | PRJEA64437 | WormbaseParasite5 |
| 6 | *Caenorhabditis elegans* | PRJNA13758 | WormbaseParasite5 |
| 7 | *Cimex lectularius* | v0.5.3 | I5K |
| 8 | *Capitella teleta* | 2012-12-JGI | EnsemblMetazoa |
| 38 | *Drosophila melanogaster* | r6_09 | FLYBASE |
| 9 | *Dendroctonus ponderosae* | 2013-04-EnsemblMetazoa | EnsemblMetazoa |
| 10 | *Daphnia pulex* | 2011-02-EnsemblMetazoa | EnsemblMetazoa |
| 11 | *Hypsibius dujardini* | nHd.3.0 | this study |
| 12 | *Ixodes scapularis* | 2014-08-VectorBase | EnsemblMetazoa |
| 13 | *Meloidogyne hapla* | PRJNA29083 |  |
| 14 | *Nasonia vitripennis* | 2010-12-NasoniaBase | EnsemblMetazoa |
| 15 | *Octopus bimaculoides* | 2016-03-OIST | EnsemblMetazoa |
| 16 | *Priapulus caudatus* | GCF_000485595 | NCBI |
| 17 | *Pediculus humanus* | 2014-04-VectorBase | EnsemblMetazoa |
| 18 | *Plectus murrayi* | nPm.2.0 | ngenomes.org |
| 19 | *Pristionchus pacificus* | PRJNA12644 | WormbaseParasite5 |
| 20 | *Plutella xylostella* | DBM_FJ_v1_1 | LEPBASE |
| 37 | *Ramazzottius varieornatus* | nRv.1.1 | this study |
| 22 | *Solenopsis invicta* | 2013-10-AntGenomesPortal | EnsemblMetazoa |
| 23 | *Strigamia maritima* | 2013-02-EG | EnsemblMetazoa |
| 24 | *Tribolium castaneum* | 2012-09-24 | EnsemblMetazoa |
| 25 | *Trichuris muris* | PRJEB126 | WormbaseParasite5 |
| 26 | *Trichinella spiralis* | PRJNA12603 | WormbaseParasite5 |
| 27 | *Tetranychus urticae* | 2012-11-ORCAE | EnsemblMetazoa |

* The index assigned for OrthoFinder clustering

B. Transcriptome data used for clustering and phylogenomics.

| Species | Phylum | Data Type | Action | Link |
| --- | --- | --- | --- | --- |
| *Echiniscus testudo* | Tardigrada | assembled transcripts | predicted proteins using TransDecoder | ftp.ncbi.nlm.nih.gov/sra/wgs_aux/GD/AL/GDAL01/GDAL01.1.fsa_nt.gz |
| *Milnesium tardigradum* | Tardigrada | assembled transcripts | predicted proteins using TransDecoder | https://www.ncbi.nlm.nih.gov/nuccore/?term=PRJNA34121 |
| *Euperipatoides kanangrensis* | Onycophora | ESTs | assembled with CAP3; predicted proteins using TransDecoder | ftp://ftp-private.ncbi.nlm.nih.gov/pub/TraceDB/euperipatoides_kanangrensis/fasta.euperipatoides_kanangrensis.001.gz |
| *Peripatopsis sedgwicki* | Onycophora | ESTs | assembled with CAP3; predicted proteins using TransDecoder | https://www.ncbi.nlm.nih.gov/nucest/?term=Peripatopsis+sedgwicki%5Borganism%5D |
| *Peripatopsis capensis* | Onycophora | raw Illumina reads | trimmed using Skewer; assembled with Trinity; predicted proteins using TransDecoder | https://www.ncbi.nlm.nih.gov/bioproject/PRJNA236598 |
| *Pycnophyes kielensis* | Kinorhyncha | assembled transcripts | predicted proteins using TransDecoder | ftp://ftp.ncbi.nlm.nih.gov/sra/wgs_aux/GD/AN/GDAN01/GDAN01.1.fsa_nt.gz |
| *Echinoderes horni* | Kinorhyncha | ESTs | assembled with CAP3; predicted proteins using TransDecoder | ftp://ftp-private.ncbi.nlm.nih.gov/pub/TraceDB/echinoderes_horni/fasta.echinoderes_horni.001.gz |
| *Halicryptus spinulosus* | Priapulida | assembled transcripts | predicted proteins using TransDecoder | ftp://ftp.ncbi.nlm.nih.gov/sra/wgs_aux/GD/AM/GDAM01/GDAM01.1.fsa_nt.gz |

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S8 Table

S8 Table. HGT content calculation of Ecdysozoa

| Category | Augustus3  model | Organism | ENSEMBL (DL:2016.09.20) | | | *Ab initio* (Augustus 3.2.2) | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | # Gene | HGT | % | # Gene | HGT | % |
| Arthropod | aedes | *Aedes aegypti* | 15,796 | 182/11906 | 1.53 | 103,215 | 6364/70452 | 9.03 |
| Arthropod | honeybee1 | *Apis mellifera* | 15,314 | 485/9773 | 4.96 | 14,115 | 897/10073 | 8.90 |
| Arthropod | bombus_impatiens1 | *Bombus impatiens* | 15,896 | 1166/11329 | 10.29 | 18,793 | 1487/10910 | 13.63 |
| Arthropod | culex | *Culex quinquefasciatus* | 18,968 | 203/14015 | 1.45 | 25,343 | 297/18296 | 2.17 |
| Arthropod | NA | *Daphnia magna* * | 29,127 | 1343/17234 | 7.79 | NA | NA | NA |
| Arthropod | fly | *Drosophila ananassae* | 15,069 | 91/10336 | 0.88 | 21,842 | 1816/15694 | 11.58 |
| Arthropod | fly | *Drosopohila erecta* | 15,044 | 85/10121 | 0.84 | 15,447 | 616/11491 | 5.36 |
| Arthropod | fly | *Drosophila grimshawi* | 14,982 | 90/10448 | 0.86 | 15,293 | 263/11015 | 2.39 |
| Arthropod | fly | *Drosophila melanogaster* | 13,918 | 74/19191 | 0.73 | 15,535 | 532/11401 | 4.67 |
| Arthropod | fly | *Drosophila mojavensis* | 14,594 | 86/9918 | 0.87 | 15,677 | 372/11338 | 3.28 |
| Arthropod | fly | *Drosophila persimilis* | 16,874 | 82/10800 | 0.76 | 21,673 | 786/14385 | 5.46 |
| Arthropod | fly | *Drosophila pseudoobscura* | 15,864 | 96/10649 | 0.90 | 16,705 | 2452/11387 | 2.21 |
| Arthropod | fly | *Drosophila sechellia* | 16,465 | 71/10787 | 0.66 | 22,119 | 1151/16788 | 6.86 |
| Arthropod | fly | *Drosophila simulans* | 15,413 | 70/9820 | 0.71 | 16,148 | 362/11393 | 3.18 |
| Arthropod | fly | *Drosophila virilis* | 14,491 | 82/10081 | 0.81 | 15,991 | 512/11862 | 4.32 |
| Arthropod | fly | *Drosophila willistoni* | 15,512 | 156/10638 | 1.47 | 16,942 | 738/12259 | 6.02 |
| Arthropod | fly | *Drosophila yakuba* | 16,077 | 85/10463 | 0.81 | 17,774 | 539/12469 | 4.32 |
| Arthropod | heliconius_melpomene1 | *Heliconius_melpomene* | 12,669 | 132/9421 | 1.40 | 20,333 | 289/14640 | 1.97 |
| Arthropod | nasonia | *Nasonia vitripennis* | 17,083 | 223/12130 | 1.92 | 26,010 | 538/15457 | 3.48 |
| Arthropod | rhodnius | *Rhodnius prolixus* | 15,438 | 498/10733 | 4.63 | 52,161 | 1833/39130 | 4.68 |
| Arthropod | tribolium2012 | *Tribolium castaneum* | 16,524 | 124/1115 | 1.12 | 16,160 | 105/10442 | 1.00 |
| Nematode | caenorhabditis | *Caenorhabditis brenneri* | 30,660 | 253/14748 | 1.70 | 38,953 | 518/17298 | 2.99 |
| Nematode | caenorhabditis | *Caenorhabditis briggsae* | 21,814 | 239/10936 | 2.19 | 20,745 | 242/11335 | 2.13 |
| Nematode | caenorhabditis | *Caenorhabditis elegans* | 20,362 | 223/10574 | 2.11 | 18,177 | 215/10278 | 2.09 |
| Nematode | caenorhabditis | *Caenorhabditis japonica* | 29,931 | 315/15260 | 2.06 | 29,556 | 352/15842 | 2.22 |
| Nematode | caenorhabditis | *Caenorhabditis remanei* | 31,437 | 766/14483 | 5.29 | 30,506 | 1288/14291 | 9.01 |
| Nematode | trichinella | *Trichinella spiralis* | 16,380 | 47/8616 | 0.55 | 11,310 | 41/8079 | 0.51 |
| Tardigrade | BRAKER | *Hypsibius dujardini* | NA | NA | NA | 19913 | 463/12616 | 3.67 |
| Tardigrade | BRAKER | *Ramazzottius varieornatus* * | 19521 | 242/10760 | 2.25 | 13917 | 220/9894 | 2.22 |

* Genomes of these species were not registered in ENSEMBL, we used the released CDS sequences from each genome project

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S9 Table

S9 Table. Tardigrade-specific, protection-related proteins

| Gene ID | Scaffold | Category | %Identity | Length | E-value | Bitscore |
| --- | --- | --- | --- | --- | --- | --- |
| bHd17608.1 | scaffold0022 | CAHS1 | 54.55 | 165 | 5.0E-45 | 158 |
| bHd17663.1 | scaffold0023 | CAHS1 | 49.46 | 184 | 2.0E-45 | 161 |
| bHd04182.1 | scaffold0087 | CAHS1 | 61.99 | 221 | 7.0E-65 | 209 |
| bHd04184.1 | scaffold0087 | CAHS1 | 78.18 | 55 | 4.0E-19 | 85.5 |
| bHd06166.1 | scaffold0123 | CAHS1 | 45.13 | 195 | 2.0E-51 | 174 |
| bHd16038.1 | scaffold0013 | CAHS2 | 56.55 | 168 | 8.0E-57 | 187 |
| bHd17504.1 | scaffold0022 | CAHS2 | 53.33 | 105 | 3.0E-28 | 117 |
| bHd17505.1 | scaffold0022 | CAHS2 | 47.40 | 192 | 3.0E-47 | 162 |
| bHd17506.1 | scaffold0022 | CAHS2 | 67.71 | 192 | 1.0E-82 | 253 |
| bHd18862.1 | scaffold0032 | CAHS2 | 51.63 | 184 | 9.0E-41 | 148 |
| bHd01486.1 | scaffold0050 | CAHS2 | 55.09 | 167 | 8.0E-54 | 179 |
| bHd02925.1 | scaffold0069 | CAHS3 | 57.33 | 75 | 2.0E-20 | 90.5 |
| bHd19902.1 | scaffold0018 | MAHS | 42.51 | 167 | 5.0E-24 | 107 |
| bHd16514.1 | scaffold0016 | RvLEAM | 41.45 | 234 | 3.0E-40 | 147 |
| bHd00493.1 | scaffold0002 | SAHS1 | 36.30 | 135 | 2.0E-24 | 100 |
| bHd07979.1 | scaffold0005 | SAHS1 | 34.50 | 171 | 2.0E-25 | 103 |
| bHd10755.1 | scaffold0239 | SAHS1 | 45.88 | 170 | 2.0E-44 | 152 |
| bHd10756.1 | scaffold0239 | SAHS1 | 38.01 | 171 | 2.0E-32 | 121 |
| bHd10757.1 | scaffold0239 | SAHS1 | 38.01 | 171 | 2.0E-32 | 121 |
| bHd10758.1 | scaffold0239 | SAHS1 | 54.23 | 142 | 3.0E-47 | 159 |
| bHd10759.1 | scaffold0239 | SAHS1 | 54.68 | 139 | 2.0E-49 | 164 |
| bHd10762.1 | scaffold0239 | SAHS1 | 47.37 | 171 | 5.0E-47 | 159 |
| bHd10763.1 | scaffold0239 | SAHS1 | 46.47 | 170 | 3.0E-47 | 159 |
| bHd10764.1 | scaffold0239 | SAHS1 | 69.63 | 135 | 2.0E-65 | 205 |

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S10 Table

S10 Table. Synapomorphies identified under different systematic hypotheses

| **cluster_id** | **proteins** | **hypothesis*** | **taxon coverage** | **proportion of nematode proteomes present (n=9)** | **proportion of arthropode proteomes present (n=15)** | **proportion of tardigrade proteomes present (n=2)** |
| --- | --- | --- | --- | --- | --- | --- |
| OG0000436 | 104 | Panarthropoda | 1.00 | 0.00 | 1.00 | 1.00 |
| OG0001236 | 54 | Panarthropoda | 1.00 | 0.00 | 1.00 | 1.00 |
| OG0002592 | 36 | Panarthropoda | 1.00 | 0.00 | 1.00 | 1.00 |
| OG0006538 | 19 | Panarthropoda | 1.00 | 0.00 | 1.00 | 1.00 |
| OG0006541 | 19 | Panarthropoda | 1.00 | 0.00 | 1.00 | 1.00 |
| OG0006869 | 17 | Panarthropoda | 1.00 | 0.00 | 1.00 | 1.00 |
| OG0005117 | 27 | Panarthropoda | 0.88 | 0.00 | 0.93 | 0.50 |
| OG0005941 | 22 | Panarthropoda | 0.77 | 0.00 | 0.73 | 1.00 |
| OG0006662 | 18 | Panarthropoda | 0.82 | 0.00 | 0.80 | 1.00 |
| OG0006889 | 17 | Panarthropoda | 0.71 | 0.00 | 0.73 | 0.50 |
| OG0006940 | 17 | Panarthropoda | 0.82 | 0.00 | 0.87 | 0.50 |
| OG0006941 | 17 | Panarthropoda | 0.71 | 0.00 | 0.67 | 1.00 |
| OG0006951 | 17 | Panarthropoda | 0.71 | 0.00 | 0.67 | 1.00 |
| OG0007141 | 16 | Panarthropoda | 0.82 | 0.00 | 0.80 | 1.00 |
| OG0007285 | 15 | Panarthropoda | 0.71 | 0.00 | 0.67 | 1.00 |
| OG0007290 | 15 | Panarthropoda | 0.82 | 0.00 | 0.80 | 1.00 |
| OG0007298 | 15 | Panarthropoda | 0.88 | 0.00 | 0.87 | 1.00 |
| OG0007328 | 15 | Panarthropoda | 0.71 | 0.00 | 0.67 | 1.00 |
| OG0007463 | 14 | Panarthropoda | 0.77 | 0.00 | 0.73 | 1.00 |
| OG0007689 | 13 | Panarthropoda | 0.71 | 0.00 | 0.67 | 1.00 |
| OG0005423 | 26 | Nematoda+ Tardigrada | 0.82 | 0.89 | 0.00 | 0.50 |
| OG0006414 | 20 | Nematoda+ Tardigrada | 0.82 | 0.78 | 0.00 | 1.00 |
| OG0007199 | 16 | Nematoda+ Tardigrada | 0.91 | 1.00 | 0.00 | 0.50 |
| OG0007812 | 13 | Nematoda+ Tardigrada | 0.82 | 0.78 | 0.00 | 1.00 |
| OG0008368 | 11 | Nematoda+ Tardigrada | 0.82 | 0.78 | 0.00 | 1.00 |

* Panarthropoda = Tardigrada+Arthropoda

# Supplementary material for: Comparative genomics of the tardigrades Hypsibius dujardini and Ramazzottius varieornatus
**Source:** PLoS Biol. 2017 Jul 27;15(7):e2002266. doi: 10.1371/journal.pbio.2002266
**Supplement:** S11 Table

**S11 Table. Software used in this study.**

* Where no entry is made, the program was used with default settings.

** For databases, the date of download is given as version.

**Reference**

1. Andrews S. FastQC a quality-control tool for high-throughput sequence data. 2015 [cited 2015 May 21]. Available from: <http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>.

2. Jiang H, Lei R, Ding SW, Zhu S. Skewer: a fast and accurate adapter trimmer for next-generation sequencing paired-end reads. BMC Bioinformatics. 2014;15:182. doi: 10.1186/1471-2105-15-182. PubMed PMID: 24925680; PubMed Central PMCID: PMCPMC4074385.

3. Li H, Durbin R. Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics. 2009;25(14):1754-60. doi: 10.1093/bioinformatics/btp324. PubMed PMID: 19451168; PubMed Central PMCID: PMCPMC2705234.

4. Kumar S, Jones M, Koutsovoulos G, Clarke M, Blaxter M. Blobology: exploring raw genome data for contaminants, symbionts and parasites using taxon-annotated GC-coverage plots. Front Genet. 2013;4:237. doi: 10.3389/fgene.2013.00237. PubMed PMID: 24348509; PubMed Central PMCID: PMCPMC3843372.

5. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, et al. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009;25(16):2078-9. doi: 10.1093/bioinformatics/btp352. PubMed PMID: 19505943; PubMed Central PMCID: PMCPMC2723002.

6. Camacho C, Coulouris G, Avagyan V, Ma N, Papadopoulos J, Bealer K, et al. BLAST+: architecture and applications. BMC Bioinformatics. 2009;10:421. doi: 10.1186/1471-2105-10-421. PubMed PMID: 20003500; PubMed Central PMCID: PMCPMC2803857.

7. Edgar RC. Search and clustering orders of magnitude faster than BLAST. Bioinformatics. 2010;26(19):2460-1. doi: 10.1093/bioinformatics/btq461. PubMed PMID: 20709691.

8. Bankevich A, Nurk S, Antipov D, Gurevich AA, Dvorkin M, Kulikov AS, et al. SPAdes: a new genome assembly algorithm and its applications to single-cell sequencing. J Comput Biol. 2012;19(5):455-77. doi: 10.1089/cmb.2012.0021. PubMed PMID: 22506599; PubMed Central PMCID: PMCPMC3342519.

9. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9(4):357-9. doi: 10.1038/nmeth.1923. PubMed PMID: 22388286; PubMed Central PMCID: PMCPMC3322381.

10. Kajitani R, Toshimoto K, Noguchi H, Toyoda A, Ogura Y, Okuno M, et al. Efficient de novo assembly of highly heterozygous genomes from whole-genome shotgun short reads. Genome Res. 2014;24(8):1384-95. doi: 10.1101/gr.170720.113. PubMed PMID: 24755901; PubMed Central PMCID: PMCPMC4120091.

11. Chin CS, Peluso P, Sedlazeck FJ, Nattestad M, Concepcion GT, Clum A, et al. Phased diploid genome assembly with single-molecule real-time sequencing. Nat Methods. 2016;13(12):1050-4. doi: 10.1038/nmeth.4035. PubMed PMID: 27749838.

12. Boetzer M, Pirovano W. SSPACE-LongRead: scaffolding bacterial draft genomes using long read sequence information. BMC Bioinformatics. 2014;15(211):211. doi: 10.1186/1471-2105-15-211. PubMed PMID: 24950923; PubMed Central PMCID: PMCPMC4076250.

13. English AC, Richards S, Han Y, Wang M, Vee V, Qu J, et al. Mind the gap: upgrading genomes with Pacific Biosciences RS long-read sequencing technology. PLoS One. 2012;7(11):e47768. doi: 10.1371/journal.pone.0047768. PubMed PMID: 23185243; PubMed Central PMCID: PMCPMC3504050.

14. Walker BJ, Abeel T, Shea T, Priest M, Abouelliel A, Sakthikumar S, et al. Pilon: an integrated tool for comprehensive microbial variant detection and genome assembly improvement. PLoS One. 2014;9(11):e112963. doi: 10.1371/journal.pone.0112963. PubMed PMID: 25409509; PubMed Central PMCID: PMCPMC4237348.

15. Okonechnikov K, Conesa A, Garcia-Alcalde F. Qualimap 2: advanced multi-sample quality control for high-throughput sequencing data. Bioinformatics. 2016;32(2):292-4. doi: 10.1093/bioinformatics/btv566. PubMed PMID: 26428292; PubMed Central PMCID: PMCPMC4708105.

16. Parra G, Bradnam K, Korf I. CEGMA: a pipeline to accurately annotate core genes in eukaryotic genomes. Bioinformatics. 2007;23(9):1061-7. doi: 10.1093/bioinformatics/btm071. PubMed PMID: 17332020.

17. Simao FA, Waterhouse RM, Ioannidis P, Kriventseva EV, Zdobnov EM. BUSCO: assessing genome assembly and annotation completeness with single-copy orthologs. Bioinformatics. 2015;31(19):3210-2. doi: 10.1093/bioinformatics/btv351. PubMed PMID: 26059717.

18. Stamatakis A. RAxML version 8: a tool for phylogenetic analysis and post-analysis of large phylogenies. Bioinformatics. 2014;30(9):1312-3. doi: 10.1093/bioinformatics/btu033. PubMed PMID: 24451623; PubMed Central PMCID: PMCPMC3998144.

19. Goujon M, McWilliam H, Li W, Valentin F, Squizzato S, Paern J, et al. A new bioinformatics analysis tools framework at EMBL-EBI. Nucleic Acids Res. 2010;38(Web Server issue):W695-9. doi: 10.1093/nar/gkq313. PubMed PMID: 20439314; PubMed Central PMCID: PMCPMC2896090.

20. Lartillot N, Philippe H. A Bayesian mixture model for across-site heterogeneities in the amino-acid replacement process. Mol Biol Evol. 2004;21(6):1095-109. doi: 10.1093/molbev/msh112. PubMed PMID: 15014145.

21. Katoh K, Standley DM. MAFFT multiple sequence alignment software version 7: improvements in performance and usability. Mol Biol Evol. 2013;30(4):772-80. doi: 10.1093/molbev/mst010. PubMed PMID: 23329690; PubMed Central PMCID: PMCPMC3603318.

22. Price MN, Dehal PS, Arkin AP. FastTree 2--approximately maximum-likelihood trees for large alignments. PLoS One. 2010;5(3):e9490. doi: 10.1371/journal.pone.0009490. PubMed PMID: 20224823; PubMed Central PMCID: PMCPMC2835736.

23. Capella-Gutierrez S, Silla-Martinez JM, Gabaldon T. trimAl: a tool for automated alignment trimming in large-scale phylogenetic analyses. Bioinformatics. 2009;25(15):1972-3. doi: 10.1093/bioinformatics/btp348. PubMed PMID: 19505945; PubMed Central PMCID: PMCPMC2712344.

24. Kuck P, Longo GC. FASconCAT-G: extensive functions for multiple sequence alignment preparations concerning phylogenetic studies. Front Zool. 2014;11(1):81. doi: 10.1186/s12983-014-0081-x. PubMed PMID: 25426157; PubMed Central PMCID: PMCPMC4243772.

25. Rambaut A. FigTree. 2016.

26. Aken BL, Achuthan P, Akanni W, Amode MR, Bernsdorff F, Bhai J, et al. Ensembl 2017. Nucleic Acids Res. 2017;45(D1):D635-D42. doi: 10.1093/nar/gkw1104. PubMed PMID: 27899575; PubMed Central PMCID: PMCPMC5210575.

27. Challis RJ, Kumar S, Stevens L, Blaxter M. EasyMirror and EasyImport: Simplifying the setup of a custom Ensembl database and webserver for any species. PeerJ Preprints. 2016;4(e2401v1 ). doi: 10.7287/peerj.preprints.2401v1.

28. Mistry J, Finn RD, Eddy SR, Bateman A, Punta M. Challenges in homology search: HMMER3 and convergent evolution of coiled-coil regions. Nucleic Acids Res. 2013;41(12):e121. doi: 10.1093/nar/gkt263. PubMed PMID: 23598997; PubMed Central PMCID: PMCPMC3695513.

29. Hoff KJ, Lange S, Lomsadze A, Borodovsky M, Stanke M. BRAKER1: Unsupervised RNA-Seq-Based Genome Annotation with GeneMark-ET and AUGUSTUS. Bioinformatics. 2016;32(5):767-9. doi: 10.1093/bioinformatics/btv661. PubMed PMID: 26559507.

30. Keller O, Kollmar M, Stanke M, Waack S. A novel hybrid gene prediction method employing protein multiple sequence alignments. Bioinformatics. 2011;27(6):757-63. doi: 10.1093/bioinformatics/btr010. PubMed PMID: 21216780.

31. Borodovsky M, Lomsadze A. Eukaryotic gene prediction using GeneMark.hmm-E and GeneMark-ES. Curr Protoc Bioinformatics. 2011;Chapter 4:Unit 4 6 1-10. doi: 10.1002/0471250953.bi0406s35. PubMed PMID: 21901742; PubMed Central PMCID: PMCPMC3204378.

32. Price AL, Jones NC, Pevzner PA. De novo identification of repeat families in large genomes. Bioinformatics. 2005;21 Suppl 1:i351-8. doi: 10.1093/bioinformatics/bti1018. PubMed PMID: 15961478.

33. Smit A, Hubley R, Green P. RepeatMasker Open-4.0 2013-2015. Available from: <http://www.repeatmasker.org>.

34. Lowe TM, Eddy SR. tRNAscan-SE: a program for improved detection of transfer RNA genes in genomic sequence. Nucleic Acids Res. 1997;25(5):955-64. doi: 10.1093/nar/25.5.0955. PubMed PMID: 9023104; PubMed Central PMCID: PMCPMC146525.

35. Lagesen K, Hallin P, Rodland EA, Staerfeldt HH, Rognes T, Ussery DW. RNAmmer: consistent and rapid annotation of ribosomal RNA genes. Nucleic Acids Res. 2007;35(9):3100-8. doi: 10.1093/nar/gkm160. PubMed PMID: 17452365; PubMed Central PMCID: PMCPMC1888812.

36. Moriya Y, Itoh M, Okuda S, Yoshizawa AC, Kanehisa M. KAAS: an automatic genome annotation and pathway reconstruction server. Nucleic Acids Res. 2007;35(Web Server issue):W182-5. doi: 10.1093/nar/gkm321. PubMed PMID: 17526522; PubMed Central PMCID: PMCPMC1933193.

37. Altschul SF, Madden TL, Schaffer AA, Zhang J, Zhang Z, Miller W, et al. Gapped BLAST and PSI-BLAST: a new generation of protein database search programs. Nucleic Acids Res. 1997;25(17):3389-402. PubMed PMID: 9254694; PubMed Central PMCID: PMCPMC146917.

38. Buchfink B, Xie C, Huson DH. Fast and sensitive protein alignment using DIAMOND. Nature Methods. 2015;12(1):59-60. PubMed PMID: WOS:000347668600019.

39. Friedlander MR, Mackowiak SD, Li N, Chen W, Rajewsky N. miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. Nucleic Acids Res. 2012;40(1):37-52. doi: 10.1093/nar/gkr688. PubMed PMID: 21911355; PubMed Central PMCID: PMCPMC3245920.

40. Popendorf K, Tsuyoshi H, Osana Y, Sakakibara Y. Murasaki: a fast, parallelizable algorithm to find anchors from multiple genomes. PLoS One. 2010;5(9):e12651. doi: 10.1371/journal.pone.0012651. PubMed PMID: 20885980; PubMed Central PMCID: PMCPMC2945767.

41. Darling AC, Mau B, Blattner FR, Perna NT. Mauve: multiple alignment of conserved genomic sequence with rearrangements. Genome Res. 2004;14(7):1394-403. doi: 10.1101/gr.2289704. PubMed PMID: 15231754; PubMed Central PMCID: PMCPMC442156.

42. UniProt C. UniProt: a hub for protein information. Nucleic Acids Res. 2015;43(Database issue):D204-12. doi: 10.1093/nar/gku989. PubMed PMID: 25348405; PubMed Central PMCID: PMCPMC4384041.

43. Finn RD, Bateman A, Clements J, Coggill P, Eberhardt RY, Eddy SR, et al. Pfam: the protein families database. Nucleic Acids Res. 2014;42(Database issue):D222-30. doi: 10.1093/nar/gkt1223. PubMed PMID: 24288371; PubMed Central PMCID: PMCPMC3965110.

44. Hubley R, Finn RD, Clements J, Eddy SR, Jones TA, Bao W, et al. The Dfam database of repetitive DNA families. Nucleic Acids Res. 2016;44(D1):D81-9. doi: 10.1093/nar/gkv1272. PubMed PMID: 26612867; PubMed Central PMCID: PMCPMC4702899.

45. Kozomara A, Griffiths-Jones S. miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res. 2014;42(Database issue):D68-73. doi: 10.1093/nar/gkt1181. PubMed PMID: 24275495; PubMed Central PMCID: PMCPMC3965103.

46. Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit I, et al. Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol. 2011;29(7):644-52. doi: 10.1038/nbt.1883. PubMed PMID: 21572440; PubMed Central PMCID: PMCPMC3571712.

47. Haas BJ, Papanicolaou A. TransDecoder (Find Coding Regions Within Transcripts).

48. Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 2013;14(4):R36. doi: 10.1186/gb-2013-14-4-r36. PubMed PMID: 23618408; PubMed Central PMCID: PMCPMC4053844.

49. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550. doi: 10.1186/s13059-014-0550-8. PubMed PMID: 25516281; PubMed Central PMCID: PMCPMC4302049.

50. Bray NL, Pimentel H, Melsted P, Pachter L. Near-optimal probabilistic RNA-seq quantification. Nat Biotechnol. 2016;34(5):525-7. doi: 10.1038/nbt.3519. PubMed PMID: 27043002.

51. Mathieu B, Sebastien H, Mathieu J. Gephi: An Open Source Software for Exploring and Manipulating Networks. 2009 %9 network;network science;visualization;graph exploration;open source;free software;dynamic network;interactive interface;graph;force vector;java;OpenGL;3-D visualization;user-centric;graph layout;complex graph rendering;network analysis;webatlas %! Gephi: An Open Source Software for Exploring and Manipulating Networks2009.

52. Laetsch DR. KinFin v0.8.1. 2017. doi: 10.5281/zenodo.290589.

53. Emms DM, Kelly S. OrthoFinder: solving fundamental biases in whole genome comparisons dramatically improves orthogroup inference accuracy. Genome Biol. 2015;16:157. doi: 10.1186/s13059-015-0721-2. PubMed PMID: 26243257; PubMed Central PMCID: PMCPMC4531804.

54. Arakawa K, Mori K, Ikeda K, Matsuzaki T, Kobayashi Y, Tomita M. G-language Genome Analysis Environment: a workbench for nucleotide sequence data mining. Bioinformatics. 2003;19(2):305-6. PubMed PMID: 12538262.

55. Arakawa K, Tomita M. G-language system as a platform for large-scale analysis of high-throughput omics data. J Pestic Sci. 2006;31(3):282-8. doi: DOI 10.1584/jpestics.31.282. PubMed PMID: WOS:000240114400006.

How the deposited data were processed for this re-analysis (not part of the article)

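The series holds 78 RNA-Seq libraries, 48 of *H*. *dujardini* and 30 of *R*. *varieornatus*, with 3 replicates per condition. Conditions were active adults, tuns, eggs and juveniles, assigned from the sample labels and the paper's tables without reference to the values. For fast and slow desiccation of *R*. *varieornatus*, the names and conditions in S1 Table are crossed, and the labels with their numbers of individuals were followed.

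The authors deposited the estimated count of reads that Kallisto assigned to each transcript model, without normalization, from single libraries that were not pooled. The authors also deposited TPM, which Kallisto computed from those estimated counts and the effective length of each model so that every library has the same sum. Both were made against coding sequences without untranslated regions, and no filter is stated. The counts from BWA MEM that the authors tested with DESeq2 are not in the files analysed here.

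Here, estimated counts were rounded to whole numbers and fitted with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), using TMM normalization, the filterByExpr filter and the quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 1.42.0 was the alternative. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Each fit compared tuns with active adults of 1 experiment, with only those 6 libraries and no replicate block. A transcript was up-regulated with an adjusted p below 0.05, a mean above 1 TPM over the 6 libraries and a fold change above 2, where the fold change was the sum of tun TPM over the sum of active TPM plus 0.1. Down-regulation mirrored this rule. Differences in response between slow and fast desiccation, and between pools of 30 and of 10000 *H*. *dujardini*, were tested with an interaction term over 12 libraries.

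Fold change distributions were compared with a U statistic and 100000 permutations across transcripts. HGT candidates from S4 Data were counted by their highest TPM in any library and compared with other models by Fisher's exact test. Shares of reads were the summed estimated counts over the reads in S1 Table, matched by sample ID. With 3 libraries against 3, an exact test of a single value cannot give a p below 0.1, so single transcripts were tested only with the models fitted across all transcripts.

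Total estimated counts per library ranged from 1579634 to 21113536 in *H*. *dujardini* and from 283152 to 17075883 in *R*. *varieornatus*. At these depths, 3 counts of the total were taken as the smallest share a library can show. Of 78 pairs of replicate libraries, 0 were identical, and the lowest ratio of their difference to sampling noise (chi-squared over its degrees of freedom) was 2.96, with a median of 16.8.

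Genes named in the text were those that the paper names with a measurement and whose identifier its text or supplements give, together with up to 5 transcripts per direction and comparison with the largest fold change among those past all thresholds whose 3 tun values all lay on 1 side of the 3 active values. For *R*. *varieornatus*, the identifiers of 5 CAHS, 4 SAHS, 2 SOD and 5 GST genes come from the paper's own list of genes up-regulated in the same slow libraries, so calls for these genes in that comparison are not independent of their choice, and other members of these families without an identifier were not tested.

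The fits were tested on simulated counts drawn from the means and library sizes of real samples, with 200 changed transcripts and a dispersion of 0.1. edgeR recovered 194 of the 200 (97%) with 5 unchanged transcripts called, and the replicate block gave 194 and 4. DESeq2 recovered 194 with 14 unchanged transcripts called, and the interaction test recovered 153 (76.5%) with 7. The sign was wrong for 0 of them. Slow and fast libraries were simulated with the same dispersion, and only well-covered transcripts were changed, all of them strongly. Real active libraries of fast desiccation were farther apart, with Pearson's r on log2 TPM of 0.770 to 0.885. For active libraries of slow desiccation it was 0.963 to 0.965. These recoveries therefore do not give the power of the fast comparison or of the real interaction test.

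The comparisons, the rule for named genes and the alternatives were written down before the processed files arrived, except for DESeq2 with an adjusted p below 0.01, which was added after seeing the values. The alternatives were DESeq2 in place of edgeR, DESeq2's size factors in edgeR, no filter on low counts, the replicate block, all adult groups in 1 fit, an adjusted p below 0.01, no TPM or fold change threshold, other pseudocounts, isoforms summed per gene, and leaving out each replicate in turn. Other definitions were tried for the expression of HGT candidates and for the source of read totals.

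Left out were claims about *H*. *dujardini* single individuals, whose libraries are not in the files analysed here. Claims about genes whose identifiers were not found in the paper or the text of its supplements were left out too. Differential expression between developmental stages was not analysed here.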

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

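The response of *R*. *varieornatus* to slow desiccation was compared with that to fast desiccation by an interaction term in edgeR over the 12 adult libraries, and it was flagged because the groups differed: 11 transcripts had an adjusted p below 0.05. When slow and fast were redrawn within the active and within the tun libraries, 4 of the 100 splits, the real one included, gave as many transcripts, and the largest other split gave 7205. The prediction for this count was written only after the counts had been seen. The number depended on the method, with 509 transcripts from DESeq2, 5 with the replicate block of the labels and 2266 without active fast replicate 3. Slow libraries were pools of 30 animals, and fast libraries had very few animals and more counts. The difference therefore cannot be told apart from pool size or depth, and it is not offered as an effect of the pace of drying.

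In *H*. *dujardini*, the response of pools of 30 individuals differed from that of pools of 10000 for 4816 of 15444 tested transcripts (31.2%) by the same interaction test, another difference between groups. Pool sizes were redrawn within active adults and within tuns in 100 splits. Of these, 6 gave as many transcripts, the real one included, and the largest other split gave 11643. The real grouping was therefore not set apart from redrawn ones. Redrawn splits can also count plain differences between the pool sizes, so they are not a clean comparison. The prediction for this count, too, was written after the counts had been seen. Predictions on transcript length and depth were written before their tests. The difference in log2 fold change had a Spearman rho of 0.213 with transcript length, short of the limit set for length as the cause. Among 4086 transcripts with at least 100 counts in each of the 12 libraries, 36.2% responded differently, so shallow transcripts did not make up the difference. With the replicate block the count was 4148. Kit, sequencing centre and pool size changed together, so these, and differences between the cultures sampled, cannot be told apart from one another. The redrawn splits do not rule out chance either.

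For pools of 30 *H*. *dujardini*, 1405 transcripts were up-regulated and 1301 down-regulated in tuns, and for pools of 10000 the numbers were 749 and 2216. They were flagged because the paper reports differential expression in single individuals of this species and not in these pools. In each kind of pool, 1 of the 10 splits of the 6 libraries, the real one, gave as many transcripts, which is the smallest number 3 libraries against 3 allow. With the replicate block, the counts were 1094 and 1157 for pools of 30, where libraries of the same number had a mean r of -0.048 and libraries of different numbers 0.024. For pools of 10000 they were 750 and 2206, with a mean r of 0.015 and -0.008. The pairing is taken from the labels. The largest increase in pools of 30 by log2 fold change among the named transcripts was in bHd04638, from 0 to 20.3 ± 4.41 TPM (SD, n = 3), and bHd05635 rose in both kinds of pool, from 0.708 to 667 TPM in pools of 30 and from 3.52 to 897 TPM in pools of 10000. The tuns differ from active adults by drying, but the 2 kinds of pool gave different sets, so no explanation beyond the design was tested for either.

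After slow desiccation of *R*. *varieornatus*, 486 transcripts were down-regulated, a group the paper does not report. As many transcripts changed in 1 of the 10 splits of the 6 libraries, the real one, and in 10 of the 10 splits for fast desiccation, where the real split gave 0, so that every split gives as many. For fast desiccation, the split that puts tun 2 with active 1 and 2 gave 83 transcripts. With the replicate block, 409 remained down-regulated after slow desiccation (mean r of 0.068 for the same number and -0.034 for different numbers). Leaving out tun replicate 3 raised the number to 873, and leaving out active replicate 3 lowered it to 260. The median TPM fold change was below 1 after both desiccations, at 0.674 and 0.482. Some abundant transcripts rising in tuns could lower the TPM of all others. With the 100 most abundant transcripts left out, the median was 0.722 after slow and 0.568 after fast desiccation, against a prediction made beforehand of a value near 1, so these transcripts alone did not account for the pattern. A wider change in composition is not ruled out. TMM normalization, which takes most transcripts as unchanged, gave g1671 a log2 fold change of 0.574 after slow desiccation where its TPM fold change was 1.08. Other technical explanations for the decrease, such as loss of RNA in dried animals, were not tested, and the decrease is not called biological.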

How the results depend on the processing

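The 2 tests of fold change distributions kept their direction and significance under every alternative, although the probability for slow against fast desiccation went from 0.6486 to as low as 0.5666, and that for pools of 30 *H*. *dujardini* against slow desiccation from 0.6755 to as low as 0.5318. The number of HGT candidates above 1 TPM, 418, ranged from 343 to 437 across its alternatives. For slow desiccation of *R*. *varieornatus*, the 323 up-regulated transcripts moved to 38 with all adult groups in 1 fit and to 1824 without the fold change threshold, and stayed from 290 to 336 across the 6 fits that each left out 1 replicate. The 486 down-regulated transcripts moved to 7 with all adult groups in 1 fit, 191 with an adjusted p below 0.01, 1134 without the fold change threshold and 250 with a pseudocount of 1 on TPM means, and ranged from 260 to 873 with each replicate left out. The 9 up-regulated CAHS and SAHS transcripts, chosen from the paper's list for the same libraries, fell to 1 with all adult groups in 1 fit. That fit gives slow libraries the wider spread of the fast libraries, which could explain the loss of calls.

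For fast desiccation, the main result of 0 up-regulated transcripts became 128 with DESeq2, 147 with all adult groups in 1 fit, and 63 with DESeq2 at an adjusted p below 0.01, an alternative chosen after seeing the data. Down-regulated transcripts, 0 in the main fit, numbered 740 with DESeq2 and 979 with all adult groups in 1 fit. Up-regulated CAHS and SAHS transcripts went from 0 to 1 with DESeq2 and to 1 with all adult groups. Across the 6 fits that each left out 1 replicate, up-regulated transcripts ranged from 0 to 696, down-regulated ones from 0 to 410, and CAHS and SAHS from 0 to 4, and every change came from leaving out active replicate 3. The joint fit gives fast libraries the narrower spread of the slow ones, which could explain its added calls, and leaving out active replicate 3 removes the active library least like the others.

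In pools of 30 *H*. *dujardini*, up-regulated transcripts (1405) moved to 776 with an adjusted p below 0.01 and ranged from 875 to 2808 with each replicate left out, and down-regulated ones (1301) moved to 2931 without the fold change threshold. In pools of 10000, removing that threshold gave 4520 up-regulated (749) and 4646 down-regulated transcripts (2216), because many significant changes were small. The 11 transcripts with a different response to slow and fast desiccation became 509 with DESeq2, 6 with DESeq2's size factors, 5 with the replicate block, 1 with an adjusted p below 0.01, and 1 to 2266 with each of the 12 replicates left out. The 4816 transcripts that differed between the 2 kinds of *H*. *dujardini* pool became 2434 with an adjusted p below 0.01 and 3767 to 7940 with each replicate left out. The adult share of reads in *R*. *varieornatus* moved from 44.51% to 68.16% with read totals matched by the condition column, which gives shares of up to 152% and is therefore not a possible pairing.

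Some log2 fold changes near 0 reversed. For g8344 after slow desiccation it was -0.052 with all adult groups in 1 fit, and from -0.142 to 0.390 with each replicate left out. For g884 after fast desiccation it was -0.001 with DESeq2, -0.008 with DESeq2's size factors, -0.004 with all adult groups, and from -0.203 to 0.308 with each replicate left out. For g1681 after fast desiccation it ranged from -0.091 to 1.281. Of 545 rows for single transcripts, 494 kept direction and significance, 29 became weaker, 15 stronger and 7 reversed. Low counts limit what can be said about TPS in *R*. *varieornatus* and about its eggs of day 5.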

Differences from the paper's values

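The text of the paper reports 1 SAHS locus up-regulated after slow desiccation of *R*. *varieornatus*, and 4 were found here. None of the alternatives set before the files arrived closed the gap: most gave 4, removing the fold change threshold gave 6, and all adult groups in 1 fit gave 0. The paper's S7 Data labels 4 SAHS genes in its sheet of 307 genes, whose TPM values match the slow libraries, so the number here differs from the text and not from that sheet. The identifiers of these 4 were taken from the sheet, and the SAHS loci without an identifier were not tested here.

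For fast desiccation the paper reports 64 up-regulated genes, and 0 transcripts were up-regulated here. DESeq2 gave 128 and all adult groups in 1 fit gave 147, leaving out active replicate 3 gave 696, and the other alternatives set before the files arrived gave 0, so none closed the gap. DESeq2 with an adjusted p below 0.01, chosen after seeing the values, gave 63. In the paper's own lists, the largest FDR, from DESeq2, is 0.00938 in the sheet of 64 genes. It is 0.00767 in the sheet of 307 genes and 0.00992 in the *H*. *dujardini* sheet. The lists thus hold only genes with an FDR below 0.01, stricter than the limit in the methods. DESeq2 here also called 63 of the paper's 64 genes. The test and this cut together therefore bring the count close to the paper's.

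The SD of the TPM fold change after slow desiccation is the paper's 0.79 against 1.4567 here. With the pseudocount of 0.1 on TPM means it was 0.8084, and with transcripts above a mean of 1 TPM 0.8552, both close to the paper's value. With a pseudocount of 1 on TPM means it was 0.534, below the paper's value. After fast desiccation it is the paper's 2.25 against 5.3546 here. With the pseudocount of 0.1 on TPM means it was 2.2567, which closed the gap, while a pseudocount of 1 (1.2719) and transcripts above a mean of 1 TPM (5.6049) did not.

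The paper's range for mapping to the coding transcriptome of *H*. *dujardini* is approximately 50% to 70%. The mean share of reads here was 40.13%, below the lower end. No alternative set before the files arrived changed this value. For tuns in pools of 30 individuals, the paper's S5 Table gives a mean of 61.72% mapped to the transcriptome, and the share here was 39.43%, again with no alternative that changes it.

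For the TPS gene of *R*. *varieornatus*, the lower end of the paper's range is 10 TPM. The transcript taken as TPS here, g4348, had 0.7897 TPM in active adults and 0.0829 TPM in tuns of slow desiccation, and 0.7541 and 1.0445 TPM for fast desiccation. The paper gives no identifier for this gene in its text, TPM was used as deposited, and no alternative applies.

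For L-gulonolactone oxidase of *H*. *dujardini*, the paper's range is approximately 10 to 30 TPM, and the mean over all libraries here was 6.83 TPM. Of the 48 libraries, 7 lay within that range and 41 below it. Active adults averaged 22.1 TPM in pools of 10000 and 14.9 TPM in pools of 30, within the range. No alternative applies to this value.

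In S7 Data, the sheet named for fast desiccation holds the values of the slow libraries and the sheet named for slow desiccation those of the fast libraries, with 99.7% and 100% of TPM values within 1%. The paper states that L-ascorbate oxidase of *H*. *dujardini* was not expressed. The 5 transcripts with that best match had up to 30.2 TPM here, and the most often expressed, bHd00832, exceeded 1 TPM in 35 of 48 libraries. The paper gives no identifier for this enzyme, and bHd04081 and bHd09163 had means of 0.401 and 0.932 TPM, below 1 TPM. Whether the gene that the paper meant differs here is therefore open. The paper describes low resting expression of CAHS and SAHS in single individuals of *H*. *dujardini*, and pools of 30 here had a median of 500 TPM in active adults, from other samples.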

Other observations

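In fast desiccation of *R*. *varieornatus*, active library 3 resembled the tuns. Across transcripts, on log2 TPM with 0.1 added, its Pearson's r was 0.906, 0.912 and 0.944 with tuns 1, 2 and 3, and 0.770 and 0.801 with active libraries 1 and 2. The mean r with tuns exceeded that with the other active libraries by 0.135. With the 100 most abundant transcripts left out the difference was 0.125, and with every library thinned to the smallest total it was 0.135. It therefore remained without these transcripts and at equal totals. The first check could change little, because 100 transcripts have little weight in a correlation over all transcripts. Over the 809 transcripts changed by slow desiccation, its distance to the mean of the tuns was 0.472 times its distance to the mean of the other active libraries, as predicted for a mislabelled sample. An active animal that had begun to respond would give the same result, so this distance does not single out a swap. A swap is a candidate explanation, but other measures, looked at after this result, go against it. The share of reads of this library was 46.28%, against 45.75% and 47.31% in the other active libraries and 30.56% to 37.17% in tuns, and it had 13149 transcripts above 1 TPM, against 13655 and 13455 in active libraries and 10792 to 11823 in tuns. No tun library took the place of an active one, with tun 2 at r of 0.906 and 0.929 with the other tuns and 0.847 and 0.855 with active libraries 1 and 2. The measures point in different directions, so the pattern is left without an explanation. An active animal that had begun to respond, or variation among single animals, was not tested. All predictions for this library were written before the tests. It was kept in all main results.

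Eggs of *R*. *varieornatus* on day 5 had 283152 to 879371 estimated counts. The reads in S1 Table for these libraries were 1.142 times those of the other egg libraries on average, so the libraries were not sequenced less. S5 Table lists 16.2% of their reads as mapped to the genome, from 11.58% to 21.98%, against 28.75% to 77.92% in the other eggs. Reads from outside the *R*. *varieornatus* genome may therefore make up most of these libraries, and their source was not tested. Both predictions were written after the values had been seen.

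For the pools of 30 *H*. *dujardini*, S5 Table lists 66.19%, 52.04% and 24.98% of reads mapped to the transcriptome in active adults 1, 2 and 3, while the shares here were 47.68%, 45.81% and 44.49%. For the tuns it lists 61.75%, 61.87% and 61.55%, against 37.74%, 39.50% and 41.03% here. For the other 72 libraries of both species, the paper's value minus the share lay between -5.05 and 4.95 percentage points.

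CAHS and SAHS of *H*. *dujardini* were abundant in active adults of both kinds of pool. In pools of 30, the median of the 22 transcripts was 500 TPM in active adults and 367 TPM in tuns, with 4 up-regulated and 5 down-regulated. In pools of 10000, the medians were 112 and 1437 TPM, with 10 up-regulated and 3 down-regulated. Over all transcripts, fold changes in pools of 30 *H*. *dujardini* exceeded those after slow desiccation of *R*. *varieornatus* with a probability of 0.675 (permutation test with 100000 resamples, p = 1e-05, the smallest these resamples give), and a pseudocount of 1 on TPM means lowered this to 0.532. The mean fold change in pools of 30 was 2.93, the median 1.12 and the SD 16.2. In pools of 10000 *H*. *dujardini* the mean was 1.17, the median 0.841 and the SD 4.36. These lay closer to slow desiccation of *R*. *varieornatus*, with a mean of 0.881, a median of 0.674 and an SD of 1.46. The contrast between the species therefore depended on the kind of pool. The species also differ in gene models and drying protocol.

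Several protective genes varied during development. The SAHS transcript bHd10755 of *H*. *dujardini* had 8503 ± 1139 TPM (SD, n = 3) in eggs of day 2 and 0.317 ± 0.343 TPM in active adults in pools of 30. In *R*. *varieornatus*, CAHS g5971 had 5605 ± 657 TPM (SD, n = 3) in juveniles of day 1, and CAHS g675 had 3190 ± 319 TPM in eggs of day 4, above the 2409 ± 156 TPM in tuns of slow desiccation. SAHS g1671 had 41045 ± 16685 TPM (SD, n = 3) in eggs of day 5, the libraries with the fewest counts.

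Other named genes of *R*. *varieornatus* changed less after slow desiccation. The MAHS transcript g6834 went from 281 to 174 TPM (log2 fold change -0.231, adjusted p = 0.162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For RvLEAM g2978, TPM went from 164 to 189 (log2 fold change 0.669, adjusted p = 0.00214 from edgeR's test), below the fold change threshold. Dsup g4591 went from 73.6 to 38.6 TPM (log2 fold change -0.470, adjusted p = 0.0289 from edgeR's test, and 0.0545 with the replicate block).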
